# Neuron-specific chromosomal megadomain organization is adaptive to recent retrotransposon expansions

**DOI:** 10.1038/s41467-021-26862-z

**Published:** 2021-12-13

**Authors:** Sandhya Chandrasekaran, Sergio Espeso-Gil, Yong-Hwee Eddie Loh, Behnam Javidfar, Bibi Kassim, Yueyan Zhu, Yuan Zhang, Yuhao Dong, Lucy K. Bicks, Haixin Li, Prashanth Rajarajan, Cyril J. Peter, Daijing Sun, Esperanza Agullo-Pascual, Marina Iskhakova, Molly Estill, Bluma J. Lesch, Li Shen, Yan Jiang, Schahram Akbarian

**Keywords:** Epigenomics, Molecular neuroscience

## Abstract

Regulatory mechanisms associated with repeat-rich sequences and chromosomal conformations in mature neurons remain unexplored. Here, we map cell-type specific chromatin domain organization in adult mouse cerebral cortex and report strong enrichment of Endogenous Retrovirus 2 (ERV2) repeat sequences in the neuron-specific heterochromatic B_2_^NeuN+^ megabase-scaling subcompartment. Single molecule long-read sequencing and comparative Hi-C chromosomal contact mapping in wild-derived SPRET/EiJ (*Mus spretus*) and laboratory inbred C57BL/6J (*Mus musculus*) reveal neuronal reconfigurations tracking recent ERV2 expansions in the murine germline, with significantly higher B_2_^NeuN+^ contact frequencies at sites with ongoing insertions in *Mus musculus*. Neuronal ablation of the retrotransposon silencer Kmt1e/Setdb1 triggers B_2_^NeuN+^ disintegration and rewiring with open chromatin domains enriched for cellular stress response genes, along with severe neuroinflammation and proviral assembly with infiltration of dendrites . We conclude that neuronal megabase-scale chromosomal architectures include an evolutionarily adaptive heterochromatic organization which, upon perturbation, results in transcriptional dysregulation and unleashes ERV2 proviruses with strong neuronal tropism.

## Abstract (web summary)

Repeat-rich sequences play a role in 3D genome architecture in higher eukaryotes; however, this remains unexplored in brain cells. Here, the authors show that upregulation of endogenous retroviral (ERV) sequences is linked to changes in the 3D structure in the brain, which is also observed by comparison of mouse strains with recent retrotransposon expansion.

## Introduction

Repeat-rich sequence blocks, considered major determinants for 3D folding and structural genome organization in the cell nucleus in all higher eukaryotes, are critically involved in a wide range of genomic functions, from lineage-specific gene expression programs in fungi^1^ to X-inactivation in early mammalian development^2^. Repetitive DNA may also be important for spatial genome organization in the brain. For example, monogenic neurodegenerative and neurodevelopmental diseases could result from abnormal locus-specific expansion of short-tandem repeats (STR) at the periphery of topologically-associating domains (TADs), a type of conformation defined by chromosomal loop extrusions normally constrained by strong boundary elements at TAD peripheries^3^. However, the relationship between the 3D genome (3DG) and DNA repeat organization in brain cells, including potential implications for neuronal health and function, remains unexplored.

Here, we apply Hi–C, an established method for genome-wide chromosomal conformation mapping including the spatial organization of open (‘A-compartment’) and closed (‘B-compartment’) chromatin^4^, to show that megabase-scale chromatin domain and compartment organization in adult mouse cerebral cortex is linked, in highly cell type-specific fashion, to multiple retrotransposon superfamilies which comprise the vast majority of ‘mobile’ DNA elements in the murine genome^5^. Specifically, we identify a neuronal megadomain subtype for which species-specific interaction frequencies track the dramatic reconfiguration of the retrotransposon landscape in *Mus musculus*-derived inbred lines, primarily due to ongoing germline expansions of *Endogenous Retroviruses (ERVs)*, a group of retroelements regulated in highly tissue-specific manner^6^, with neuroinflammatory and neurodegenerative potential^7^, and detrimental effects on cognition upon de-repression^8^. We show that neuronal deficiency for *Kmt1e/Setdb1* histone methyltransferase, critical to the KMT1E-KAP1-Zinc finger and retrotransposon silencer complex^9,10^, triggers massive megabase-scale disintegration and rewiring of chromosomal interactions among chromatin domains anchored in ERV-rich genomic loci. This was associated with retrotransposon un-silencing and severe neuroinflammation and activation of cellular stress genes, intriguingly in close physical proximity to ERV-enriched megadomains, with the endomembrane system of susceptible Setdb1-deficient neurons hijacked for provirus assembly generating provirus-like particles. Our findings provide an example of how 3DG compartmentalization in the mature mouse brain is critically shaped by mobile DNA elements in strictly cell-type fashion, uncovering a distinct heterochromatic regulome in neurons which, upon perturbation, could robustly unleash ERV proviruses.

## Results

### Megadomain organization in adult mouse cerebral cortex

To study neuronal megadomain organization in adult mouse cerebral cortex, we prepared in situ Hi–C libraries from neuronal (NeuN^+^), and for comparison, non-neuronal (NeuN^−^) nuclei from *N* = 4 (2F/2M) mice) and sorted HiC Pro (v2.9) chimeric reads from autosomal sequences by k-means clustering at 250 kb resolution (Fig. 1a, Data S1)^11^. 

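Hi-C reads the contacts between DNA segments that lie close to each other in the nucleus. For the 4 NeuN+ and the 4 NeuN- samples the authors deposited the significant trans interactions, which are pairs of 1 Mb windows on different chromosomes called by Homer, without read counts. By the paper's Data S1, the NeuN+ samples held between 14333032 and 35295966 trans read pairs and the NeuN- samples between 30256736 and 47685219. Each interaction is listed from both of its ends, and each was counted once. NeuN+ samples held 1676 ± 752 (SD, n = 4) distinct interactions, with a range of 964 to 2572. NeuN- samples held 4270 ± 1588 (SD, n = 4), with a range of 2304 to 6013. The difference in the means, -2594 (NeuN+ minus NeuN-), did not reach the threshold (two-sided exact permutation test over 70 relabellings, p = 0.0571, where 4 samples against 4 cannot go below 0.0286). Per 1000000 trans read pairs the numbers were 71.0 ± 23.1 in NeuN+ and 112 ± 49.5 in NeuN- (n = 4 each, exact permutation, two-sided p = 0.2), so that depth and cell type are not separated by the number alone. Without NeuN- replicate 2 the difference was -3249. The subcompartments of NeuN+ were taken from the labels that the deposited repeat table of the cortex RNA-seq carries for each repeat fragment. They gave 9621 bins of 250 kb with a single label each, of which 2674 (668.5 Mb) were A1, 908 (227 Mb) A2, 5623 (1405.75 Mb) B1 and 416 (104 Mb) B2, all in GRCm38/mm10 coordinates. A subcompartment map of NeuN- nuclei was not analysed here.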

We identified 4 large chromosomal subcompartments in each population (Figs. S1 and S2), reproducible across replicates (Fig. S3), comprising 2.46 Gb of sequence, or >99.9% of the autosomal murine reference genome *mm10*, in NeuN^+^ (*range*: 104-1460 Mb/subcompartment) and in NeuN^−^ (range: 95–1452 Mb/subcompartment) (Data S2, S3). We assigned identifiers to each first according to minority (A) or majority (B) fractional concordance with heterochromatic, nuclear lamina-associated domain (LAD) sequences, and then numbered based on decreasing size (Fig. 1b). Interestingly, for subcompartments A1, A2, and B1, >60% of loci in NeuN^+^ and NeuN^−^ nuclei matched (Fig. 1b). However, within B2, the fractional concordance between neuronal and non-neuronal chromatin dropped to <20% (Fig. 1b), suggesting that in NeuN+, B_2_^NeuN+^ interact in a unique manner as compared to NeuN−.

**Fig. 1:**
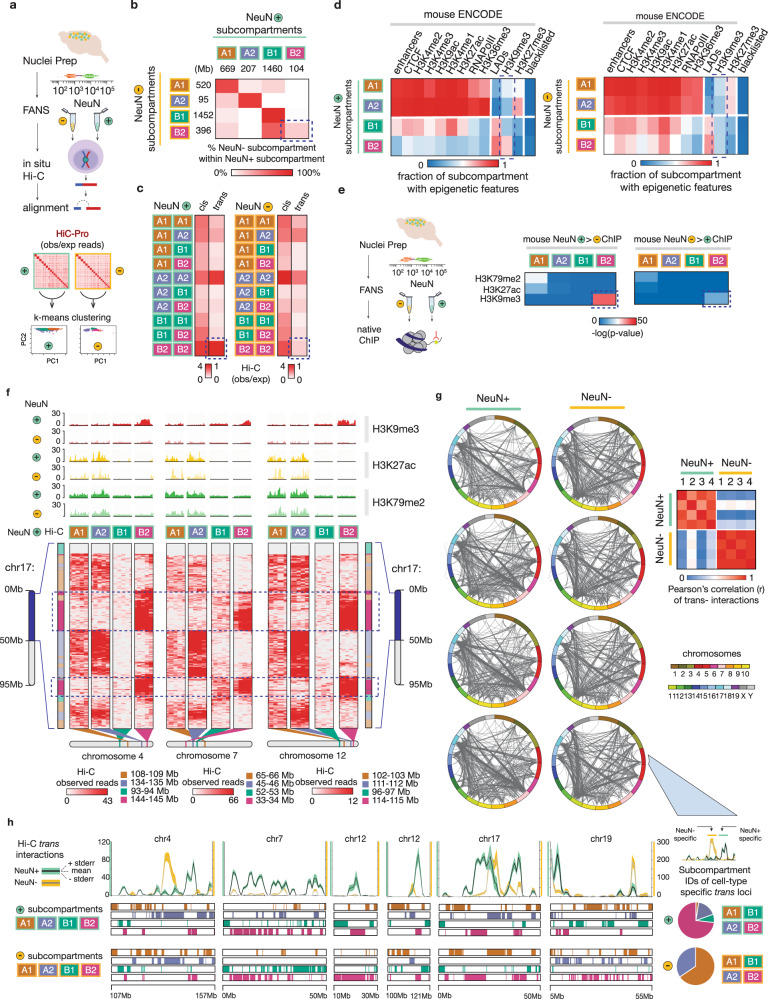
Cell-type specific subcompartment architectures in adult mouse cerebral cortex. **a** (Left) Workflow. Fluorescence activated nuclei sorting (FANS) was performed on dissected adult mouse cortical tissue (*n* = 4, 2 F/2 M), followed by in situ Hi-C on intact NeuN+ and NeuN− nuclei. Genome alignment (HiC-Pro (v2.9)) was facilitated by split-mapping at the known chimeric ligation junctions to generate genome-wide pairwise contact maps. Hi-C read counts for NeuN+ and NeuN− (observed/expected) were then independently piped into a k-means clustering algorithm, ultimately generating four clusters representative of chromatin subcompartments in each population. **b** Correspondence of the NeuN+ and NeuN− determined subcompartments; genome extents of each subcompartment as indicated. Percent overlap of coordinates from each NeuN− subcompartment with each of the NeuN+ subcompartments are represented on the indicated color scale of white (0%) to red (100%). **c** Heatmap of mean Hi–C (observed/expected) read counts for NeuN + (left) and NeuN− (right) between loci comprising the designated subcompartments; 250 kb resolution. **d** Heatmap summarizing the characterization of determined clusters as ‘A’ (active) or ‘B’ (inactive) with lamin-associated domains (LADs), enhancer coordinates, and mENCODE ChIP-Seq data for RNAPolII, CTCF, several histone modifications, and mENCODE blacklisted sequences in NeuN+ (left) and NeuN− (right), as indicated. The fraction of 250 kb bins comprising the cluster overlapping these genome tracks is indicated on a scale of 0 (blue) to 1 (red). **e** Enrichment heatmap of differential NeuN+ and NeuN− H3K79me2 (*n* = 2), H3K27ac (*n* = 3), and H3K9me3 (*n* = 4) tagged sequences with loci comprising each of the four subcompartments (Fisher’s 2 × 2 exact testing, one-sided) (Left) NeuN+ histone modification enrichment, diffReps (*p* < 0.001). (Right) NeuN− histone modification enrichment, diffReps (*p* < 0.001). **f** Representative NeuN+ long-range contact patterns (250 kb resolution) for multiple genomic intervals comprising each chromatin subcompartment. Normalized NeuN+ and NeuN− histone modification profiles tracks of NeuN+ and NeuN− H3K79me2 (*n* = 2), H3K27ac (*n* = 3), and H3K9me3 (*n* = 4) are included. **g** (Left) Individual Circos plots from four biological replicates for NeuN + (left) and NeuN− (right) trans-chromosomal contacts (1 Mb resolution, HOMER (v4.8), threshold for significant interactions displayed (binomial testing): *p* < 10^−50^; see Methods section). NeuN+ and NeuN− Circos plots aligned horizontally originate from the same brain tissue. Zoom-in window bottom right show 50 Mb portion of chr4; notice sharply different trans profiles for NeuN+ and NeuN−. (Right) Pearson’s correlation heatmap of loci involved in trans- interactions in NeuN+ and NeuN− across replicates (*n* = 4,4). Scale as shown (*r* = 0 (blue), *r* = 0.5 (white), *r* = 1 (red)); 1 Mb resolution. **h** (Left) Hi–C *trans* contact maps for NeuN+ (green) and NeuN− (orange) across 50 Mb windows from six chromosomes, as indicated. NeuN + (*n* = 4) mean *trans* interactions in black, SEM in green; NeuN− (*n* = 4) mean *trans* interactions in gray, SEM in orange. Subcompartment designations in NeuN + (top) and NeuN− (bottom) included. Y-axis shows number of significant trans contacts (HOMER, threshold: *p* < 10^−50^) (green) for NeuN+ and (yellow) NeuN− nuclei. Source data are provided as a Source Data file.

Next, to test whether this neuron-specific subcompartment organization is reproducible across independently generated Hi–C datasets, we applied our k-based subcompartment mapping to three published neuron-specific Hi–C data sources from adult mouse cerebral cortex and hippocampus^12,13^, and from neuronal culture differentiated in vitro^14^ (Data S4–S6). In fact, B_2_^NeuN+^ loci reproducibly clustered together specifically in 3/3 of these previously published neuronal Hi–C datasets (Fig. S4). In striking contrast, Hi–C maps generated from mouse embryonic stem cells (ESC)^14^ completely lacked k-clustering of B_2_^NeuN+^ sequences (Data S7). Furthermore, *trans* interaction frequencies among B_2_^NeuN+^ were consistently high in each dataset generated from mature neurons from adult forebrain, while their surrounding non-neuronal cells (B_2_^NeuN−^), like ESC or immature neurons, showed markedly weaker B_2_ interactions, in contrast to otherwise similar interaction profiles for the remaining subcompartments (Figs. 1c and S4). These findings, taken together, confirm that the neuronal 3D genome includes a cell-type specific B compartment subtype with high inter-chromosomal contact frequencies in mature brain.

Of note, chromatin profiling (mouseENCODE^15^) identified two subcompartments in NeuN^+^ (*A*_*1*_^*NeuN+*^ and *A*_*2*_^*NeuN+*^*)* and NeuN^−^(*A*_*1*_^*NeuN−*^ and *A*_*2*_^*NeuN−*^*)* with high fractional concordances for enhancers and chromatin marks broadly associated with actual or potential transcription (Fig. 1d). Uniquely, B_2_^NeuN+^ revealed a high (60.1%) fractional concordance with the H3K9me3 repressive histone mark, unseen in B_2_^NeuN−^ (Fig. 1d). 

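For H3K9me3 and H3K27ac, ChIP-seq of sorted nuclei was compared by the authors with diffReps, and the deposited tables give each region's log2 fold change (NeuN+ over NeuN-) and p-value from a negative binomial test. The H3K9me3 comparison rests on 4 libraries per cell type and the H3K27ac comparison on 3. By the paper's Table S1, total reads per library ran from 80427273 to 85338301 in NeuN+ and from 73018376 to 90128938 in NeuN- for H3K9me3, and from 93744420 to 100804952 and from 90871628 to 92256496 for H3K27ac. The deposited tables hold no values per library, so that no replicate error can be given. The authors' table for H3K9me3 lists 36137 regions, 23952 of them higher in NeuN+ and 12185 higher in NeuN-. Their table for H3K27ac lists 146538 regions, 78614 higher in NeuN+ and 67924 higher in NeuN-. The deposited table for H3K79me2 holds a header and 0 regions, where the paper's reporting summary counts 101147, so this mark was not analysed here. As in the paper's methods, a bin of 250 kb was called high where its number of regions lay above the 99th percentile of all 9859 autosomal bins.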

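For regions with more H3K9me3 in NeuN+, the percentile lay at 29 regions per bin and 90 bins lay above it. Of these, 47 (52.2%) were B2 of NeuN+, which holds 4.32% of the assigned bins. The odds ratio was 27.8 (one-sided Fisher's exact test, p = 3.5e-41). Because neighbouring bins are not independent, the labels were also shifted along the autosomes, by each of the 9858 possible steps. No shift placed as many high bins in B2, where 3.79 were found on average (one-sided permutation p = 1.0e-04, the smallest that these shifts can give). Of the other high bins, 5 were A1, 0 were A2 and 38 were B1. The bin with most regions, 51, lay in B1 on chromosome 8 from 89000001 to 89250000. In B2 the highest number was 45, as on chromosome 17 from 20250001 to 20500000 and from 38000001 to 38250000. With the 95th percentile in place of the 99th, 470 bins were high and 32.3% of them were B2. For H3K9me3 regions higher in NeuN-, 76 bins were high, of which 57 were A1 and 0 were B2. For H3K27ac regions higher in NeuN+, 91 bins were high, of which 58 were A1 (one-sided Fisher's exact test, p = 2.5e-13) and 1 was B2 (p = 0.981). For H3K27ac regions higher in NeuN-, 2 of 82 high bins were B2.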

In fact, neuronal B_2_^NeuN+^ megadomain sequences showed a highly specific, significant association (*p* = 3.36 × 10^−41^, Fisher’s 2 × 2 exact test) with adult cortex NeuN^+^ H3K9me3, but not with active histone marks (Fig. 1e, f and Table S1)^16^, also unseen in NeuN^−^ nuclei. In addition, we noticed that 89.6 Mb (86.2%) of B_2_^NeuN+^ sequences anchored most neuron-specific inter*-*autosomal contacts (*p* < 10^−50^, Homer v4.8, binomial testing, 1 Mb resolution) were not shared with non-neuronal cells (Fig. S5 and Data S8, S9). As a result, *trans* contact maps diverged by cell type, with striking consistency across the 4 animals (Pearson’s r range: NeuN^+^ [0.81–0.95] and NeuN^−^ [0.95–0.99]) (Fig. 1g). 

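A 250 kb bin of B2 was counted as covered when an interacting 1 Mb window overlapped it. Of the 104 Mb of B2, 92.25 Mb lay in a window with a significant interaction in any of the 4 NeuN+ samples. For 91 Mb (87.5%, 364 bins), at least 1 of the NeuN+ interactions was found in none of the 4 NeuN- samples. Windows that interacted in NeuN+ and had no interaction of any kind in NeuN- covered 26.5 Mb (25.5%, 106 bins). The overlap was counted over the union of the samples of a cell type, so it has no replicate error.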

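The number of interactions that touch each of 2473 windows of 1 Mb was correlated between samples, across windows, which are not independent replicates. In 824 windows at least 1 sample had an interaction. Pearson's r lay between 0.814 and 0.955 for the 6 pairs of NeuN+ samples and between 0.955 and 0.988 for the 6 pairs of NeuN- samples. For the 16 pairs of a NeuN+ with a NeuN- sample it lay between 0.239 and 0.643. It was 0.239 to 0.262 for NeuN+ M1, with 14333032 trans read pairs, and 0.598 to 0.643 for NeuN+ F2, with 35295966. The size of the gap between cell types is therefore not separated from depth. NeuN- M2 had fewer trans read pairs than NeuN+ F2, at 30256736, and their r was 0.622, below the lowest r within a cell type. The mean r within cell types exceeded the mean r between them by 0.527 (exact permutation test over the 35 splits into 4 and 4, p = 0.0286, the smallest that they can give). With relabelling only within each brain, as a replicate block, 8 relabellings remain and the smallest possible exact permutation p is 0.125, which was reached. From such correlations, the paper describes trans contact maps that diverge by cell type and are alike across the 4 animals.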

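Interactions were assigned by the NeuN+ subcompartment of their ends. In NeuN+, 53.1% ± 12.6 (SD, n = 4) of the ends lay in B2 and in NeuN- 4.69% ± 0.68 (SD, n = 4), a difference of 48.4 points (two-sided exact permutation test over 70 relabellings, p = 0.0286, the smallest possible). After Benjamini-Hochberg adjustment over the 4 subcompartments p was 0.0571, which does not reach the threshold of 0.05, and with 2 shares of links in B2 added to the family it was 0.0429, so the call depends on the family. Within NeuN+ the share in B2 was lower in the samples with more trans read pairs, from 65.7% in M1 with 14333032 to 37.8% in F2 with 35295966. NeuN- samples ranged from 4.13% to 5.60%. Ends in A2 made up 38.4% ± 14.1 in NeuN+ and 87.5% ± 3.43 in NeuN-. Ends in A1 made up 3.24% ± 1.05 and 5.46% ± 2.27, and ends in B1 4.05% ± 1.57 and 2.17% ± 1.59. Links between B2 on both sides were 45.5% ± 11.47 of the interactions in NeuN+ and 2.51% ± 0.21 in NeuN-. Of the NeuN+ interactions that no NeuN- sample shared, 87.0% ± 6.79 (SD, n = 4) had an end in B2. In the windows that Fig. 1f shows for B2, the interactions per sample were 48.5 ± 14.3 in NeuN+ and 1.75 ± 0.50 in NeuN- on chromosome 4 from 144000001 to 145000000, and 12.5 ± 4.43 in NeuN+ and 0 in all 4 NeuN- samples on chromosome 7 from 33000001 to 34000000. In the A2 window on chromosome 12 from 111000001 to 112000000 they were 11.3 ± 10.1 in NeuN+ and 59.5 ± 31.0 in NeuN-. For each of these windows the 2 cell types did not overlap (two-sided exact permutation, n = 4 each, p = 0.0286), and after adjustment over the 12 windows p was 0.0686. Another A2 window, on chromosome 7 from 45000001 to 46000000, held 37.0 ± 17.5 and 29.0 ± 9.93 (exact permutation, two-sided p = 0.457).

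**Figure D1:**
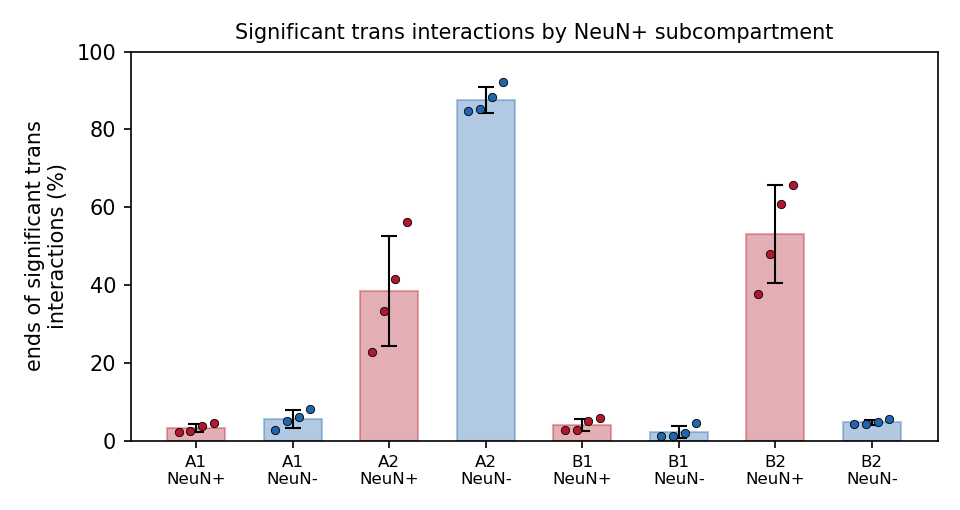
Percent of the ends of significant trans interactions (y axis) in each NeuN+ subcompartment (x axis), for NeuN+ (red) and NeuN- (blue) samples. Bars are means, error bars are SD and points are the 4 samples of each cell type. In B2 the NeuN+ mean is 53.1% and the NeuN- mean 4.69%.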

Interestingly, neuron-specific *trans* interactions predominantly involved B_2_^NeuN+^ loci, while non-neuron-specific *trans* interactions primarily involved A_1_^NeuN−^ and A_2_^NeuN−^ (Figs. S4 and S6), with sharply divergent, highly cell-type specific trans-contact profiles as illustrated in the 50 Mb wide browser windows from several chromosomes (Fig. 1h and Figs. S6 and S7). Importantly, loci comprising B_2_^NeuN+^ interacted significantly more frequently within NeuN+ as compared to NeuN− nuclei (Fig. S8*)*. 

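Each window's interactions were divided by the sample's total, put on the log2 scale with 0.5 added, and compared with limma with a trend. Of the 824 windows with an interaction, 376 passed an adjusted p of 0.05 (Benjamini-Hochberg), 182 higher in NeuN+ and 194 higher in NeuN-. Of the 90 windows assigned to B2, 77 were higher in NeuN+ and 0 higher in NeuN-. Of 192 windows in A2, 22 were higher in NeuN+ and 106 in NeuN-. Without division by the sample's total, 370 windows passed, 125 higher in NeuN+ and 245 higher in NeuN-. The largest increase lay in B2 on chromosome 12 from 114000001 to 115000000, with 92.0 ± 29.8 interactions in NeuN+ and 1.50 ± 1.29 in NeuN- (SD, n = 4 each; log2 fold change 4.68, standard error 0.24, limma adjusted p = 1.7e-07). On chromosome 4 from 147000001 to 148000000, also B2, the numbers were 73.0 ± 13.8 and 4.00 ± 0.82 with a log2 fold change of 4.01. On chromosome 17 from 18000001 to 19000000 they were 74.5 ± 13.7 and 7.75 ± 4.57 with a log2 fold change of 3.77. The largest decreases were in A windows. On chromosome 4 from 135000001 to 136000000 (A2) there were 0.50 ± 1.00 interactions in NeuN+ and 207 ± 57.4 in NeuN-, and on chromosome 9 from 65000001 to 66000000 (A2) 0 in all NeuN+ samples and 143 ± 50.7 in NeuN-.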

Notably, several gene clusters, including protocadherins, vomeronasal receptors, and cytochrome p450 enzymes, are encompassed within B_2_^NeuN+^ megadomain interactions (Fig. S9). Robust interchromosomal Hi-C contacts of olfactory receptor gene clusters were previously reported in olfactory sensory neurons^17^.

### Neuron-specific megadomain organization tracks recent expansions in ERV genomic landscapes

Transposable elements, simple repeats and other types of repetitive DNA comprise up to 45% of the mouse genome^18^. Therefore, we asked whether our megadomain subcompartments show repeat-specific enrichment. We screened our four subcompartments against 10 broad classes of repeat categories (Data S10). Indeed, B_2_^NeuN+^ showed a significant (*p* = 2.13 × 10^−35^, Fisher’s 2 × 2 exact test) enrichment for hotspots (99th percentile densities) of the *Endogenous Retrovirus* subtype *ERV2* (Fig. 2a). The *ERVs* are a vertebrate-specific RNA-based (‘copy-and-paste’) retrotransposon family defined by long-terminal repeats (LTRs) flanking the core *gag-pol-env* viral coding domains^19,20^; as a class, ERVs colonize ~10% of the mouse genome (ERV2 specifically comprises 3.14%)^21^. Remarkably, none of the remaining neuronal subcompartments and none of the non-neuronal subcompartments showed *ERV2* enrichment. However, both A_2_^NeuN+^ and A_2_^NeuN−^ showed significant enrichment (*p* = 2.47 × 10^−55^ (NeuN^+^), *p* = 3.11 × 10^−42^ (NeuN^−^), Fisher’s 2 × 2 exact test) for *SINE* (*Short-Interspersed Nucleotide Elements)* non-autonomous retroelements^19^ previously linked to domain boundaries and inter-chromosomal interactions in some metazoan systems^22–24^, serving as CTCF binding scaffolds (Fig. S10). The A_1_ subcompartment in both cell types was significantly enriched for the largely fossilized ERV3 TEs (*p* = 6.34 × 10^−26^ (NeuN^+^), *p* = 6.39 × 10^−15^ (NeuN^−^), Fisher’s 2 × 2 exact test). Furthermore, *LINE* (Long-interspersed Nucleotide Element) TEs showed strong enrichment for the B1 compartment for both cell types (*p* = 2.37 × 10^−10^ (NeuN^+^), *p* = 5.26 × 10^−8^ (NeuN^−^), Fisher’s 2 × 2 exact test). Thus, each major type of TE shows unique, subcompartment-specific enrichment patterns in brain, with neuron-specific B_2_^NeuN+^ megadomains tagged with high levels of H3K9me3 and enriched for ERV2 elements.

**Fig. 2:**
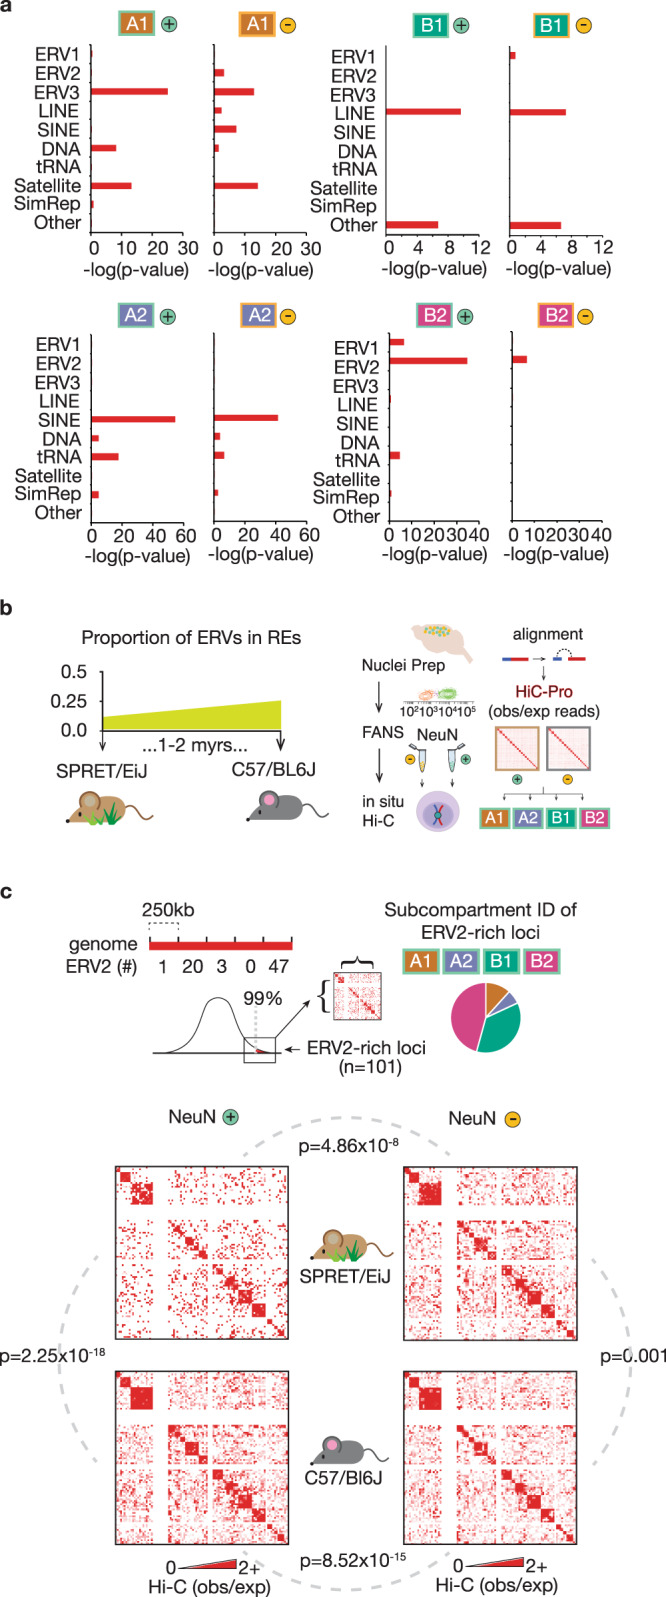
Phylogenetic expansion of ERV2 repeat elements impact megadomain organization in neuronal nuclei. **a** Repetitive element (RE) associations with loci comprising NeuN + (left) and NeuN− (right) subcompartments. REs (Repbase) classified as indicated. −Log(*p*-values) displayed as red bars (Fisher’s 2 × 2 test, one-tailed). **b** (Left) Proportion of ERVs within REs in SPRET/EiJ and C57BL/6J; adapted from Nellaker et al.^25^. (Right) FANS on dissected adult SPRET/EiJ and C57BL/6J mouse cortical tissue (*n* = 4, 2 M/2F), followed by in situ Hi-C on the sorted intact NeuN+ and NeuN− nuclei, aligned to the genome using HiC-Pro (v2.9) to generate Hi–C pairwise interaction matrices. **c** (top) Schematic of binning and (bottom) summary matrix of NeuN+ (left) and NeuN− (right) Hi–C values (observed//expected) denoting interaction frequencies between genomic loci harboring high densities of ERV2 (>99^th^ percentile, 250 kb resolution) in SPRET/EiJ vs. C57/BL6J mice. Each matrix represents a sum of Hi-C (obs/exp) comprising two biological replicates. Statistical significance of differences as indicated (Wilcoxon sum-rank test, two-sided, paired): SPRET/EiJ NeuN+ vs. C57BL/6J NeuN + (*p* = 2.25 × 10^−18^); SPRET/EiJ NeuN− vs. C57BL/6J NeuN− (*p* = 0.001); SPRET/EiJ NeuN+ vs. SPRET/EiJ NeuN− (*p* = 4.86 × 10^−8^); and C57BL/6J NeuN+ vs. C57BL/6J NeuN− (*p* = 8.52 × 10^−15^). Source data are provided as a Source Data file.

Of note, a subset of ERVs with preserved retrotransposition capacity, including intracisternal A particles (IAPs), continue to invade the murine germline, accelerating their expansion within *Mus musculus*-derived inbred lines^25^. As a result, IAPs comprise >80% of all ERVs genome-wide in *C57BL/6J* laboratory inbred mice, in stark contrast to the very low (<10%) phylogenetic conservation of those IAPs in the genomes of wild-derived *SPRET/EiJ* mice^25^. We wondered whether inter-chromosomal contacts, comprising the defining feature of the B_2_^NeuN*+*^ subcompartment, occur in reduced frequencies in *SPRET/EiJ* vs. *C57BL/6J* neurons. To explore, we prepared Hi–C libraries from sorted adult cortex NeuN^+^ and NeuN^−^ nuclei of both mouse strains in parallel (*n* = 2 (1 F/1 M/strain)) (Fig. 2b). Indeed, hotspots of ERV2 repeats (*n* = 101 250 kb bins), defined as >99th percentile densities of ERV2 in the *mm10* reference genome, interacted less frequently in *SPRET/EiJ* versus *C57BL/6J* NeuN^+^ (*p* = 2.25 × 10^−18^, Wilcoxon sum-rank testing); in comparison, interaction frequencies at these loci minimally differed in NeuN^−^ nuclei across the two strains (*p* = 0.001, Wilcoxon sum-rank testing) (Fig. 2c), supporting a role for ERV2 densities in shaping the 3D NeuN^+^ genome. Furthermore, overall intra- and inter-chromosomal connectivity across the 4 neuronal subcompartments showed minimal changes between *SPRET/EiJ* and *C57BL/6J* (Fig. S11). We conclude that B_2_^NeuN+^ megadomain conformations in mature cortical neurons show ‘dosage-sensitivity’ for phylogenetically young ERV2 sequences.

We suspected that many IAP integration sites in our profiled mouse brains are, in fact, not represented in the reference genome due to a variety of factors including residual genetic contribution from non-C57BL/6J lines, genetic drift, or somatic retrotransposition in stem cells and progenitor cells during early embryogenesis or in the developing brain. To explore whether the observed IAP/ERV2 enrichment of the B_2_^NeuN+^ subcompartment is preserved beyond the retroelement sequences annotated in *mm10*, we used biotinylated oligonucleotides to capture 10-15 kb sized DNA fragments carrying phylogenetically young and retrotransposition-competent IAP subtype *IAPEzi* (6481 bp)^6,21,26^ together with surrounding flanking sequences for genomic annotation (Fig. 3a, b). 

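DNA fragments that carry IAPEzi were captured from 5 NeuN+ and 3 NeuN- samples of 5 animals and read as PacBio circular consensus sequences. 3 of the animals gave both cell types. The authors deposited the BLAST alignments of the captured reads that overlap no annotated IAP, with bit scores, alignment lengths and coordinates. A read was called de novo here, as in the paper's methods, when its best bit score against the IAPEzi consensus exceeded its best bit score against the reference genome with its IAPs masked. It was called full-length when the IAPEzi alignment was longer than 5833 bp. The reads listed in these tables are called candidate reads. Their number was between 2862 and 17002 in the NeuN+ samples and between 3294 and 7768 in the NeuN- samples. Shares are given with Wilson 95% confidence intervals, which cover counting error only, since copies of 1 molecule are not independent reads. By the paper's Data S11 the libraries fall into 3 groups. De novo shares lay between 11.2% and 16.4% in group 1 (4 libraries), between 3.13% and 4.91% in group 2 (3 libraries), and at 4.81% in group 3 (1 library). Groups 1 and 2 hold both cell types. The cell types were therefore also compared within them.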

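Single-molecule sequencing reads 1 captured DNA molecule several times and joins the passes into a circular consensus sequence. The number of such sequences per library is the paper's own, from Data S11, where it runs from 224454 to 470766 over the 8 libraries. Only the captured reads that overlap no annotated IAP were analysed here. The deposited lists of candidate reads held 2862 for NeuN+ M1, 3081 for NeuN+ F1, 4380 for NeuN+ F2 and 4341 for NeuN+ M3.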

We ran single molecule PacBio SMRT-sequencing (SMRT-seq) on captured DNA of sorted NeuN^+^ neuronal and, separately, NeuN^−^ non-neuronal nuclei collected from adult cerebral cortex from two independent mouse colonies, generating 2.64–4.70 × 10^6^ high fidelity (HiFi, >99.9% accuracy) circular consensus sequences (CCS) for a total of 8 cell-type specific samples (5 NeuN + , 3 NeuN−) passing QC metrics and sent for next-generation sequencing (Tables S2 and S3, Data S11, see Methods section). 

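From the paper's read counts in Data S11, the percent of autosomal captured reads that lay on annotated IAPEzi copies was recomputed as 83.7 to 93.9 over the 8 libraries, with a mean of 90.1 ± 4.44 (SD, n = 8). The reads on annotated copies were not analysed here.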

For each sample, the overwhelming majority of *IAPEzi* sequences (83–94%) expectedly annotated to IAPEzi *GRCm38/mm10* sites (Repeatmasker). However, each of the eight profiled samples identified 209–684 proviral (non-solo-LTR) *IAPEzi* integration sites not found in *mm10*, including 2–44 sites/animal harboring full-length IAPEzi. 

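Among the NeuN+ libraries, F1 held 506 de novo reads (16.4% of its candidate reads, 95% confidence interval 15.2 to 17.8), M1 held 321 (11.2%, 10.1 to 12.4), M2 held 674 (3.96%, 3.68 to 4.27), F2 held 215 (4.91%, 4.31 to 5.59) and M3 held 209 (4.81%, 4.22 to 5.49). Among the NeuN- libraries, M1 held 417 (12.7%, 11.6 to 13.8), F1 held 421 (12.6%, 11.54 to 13.79) and F2 held 243 (3.13%, 2.76 to 3.54). Full-length de novo reads numbered 3 in NeuN+ M1, 2 in F1, 27 in F2, 45 in M2 and 6 in M3, and 4, 8 and 24 in NeuN- M1, F1 and F2. Of the 118 full-length reads that the paper's Data S12 lists, 118 were among the 119 found here. The definition moved these numbers most. With bit scores summed over all alignments of a read in place of the best one, between 3 and 31 reads per library were de novo. With the definition of full-length in the glossary of Data S11, between 24 and 470 candidate reads per library were full-length, de novo or not. Among the de novo reads alone they numbered between 20 and 367.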

Strikingly, proviral (non-solo LTR) sequences, especially full-length *non-mm10* IAPEzi, showed a significant 2.5- to 4-fold enrichment for B_2_^NeuN+^ sequences compared to the remaining subcompartments (*p* = 0.0391, paired Wilcoxon sum-rank testing, B_2_^all^ vs. B_2_^full^) (Figs. 3c, d and S12, and Data S12). 

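The de novo reads on autosomes were placed by the NeuN+ subcompartment of their genomic alignment and compared with the share of the assigned bins that each subcompartment holds. For B2, observed over expected was 2.72 ± 0.45 (SD, n = 8 libraries from 5 animals), above 1 in 8 of 8 libraries, with a range of 1.83 to 3.32 (two-sided exact sign-flip permutation test, p = 0.00781, the smallest that 8 libraries allow; 0.0234 after Benjamini-Hochberg adjustment over the 12 ratios tested). Libraries of the same animal are not independent. As means per animal the ratio was 2.69 ± 0.55 (SD, n = 5 animals), above 1 in 5 of 5 (exact sign-flip permutation, two-sided p = 0.0625, the smallest that 5 animals allow, so that the threshold cannot be reached). For A1 the ratio was 0.70 ± 0.18, for A2 0.68 ± 0.26 and for B1 1.07 ± 0.11. Pooled over the libraries, 334 of 2997 placed de novo reads (11.1%) lay in B2. For full-length reads the B2 ratio was 2.79 ± 2.51 and above 1 in 5 of 8 libraries (exact sign flips, two-sided, p = 0.102), with 18 of 119 reads pooled (15.1%, a ratio of 3.50). The full-length ratio exceeded the ratio of all de novo reads by 0.07 on average (two-sided exact signed-rank permutation, n = 8, p = 0.945). Full-length reads numbered 2 to 45 per library, and what difference could be detected at this number was not tested. Candidate reads that were not de novo also lay in B2 more often than its size gives, with a ratio of 2.40 ± 0.68 and a range of 1.80 to 3.66. Measured against these reads in place of the genome, the de novo ratio was 1.18 ± 0.24 and above 1 in 6 of 8 libraries (exact sign flips, two-sided, p = 0.0703). All but 91 to 773 of the candidate reads per library align to IAPEzi. The other candidate reads may thus hold insertions that the rule misses, and this ratio cannot test a preference of insertions for B2.

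**Figure D2:**
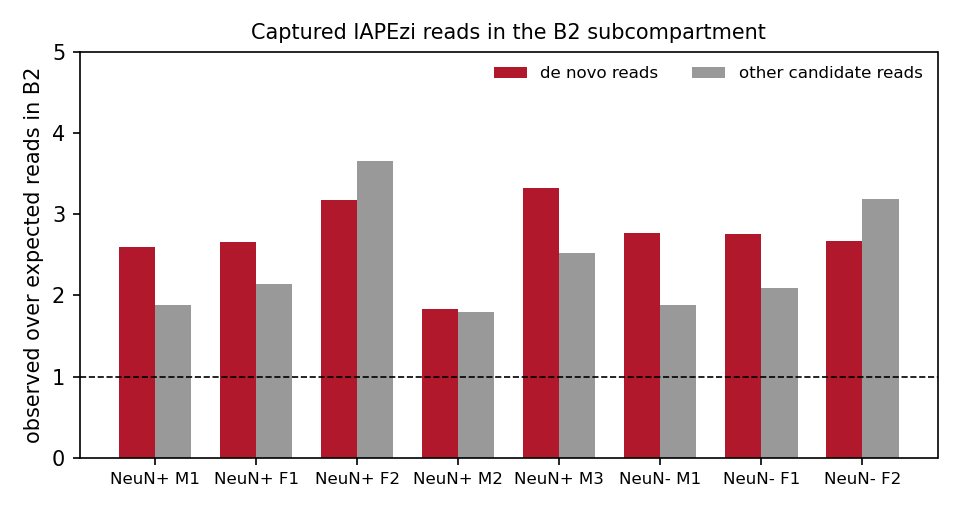
Observed over expected reads in B2 of NeuN+ (y axis) for each of the 8 libraries (x axis), for de novo reads (red) and the other candidate reads (grey). Each bar is a single library without an error bar, and the dashed line marks the number that the size of B2 gives. De novo reads lie between 1.83 and 3.32 and the other candidate reads between 1.80 and 3.66.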

We conclude that full-length, potentially retrotransposition-competent IAP elements continue to preferentially insert into genomic loci ‘destined’ to assemble as B_2_^NeuN+^ subcompartment.

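Reads within 10 kb of each other were merged into 1648 de novo sites. Of these, 192 (11.7%) were found in at least 2 of the 5 animals and 5 in all 5. When the sites were placed at random on their chromosomes 2000 times, 12.5 on average and at most 27 were shared (one-sided permutation p = 5.0e-04, the smallest that these placements can give). Of these 5, the site with most reads, 326 in 8 libraries, lay on chromosome 12 from 42873851 to 42875697 in B1, and the next, with 229 reads, on chromosome 1 from 104364801 to 104366285 in B1. On chromosome 7 from 33551160 to 33553073, in B2, 129 reads came from all 8 libraries, and on chromosome 4 from 147407947 to 147411723, also in B2, 27 reads came from 7 libraries. As merged sites in place of reads, the B2 ratio was 2.04. Of 83 full-length sites, 7 (8.43%) were shared between animals. From the excess in B2, the paper concludes that full-length IAP elements continue to insert preferentially into loci that assemble as B2 in neurons.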

**Fig. 3:**
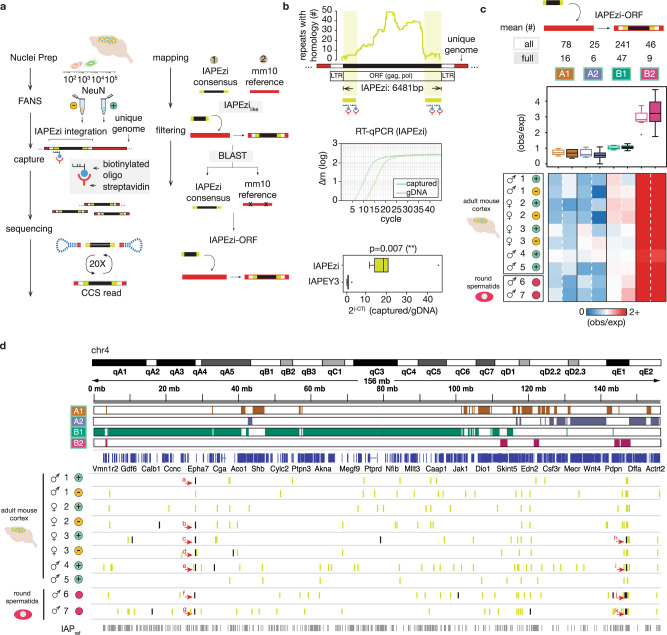
Cell-type specific long read sequencing of a mobile ERV2 element. **a** Schematic of PacBio SMRT circular consensus sequence (CCS) long-read sequencing workflow. De novo reads identified by evaluating BLAST bit scores between alignment to the IAPEzi consensus and the IAP-masked reference genome. **b** (Top) PacBio biotinylated oligonucleotide probe design. The probe sequences are the most divergent regions of IAPEzi across other repetitive elements with detectable homology (<10%, *dfam.org*). (Middle) Real time qPCR plot of genomic DNA vs. IAPEzi-captured DNA. (Bottom) Box and whisker plot documenting significant IAPEzi enrichment as compared to fossilized IAPEY3 repeat element (*n* = 6 biologically independent samples) (*p* = 0.008, Student’s *t* test, two-sided). **c** Subcompartment box-and-whiskers observed/expected plot (top) and mean observed/expected heatmap for IAPEzi de novo integration sites (bottom). Data shown for eight mouse cortical NeuN+ and NeuN− samples, and two round spermatid samples (totaling *n* = 10) from *n* = 7 biologically independent samples, as indicated. ‘Full’ de novo reads refer to de novo reads with >90% (5833/6481 bp) match with the IAPEzi consensus sequence length (*dfam.org*). Filled boxes refer to ‘all’ de novo, while outlined boxes refer to ‘full’ de novo. **d** Genome browser shot of chr4 with de novo IAPEzi insertions for each of 10 profiled adult cortex neuronal and non-neuronal samples and round spermatids, as indicated. Subcompartment designations as indicated. Arrows point to representative full-length de novo insertions in close genomic range of each other across different samples. Specific coordinates corresponding to all (green) vs. full (black) de novo in *Data S12*) Letters refer to de novo insertions labeled in *Data S12* for reference. Source data, included mean ± SEM for the included boxplots, are provided as a Source Data file.

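Among the full-length reads that Data S12 labels with letters on chromosome 4, those labelled a and b, and 4 of those labelled e, start at 28419154 in NeuN+ M1, NeuN- F1 and NeuN+ M2, with IAPEzi alignments of 6419, 6420 and 6421 bp. They lie in B1 and their bit scores against IAPEzi were 10587, 10552 and 10567, against 2224, 9276 and 6279 for the masked genome. Of those labelled c, in NeuN+ F2 of strain label C57/BL6J, 2 start at the same base, with bit scores of 10554 and 3066. The other reads labelled c, d and e, of F2 and M2, also lie in B1 and end at 28412144 or 28412146. The reads labelled h, in NeuN+ F2, lie in B2 and end at 147833501, with an IAPEzi alignment of 6423 bp and bit scores of 10551 and 4907. The read labelled i, in NeuN+ M2, ends at the same base, with an alignment of 6210 bp. Reads at 28419154, 28412144 and 147833501 were thus found in libraries of more than 1 animal each. Whether they mark sequence that the reference genome lacks was not tested.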

Importantly, the number of IAPEzi genome integration sites in cortical NeuN^+^ neurons was only minimally different from the corresponding counts in the non-neuronal (NeuN^−^) nuclei (Fig. 3c and Data S12). To examine this further, we conducted additional SMRT-seq of IAPEzi integration sites from two samples of male germ cells, prepared as post-meiotic round spermatid cultures. These experiments revealed an additional set of 439–488 proviral (non-solo-LTR) IAPEzi integration sites not found in mm10, including 47–59 sites/culture harboring full-length IAPEzi. 

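The de novo share of candidate reads was 8.27% ± 5.41 in NeuN+ (SD, n = 5) and 9.47% ± 5.49 in NeuN- (SD, n = 3). The difference of -1.20 points was smaller than the spread between libraries (two-sided exact permutation test over 56 relabellings, p = 0.839, where the smallest possible p is 0.0179). It changed sign within the 3 animals that gave both cell types, where it was 1.38 points, and within the library groups, where it was 1.24 points. Without NeuN- replicate 1 it was 0.39 points. The numbers of de novo reads were 385 ± 201 in NeuN+ and 360 ± 102 in NeuN-. The full-length share of de novo reads was 4.69% ± 5.04 in NeuN+ and 4.25% ± 4.90 in NeuN- (exact permutation, two-sided p = 0.911, n = 5 and 3), a difference of 0.44 points, and without NeuN+ replicate 3 the sign changed to -1.53. Between the cell types of 1 animal, 10.1% of the sites found in either library were shared (mean of 3 animals, range 9.43 to 11.3). Between animals of 1 library group it was 6.77% (range 2.76 to 10.4) and between animals of different groups 3.59% (range 1.47 to 6.58), so the first ranges overlap. Over the 4 pairings within library groups, the real one was the highest (exact permutation, one-sided p = 0.25, the smallest possible).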

Strikingly, de novo integration sites from these germ cell samples, compared to IAPEzi SMRT-seq integration sites identified in brain cells, showed a very similar type of enrichment for sequences assembling as B_2_^NeuN+^ (Fig. 3c, d). These findings, taken together, effectively rule out neuron-specific retrotransposition as a driver for the observed cell type-specific chromosomal interactions in neuronal nuclei, including B_2_^NeuN+^.

### Neuronal megadomain reorganization upon ablation of Setdb1 methyltransferase

Next, we generated *CamK-Cre*^*+*^*,Setdb1*^*2lox/2lox*^ conditional mutant mice for neuron-specific ablation of the *Kmt1e/Setdb1* histone methyltransferase, an essential regulator for ERV repression in stem cells and somatic tissues^9^ and part of a repressor complex with SMARCAD1 chromatin remodeler and KRAB-associated protein 1 (KAP1)-KRAB zinc-finger proteins^10^. Visual inspection of histological sections from mutant and wildtype adult cerebral cortex processed by DNA-FISH with a 300 bp IAPEzi gag probe and counterstained with NeuN immunofluorescence and the nucleophilic dye, DAPI, revealed patch-like accumulations of ERV/IAP-containing genomic sites, with some the largest densities most prominently visible in wildtype NeuN^+^ nuclei (Fig. S13), consistent the high physical interaction frequencies of ERV-rich chromosomal loci in Hi–C. Therefore, in order to test whether *Setdb1* could exert a broad regulatory footprint of *Setdb1* on ERV-rich megadomains, including compartmental organization and chromosomal connectivity of neuronal B_2_^NeuN+^, we generated two NeuN^+^ libraries to supplement the two previously published cell-type Hi–C chromosomal contacts maps from adult *CamK-Cre*^*+*^*,Setdb1*^*2lox/2lox*^ with littermate controls (CamK-Cre^−^, Setdb1^*2lox/*2lox^) (*N* = 4/group (2M/2F)^27^ (Figs. 4a and S14). Differential analysis by genotype revealed widespread megadomain rewiring in mutant neurons -- *n* = 446 significant decreases in pairwise *trans* interactions, the vast majority (60.76%) of which reflected loss of B_2_−B_2_ *trans*, and another *n* = 196 significant pairwise increases, of which 72.45% represented gains in B_1_^NeuN+^−B_2_^NeuN+^ *trans* (*p*_adj_ < 0.05, DESeq2 negative binomial testing, 1 Mb bins) (Fig. 4b, *Data S13, S14*). Furthermore, mutant neurons showed significant shifts in intra-chromosomal *cis* Hi–C interactomes, overwhelmingly driven by ERV-enriched subcompartment sequences (42.4% of *N* = 4066 representing involving B_2_^NeuN+^ contacts). This included significant losses in cross-compartmental A_2_^NeuN+^−B_2_^NeuN+^ contacts (*N* = 3.79 cis contacts/per 10 Mb A_2_^NeuN+^), representing a 2-fold enrichment as compared to A_1_^NeuN+^-B_2_^NeuN+^ contacts (*N* = 2.05 cis contacts/per 10 Mb A_1_^NeuN+^) (Fig. 4b and Data S13, S14). Of note, this biased disintegration of A_2_^NeuN+^−B_2_^NeuN+^ *cis* contacts after neuronal *Setdb1* ablation was highly specific because only 0.4 A_2_^NeuN+^−B_2_^NeuN+^ cis contacts/10 Mb A_2_^NeuN+^ showed mutant-specific gain, while the number of A_1_^NeuN+^−B_2_^NeuN+^ contacts gained was 3.01 cis contacts/10 Mb A_1_^NeuN+^.

**Fig. 4:**
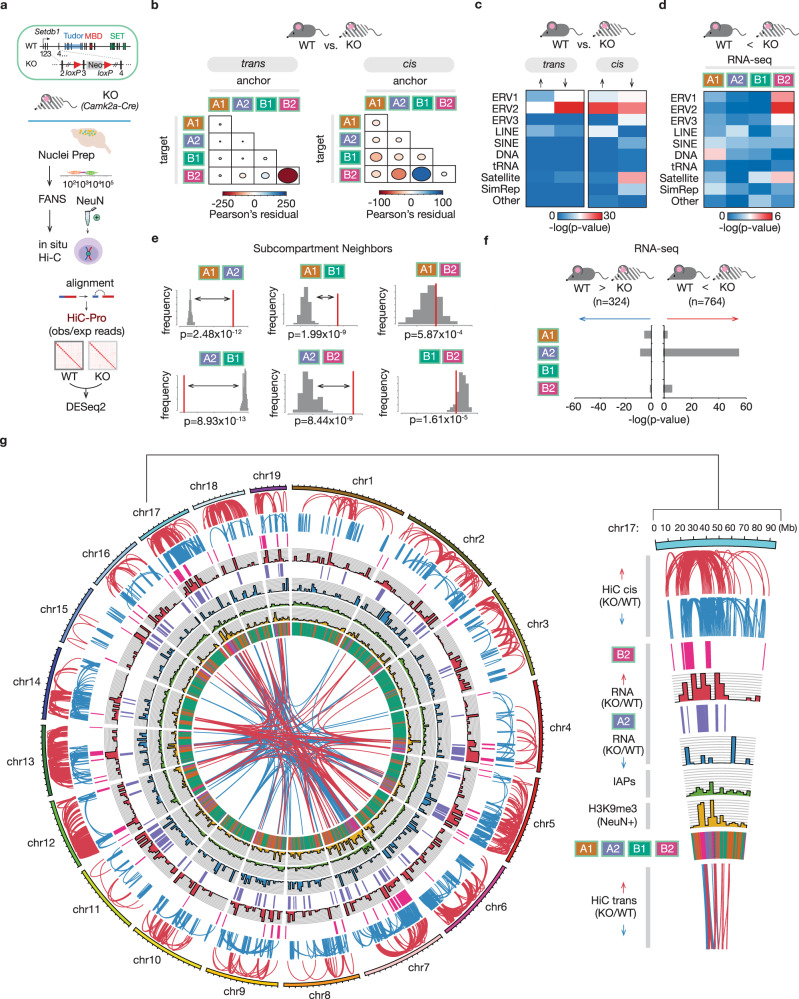
Neuronal megadomain dysregulation after Setdb1 ablation. **a** Workflow. (Top) Representation of conditional Setdb1 ablation (KO), adapted from Jiang et al.^27^. (Bottom) FANS was performed on dissected adult KO mouse cortical tissue (*n* = 4, 2F/2M), followed by in situ Hi-C on intact NeuN+ nuclei. Genome alignment (HiC-Pro (v2.9)) facilitated by split-mapping at the known chimeric ligation junctions to generate genome-wide pairwise contact maps. **b** Differential Hi-C trans (left) and cis (right) interactions in KO vs. WT (*n* = 4 (2F/2M)/genotype (*p*_adj_ < 0.05) (1 Mb resolution). The difference in Pearson’s residuals (observed/expected) (r) between the distribution of increased interactions and decreased interactions, with the area of each ellipse representing r_absolute_ (|r|), and color of each ellipse representing r. **c** Genome-wide associations of repetitive element families with loci involved in the altered trans and cis interactions in KO vs. WT. **d** Genome-wide associations of differentially increased RNA-Seq (*n* = 6 (3F/3M)/genotype) of repetitive element families with subcompartment loci. In **c**, **d** −log(*p*-values) represent outcomes from Fisher’s 2 × 2 testing (one-tailed). **e** Proximity analyses of subcompartment loci in cis. Relative frequencies of contiguous subcompartment block neighbors in the reference genome displayed in red, while the distribution of 100 permutations (regionER, resampleRegions, two-sided) in a random genome with equivalent proportions of such blocks is displayed in gray. **f** Genome-wide associations of differential (both increased and decreased) RNA-Seq (*n* = 6 (3F/3M)/genotype) transcripts by subcompartment (−log(*p*-values), Fisher’s 2 × 2 testing (one-tailed)). **g** (Left) Circos plot representation of multiple epigenomic features in KO vs. WT NeuN+. (Right) Pie slice displays chr17 with associated legend for individual tracks applicable to the entire Circos plot, including (to top) HiC trans interaction changes (KO vs. WT), H3K9me3 enrichment, IAP densities, RNA changes (KO vs. WT), and HiC cis interactions changes (KO vs. WT). Note the concordance of the B2 subcompartment with H3K9me3 enrichment and foci among the Hi–C tracks, both in *cis* and *trans*; similarly, note concordance of the A2 subcompartment with upregulated transcriptional changes (red) in KO/WT. Source data are provided as a Source Data file.

Importantly, both *trans* and *cis* Hi–C alterations upon *Setdb1* ablation were significantly associated with ERV2 hotspots (*trans* losses, *p* = 2.95 × 10^−30^; *cis* gains, *p* = 2.62 × 10^−27^; *cis* losses, *p* = 2.63 × 10^−23^; Fisher’s 2 × 2 exact testing) (Fig. 4c). To examine whether these changes in compartment-specific chromosomal conformations are associated with transposon un-silencing, we RNA-seq profiled the cortical transcriptome of adult mutant and control mice (*N* = 6/group) (Table S4). 

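For cortex RNA-seq of 6 KO and 6 WT mice, the authors deposited raw counts of reads per RepeatMasker fragment with the name, class and NeuN+ subcompartment of each fragment. The table lists 5284840 fragments, of which 2323950 had a read in any mouse, and it holds repeats only. Gene counts of these mice, including those of Setdb1, were not analysed here. The repeat counts summed to between 9480622 and 11548511 per KO mouse and between 7930465 and 10904650 per WT mouse, with medians of 10405453.5 and 9069384. Per 100 reads of the paper's Table S4, they were 15.3 ± 0.19 in KO and 14.4 ± 0.11 in WT (SD, n = 6 each, two-sided exact permutation p = 0.00216, the smallest that 6 against 6 allow). Counts were summed by repeat name or kept by fragment, called a locus, and compared with edgeR's quasi-likelihood test after TMM scaling, with at least 5 reads in every mouse of either genotype. The same reads can align to several copies of a young repeat, and how the authors counted such reads is not stated in the paper. The scaling matters for names. With the total of all repeat counts in place of TMM, the median log2 fold change of all names moved by -0.09, and that of the ERV2 names went from 0.05 to -0.05. Counts of BC1_Mm split the 12 libraries into a set of 4, with 2 KO and 2 WT mice, and a set of the other 8, and genotypes were therefore also compared within these sets.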

Importantly, comparison of subcompartment-specific expression of ERV2s and other repeat classes in mutant and control cortex revealed that increased ERV2 expression in *Setdb1*-deficient mice primarily originated within B_2_^NeuN+^, while the remaining subcompartments showed minimal alterations in transposon expression in comparison to control animals (Fig. 4d). Furthermore, expression of the 764 unique autosomal gene transcripts significantly up-regulated in mutant cortex (*p*_adj_ < 0.05, DESeq2 negative binomial testing) largely originated in A_2_^NeuN+^ (*p* = 3.56 × 10^−55^, Fisher’s 2 × 2 test), the A subcompartment that not only preferentially lost *cis* contacts with B_2_^NeuN+^ (as mentioned prior), but also most frequently neighbors B_2_^NeuN+^ genome-wide (Fig. 4e, f). These strong, megadomain-specific biases were not mirrored in the fraction of 324 unique gene transcripts significantly down-regulated in *Setdb1*-deficient cortex (Fig. 4f). 

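ERV2s are the class ERVK of the table. They took 9.45% ± 0.73 of the repeat counts in KO (range 8.76 to 10.6) and 6.22% ± 0.13 in WT (range 6.03 to 6.41, SD, n = 6 each), 1.52-fold more, with every KO mouse above every WT mouse (two-sided exact permutation test, p = 0.00216, the smallest possible, 0.00433 after Benjamini-Hochberg adjustment). Within the sets of libraries that BC1_Mm parts, the difference was 3.15 points. With simple repeats, low-complexity repeats and RNA genes left out of the total it was 4.77 points. By subcompartment, ERV2 counts per 1000000 repeat counts were 4716 ± 382 in KO and 2727 ± 116 in WT in B2, 1.73-fold. In A1 they were 28498 ± 1911 and 19696 ± 170, 1.45-fold, and in B1 47090 ± 3610 and 31234 ± 1113, 1.51-fold. In A2 they were 9893 ± 983 and 6173 ± 210. In each of the 4 subcompartments KO lay above WT without overlap (exact permutation, n = 6 each, two-sided p = 0.00216, and 0.00606 after adjustment). Of the whole increase in ERV2 counts, 49.1% lay in B1, 27.2% in A1, 11.51% in A2, 6.15% in B2 and 6.03% outside the assigned autosomal bins. Of the ERV2 loci tested, 371 of 926 (40.1%) were raised in B2 at an adjusted p of 0.05, 2450 of 9554 (25.6%) in B1, 402 of 1624 (24.8%) in A2 and 1154 of 5511 (20.9%) in A1. In the paper's test of bins, 155 of the 416 bins of B2 (37.3%) held a raised ERV2 locus (odds ratio 2.42, one-sided Fisher's exact test, p = 5.4e-16), 1200 of 5623 in B1 (21.3%, p = 0.00731), 472 of 2674 in A1 (17.7%, p = 1.00) and 144 of 908 in A2 (15.9%, p = 1.00). Among bins with a tested ERV2 locus only, B1 was enriched as well. There the odds ratio was 3.00 in B2 (one-sided Fisher's exact test, p = 3.0e-16) and 1.68 in B1 (p = 3.3e-19), against 0.58 in A1 and 0.49 in A2. By loci, B2 exceeded the rest by 16.1 points (one-sided permutation by 9620 shifts of the labels along the autosomes, p = 7.3e-04). Of all raised ERV2 loci on assigned autosomal bins, 8.48% lay in B2 and 56.0% in B1. From the comparison of the subcompartments, the paper concludes that the increase in ERV2 expression originates primarily within B2.

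**Figure D3:**
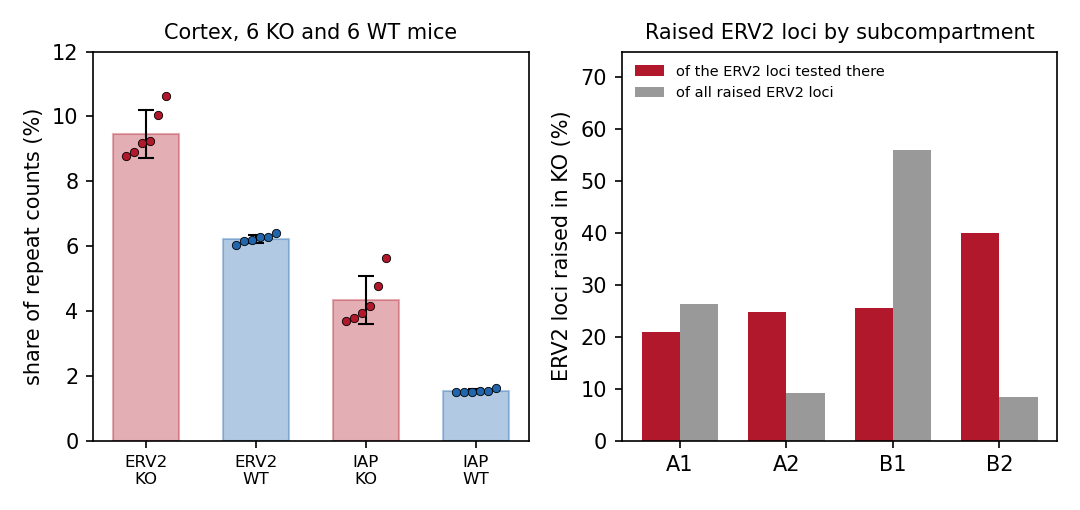
Left, percent of repeat counts (y axis) taken by ERV2 and by IAP names in 6 KO (red) and 6 WT (blue) cortices, with bars as means, error bars as SD and points as mice. Right, percent of ERV2 loci raised in KO (y axis) by NeuN+ subcompartment (x axis), as a share of the loci tested there (red) and of all raised ERV2 loci (grey). Of the loci tested in B2, 40.1% are raised, and 8.48% of all raised ERV2 loci lie there.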

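Gene counts of these mice were not analysed here, so the lists of changed genes are the paper's, from Data S15. The fold changes printed there have the opposite sign, with Setdb1, the deleted gene, at 0.47. Genes with a negative printed value were therefore taken as raised, which gives the paper's 764 raised and 324 lowered genes. Of these, 730 (95.5%) and 320 matched an autosomal gene of the annotation. The bins of 250 kb that hold a raised gene numbered 679, of which 196 (28.9%) were A2 (odds ratio 4.83, one-sided Fisher's exact test, p = 2.1e-53), 218 A1 (p = 0.00164), 213 B1 (p = 1) and 51 B2 (odds ratio 1.96, p = 3.6e-05). The bins with a lowered gene numbered 440, of which 174 were A1 (the same exact test, p = 4.9e-09), 70 A2 (p = 3.1e-06), 192 B1 and 4 B2. These tests compare bins with all 9859 autosomal bins, with or without genes or a label. Counted by genes against all 51014 annotated autosomal genes, 211 of the 730 raised genes (28.9%, against 20.1% of all genes) lay in A2 (one-sided Fisher's exact test, p = 6.7e-09, 5.4e-08 after Benjamini-Hochberg adjustment) and 97 (13.3%, against 7.42%) in B2 (p = 2.0e-08). Of the 320 lowered genes, 62 lay in A2 (19.4%, against 20.1%, the same exact test, p = 0.648) and 4 in B2. Neighbouring genes are not independent.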

Of note, of the 764 unique upregulated autosomal gene transcripts, only a very small subset of 46 genes (6%), of which 36 were located in B_2_^NeuN+^, had shown significant NeuN^+^ specific H3K9me3 enrichment at baseline (*p* < 0.001, *diffReps* negative binomial testing) (Fig. S15). These findings, taken together, strongly suggest that genes with increased expression after *Setdb1* ablation are primarily affected by loss of chromosomal interactions with repressive B_2_^NeuN+^ chromatin but are unlikely to be regulated by Setdb1 at the site of the gene body. 

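The authors' H3K9me3 regions higher in NeuN+ were overlapped with the paper's lists of changed genes. Of the 730 matched raised genes, 120 (16.4%) held such a region within the gene, 45 of them in B2. Of all annotated autosomal genes, 9.31% (4750 of 51014) did. With the region required within 1 kb of the gene's start, a choice made after the data were seen, 52 raised genes remained, 28 of them in B2. With 5 kb added on both sides of the gene, 150 did. Of the 320 lowered genes, 29 (9.06%) held a region and 0 of these lay in B2.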

Importantly, despite the spatial colocalization of the increased genic transcription in A_2_^NeuN+^ and the known ERV2 hotspots in B_2_^NeuN+^, we observed no fusion transcripts in any of the profiled RNA-seq samples (Table S5). Together, these findings strongly suggest that *Setdb1*-dependent epigenomic regulation of neuronal megadomains critically regulates A_2_^NeuN+^ and B_2_^NeuN+^ on a genome-wide scale (Fig. 4g).

### Gliosis and genomic activation of microglia associated with IAP invasion of neuronal somata and processes

We next asked whether the disintegration of B_2_^NeuN+^ chromosomal connectivity, including ERV2 de-repression, in our *Setdb1*-deficient mice could affect neuronal health and function. To this end, analysis of the RNA-seq from *Setdb1* mutant as compared to control cortex revealed that the top 10 ranking gene ontology groups of up-regulated genes included regulators of ribosomal protein synthesis, the endoplasmic reticulum/endomembrane (ER/EM) stress response, ATP-dependent metabolism and the complement cascade (Figure S16, *Data S15*), potentially indicating a hypermetabolic state in response to an inflammatory stimulus. Strikingly, the cerebral cortex and striatal areas of *CamK-Cre*^*+*^*,Setdb1*^*2lox/2lox*^ conditional mutant mice were affected by gliosis and exhibited upregulation of the astrocytic marker, glial fibrillary acid protein (GFAP) (Fig. 5a, b). Similarly, Iba1 immunostaining marker revealed proliferative and reactive microglia in mutant hippocampus, although labeling of the cortex overlying the hippocampus was not significantly different from control (Fig. 5a, c, d). Nonetheless, given the central role of microglia in brain inflammation, we conducted cell-type specific open chromatin (Fig. 5e) and RNA-seq transcriptome (Fig. 5f) profiling on immuno-panned microglia extracted from adult mutant forebrain of neuronal *Setdb1*-deficiency and controls (*N* = 3/group). 

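For microglia of 3 KO and 3 WT mice, the authors deposited raw counts of RNA-seq reads per gene and, separately, per repeat locus. Counts on genes summed to between 10219741 and 21833483 per sample and counts on repeats to between 321593 and 774094. The files list 54752 genes and 5147736 repeat loci, of which 418417 had a read in any sample. Both were compared with edgeR's quasi-likelihood test after filterByExpr and TMM scaling, with Benjamini-Hochberg adjustment, and again with DESeq2. For single values per sample, 3 samples against 3 cannot give an exact permutation p below 0.1. By the paper's reporting summary each genotype had 2 females and 1 male, and which sample is which is not given, so sex was not a covariate.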

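Counts per exon were not in the files, so Setdb1 was measured over the whole gene. Setdb1 (ENSMUSG00000015697.14) lies on chromosome 3 of GRCm38/mm10 from 95323525 to 95357202. It had 77.4 ± 11.0 counts per 1000000 in KO and 82.4 ± 8.73 in WT (SD, n = 3 each), a log2 fold change of -0.10 (edgeR adjusted p = 1.00 over 14370 genes). The counts were 796, 1963 and 977 in the KO samples and 1472, 1815 and 742 in the WT samples. The 2 genotypes differed by less than the spread between samples.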

Expression of *Setdb1* transcript, including the loxP flanked exon 6 subjected to neuron-specific deletion in the mutant cortex, was completely preserved in the microglia from *CamK-Cre*^*+*^*,Setdb1*^*2lox/2lox*^ mice (Fig. S17). Furthermore, the overwhelming majority of retrotransposon transcripts, including the entire set of ERV2s, did not show elevated expression in microglia from mutant cortex (Data S16); these findings were expected given that *Setdb1* ablation is restricted to neurons in our conditional mouse model. 

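ERV2s took 6.25% ± 0.18 of the repeat counts in KO and 6.01% ± 0.19 in WT (SD, n = 3 each), a difference of 0.24 points (two-sided exact permutation over 20 relabellings, p = 0.2, the smallest possible being 0.1). Leaving out each sample in turn gave between 0.13 and 0.33 points. IAP names took 0.58% ± 0.03 and 0.51% ± 0.06 (exact permutation, n = 3 each, two-sided p = 0.3). Reads that align to several places may be missing from these counts, so a rise of young copies, such as IAPs, could be missed. By repeat name, edgeR called 0 of 1016 names at an adjusted p of 0.05, DESeq2 called 0 and 20 names had an unadjusted edgeR p under 0.05. By locus, 2 of 7380 passed with edgeR, 1 with DESeq2, and 171 had an unadjusted edgeR p under 0.05. Of the 560 ERV2 loci tested, 10 were higher and 4 lower at that unadjusted threshold. The locus that rose is an MuLV-int copy, of class ERV1, on chromosome 8 from 123426327 to 123434006. It had 1203, 767 and 229 reads in the KO samples and 0, 4 and 0 in the WT samples (edgeR adjusted p = 9.1e-07). The same locus rose in KO cortex. All MuLV-int copies together, by name, had a log2 fold change of 0.01. The locus that fell is an IAPEz-int copy on chromosome 4 from 127008876 to 127015333, with 0, 0 and 1 reads in KO and 44, 19 and 26 in WT (edgeR adjusted p = 8.3e-04). At these counts the test recovered 65.6% of 369 loci changed 4-fold in simulated data, and smaller changes were not simulated. The paper states that the absence of raised ERV2s was expected, since the ablation of Setdb1 is restricted to neurons.

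**Figure D4:**
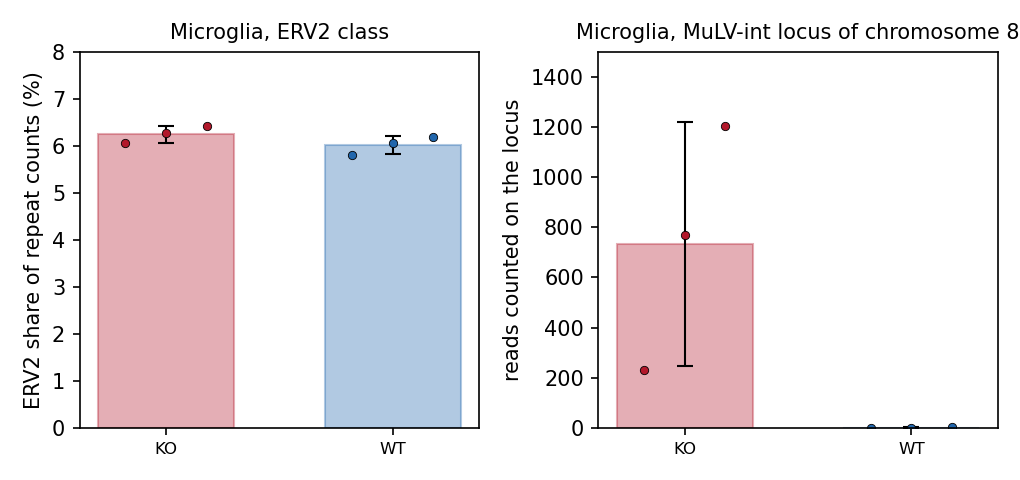
Left, percent of repeat counts taken by ERV2s (y axis) in microglia of 3 KO (red) and 3 WT (blue) mice. Right, reads counted on the MuLV-int locus of chromosome 8 (y axis) in the same samples. Bars are means, error bars are SD and points are samples. The KO samples hold 1203, 767 and 229 reads on the locus and the WT samples 0, 4 and 0.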

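At an adjusted p of 0.05, edgeR called 0 of 14370 genes and DESeq2 3 of 24842. Without the filter on low counts edgeR called 185, of which 172 were raised. At an unadjusted p under 0.05, edgeR gave 418 genes (305 raised and 113 lowered) and DESeq2 451 (350 and 101). DESeq2 with a one-sided p gave 972 genes (674 and 298), a setting added after the data were seen. The paper's Data S17 is headed as one-sided at p < 0.05. All 840 genes of it had the direction found here, and across these genes, which are not independent replicates, the log2 fold changes had a Pearson's r of 0.979. Of the 840, 408 had a two-sided DESeq2 p under 0.05 here, 644 a one-sided one, and 785 were tested by edgeR, where 0 passed the adjustment. In simulated data of this design edgeR recovered 91.1% of 718 genes changed 4-fold. Smaller changes were not simulated, so the call of 0 genes does not exclude them.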

We identified 840 (629 up, and 211 down) differentially regulated microglia-specific transcripts after neuronal *Setdb1* ablation (Fig. 5f, Data S17). Among these were 629 up-regulated transcripts, for which gene ontology analyses indicated robust activation of interferon and cytokine signaling pathways and blood vessel formation including many genes associated with autoimmune and neuroinflammatory disease (Fig. 5f, Data S17)^8^. In contrast, no pathway enrichment was observed for the group of 211 microglial genes downregulated in mutant cortex. 

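Of the 18 interferon-induced genes printed in Fig. 5f, 16 were tested, with Sting1 found as Tmem173. Their mean log2 fold change was 0.84 and 14 of 16 were higher in KO (camera with the preset correlation, p = 2.0e-23). Under fry, which does not preset the correlation, p was 0.0554 and the call does not hold. The study chose these genes on these samples, so the test is not independent evidence. With each sample left out in turn the mean stayed between 0.58 and 1.03. The mean of the genes on the log2 scale was 4.96, 4.63 and 4.18 in the KO samples and 3.89, 3.90 and 3.83 in the WT samples. Adjusted over the list alone, 12 of the 16 passed with edgeR and 13 with DESeq2, and over all genes tested 0 passed with edgeR. Ifitm3 had 48.6 ± 0.41 counts per 1000000 in KO and 27.4 ± 3.39 in WT (SD, n = 3 each; log2 fold change 0.82, DESeq2 adjusted p = 0.0291). Ifit2 had a log2 fold change of 1.43, Ifi44 of 1.33 and Ifi204 of 1.15, none of them past the adjustment over all genes. Irf5 and Tmem173 were lower, at -0.30 and -0.26.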

Next, given that the microglial genomic response to inflammatory stimuli also involves widespread changes in chromatin accessibility^28^, we profiled open chromatin landscapes on a genome-wide scale using Assay for Transposase Accessible Chromatin (ATAC-seq) on CD11b-immunopanned microglia from mutant and control forebrain (*N* = 3/group) (Fig. 5e, Data S18). 

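ATAC-seq marks DNA that a transposase can reach. For each of 3 KO and 3 WT microglia samples the authors deposited peaks called by MACS2, with a score for each (−log10 of the q-value), but no read counts, so the test of the paper, on reads in peaks, could not be repeated. The header of each list gives the reads kept after duplicates were removed, 8.07 ± 1.73 in KO and 10.4 ± 2.55 in WT in units of 1000000 reads (SD, n = 3 each). Peaks numbered 64395 ± 7214 in KO and 69935 ± 7263 in WT. The difference of -5540 was smaller than the spread (two-sided exact permutation over 20 relabellings, p = 0.4, the smallest possible being 0.1). Peaks that overlap by at least 1 bp were merged over the 6 samples into 88004 regions, of which 47743 were found in all 6.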

We identified 4154 open chromatin regions differentially regulated between two groups. 

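Of the merged regions, 41 were found in all 3 KO and no WT samples and 457 in all 3 WT and no KO samples. With the 56065 strongest peaks taken from each sample, so that all have the same number, the counts were 153 and 246. Without KO replicate 2, which has the fewest reads, they were 403 and 594, and without WT replicate 3 they were 95 and 2446. Regions found in WT only outnumbered those found in KO only whichever sample was left out. The strongest region found in KO only lay on chromosome 9 from 71667645 to 71667990, within Cgnl1. The others with the highest summed scores lay on chromosome 13 from 47242855 to 47243475, within Rnf144b, and on chromosome 1 from 80218330 to 80218662, next to Fam124b. Cldn5, the gene nearest to the KO region on chromosome 16 from 18704012 to 18705045, starts 72.3 kb away. It had a log2 fold change of 1.05 in the microglia RNA, which did not pass edgeR's adjustment over all genes. The strongest regions found in WT only lay on chromosome 17 from 70957947 to 70958636 and on chromosome 6 from 50166453 to 50166759, within Mpp6. Near the interferon-induced genes of Fig. 5f, 27, 24 and 27 of the merged peaks were found in the KO samples and 25, 28 and 24 in the WT samples. The genes nearest to KO-only regions had a median log2 fold change of 0.08 in the RNA (14 genes) and those nearest to WT-only regions one of -0.01 (244 genes). The copy of Data S18 held here has 1997 of the authors' regions and is incomplete, so it was not tested further. From the responses of microglia and astrocytes, the paper proposes that the un-silencing of ERVs in neurons could trigger an inflammatory response.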

Strikingly, microglial open chromatin region (OCR) upregulated after neuronal Setdb1 ablation showed the strongest enrichment (*p* < 10^−43^, HOMER binomial testing) for binding motifs of Signal transducer and activator of transcription 2 (*Stat2*), a regulator of gene expression highly sensitive to activation by interferon and antiviral response pathways in brain and other tissues^29,30^. Furthermore, nuclear factor κB (NF-κB), a key factor in mediating the microglial genomic response to neuronal injury and inflammation^31^, was among the top 5 ranking motifs in OCR upregulated in microglia from cortex with neuronal Setdb1-deficiency (Fig. 5e). These findings, taken together, suggest that neuron-specific epigenomic un-silencing of ERV retrotransposons could trigger an inflammatory response with astrocytosis and microglial activation.

**Fig. 5:**
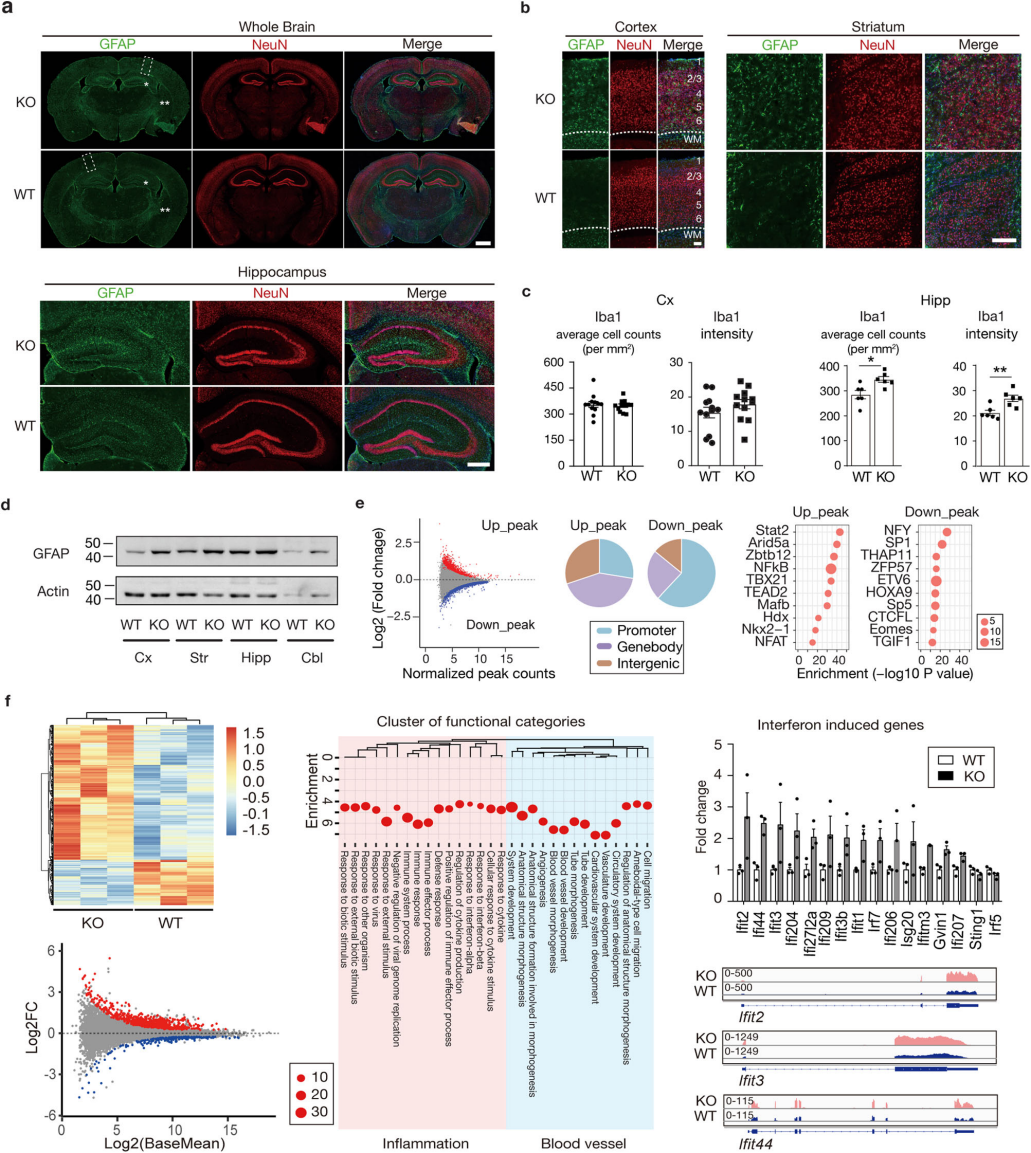
Astrocytosis and microglial activation in Setdb1-deficient forebrain. **a** Representative images show immunofluorescent signal for GFAP (green) and NeuN (red) in (top) whole brain coronal section (top) and (bottom) hippocampal formation, from wildtype (WT) and Setdb1 CK-cKO (KO) mice. Gridded rectangles correspond to higher magnification images of cortex in panel **b**. Single and double asterisks correspond to higher magnification images of hippocampus (**a**) and striatum (**b**), respectively. Scale bar = 1 mm (**a** upper panel); 500 μm (**a** lower panel); 100 μm (**b**). **b** (left) cerebral cortex with cortical layers 1–6 as indicated and (right) striatum from section shown in **a**. **c** Bar graphs show quantifications of microglia cell number (left) and immunofluorescent intensity (right) in cortex (Cx, *n* = 4/group, 3/mouse) (left) and hippocampus (Hipp, *n* = 6/group) (right) from WT and KO. Student’s unpaired *t*-test, two-sided. *N* = 6 mice/group. Cortex: Intensity: WT, 15.47 ± 1.565; KO, 17.91 ± 1.354; *P* = 0.2513; Average cell counts: WT, 356.0 ± 17.06; KO, 348.5 ± 9.738; *P* = 0.7063. Hipp: Intensity: WT, 21.16 ± 1.035; KO, 26.9 ± 1.272; *P* = 0.0057; Average cell counts: WT, 285.0 ± 16.58, KO, 345.7 ± 11.35; *P* = 0.0128. *p < 0.05, **p < 0.01. **d** GFAP and Actin loading control immunoblots from 4 brain regions of KO and WT brain, as indicated (Cx cortex, Hipp hippocampus, Str striatum, Cbl cerebellum). **e** (Left) MA-plot show correlation between fold change (KO/WT) and base mean signal of ATAC-seq peaks in purified microglia from *Setdb1* wildtype (WT) and knockout (KO) forebrain (*n* = 3/group). Red, *P* < 0.05, Log_2_FC > 0; blue, *P* < 0.05, Log_2_FC < 0; grey, *P* > 0.05. (Middle) Genome annotation of up- and down-regulated significant peaks in KO as compared to WT. Blue, promoter; purple, genebody; brown, intergenetic. (Right) Homer de novo motif prediction for differentially regulated peaks. Notice inflammation related transcription factors including Stat2, Arid5a, and NFkB significantly enriched for up-regulated ATAC-seq peaks in KO. Size of the bubble (number in the key) indicates percentage of target sequence with predicted motif (HOMER binomial testing, one-sided, see *Methods*). **f** (Left Bottom): MA-plot shows correlation between gene expression fold change (KO/WT) and abundance. Red, *P* < 0.05, log_2_FC > 0; blue, *P* < 0.05, Log_2_FC < 0; grey, *P* > 0.05. (Left top): Clustered heatmap shows differential expression genes (*P* < 0.05) in purified microglia from *Setdb1* wildtype (WT) and knockout (KO) forebrain (*n* = 3/group). Mean ± SEM provided as source data. (Middle) ShinyGO analysis show functional enrichment in differential expression genes (KO/WT), FDR < 0.05, Log_2_FC > 0.5. (Right) Expression of significant interferon-induced genes with normalized FPKM in WT (white bar) and KO (black bar). (Right) Quantification of interferon-induced genes and representative browser shots as indicated. Source data are provided as a Source Data file.

Studies in mice with severe immunodeficiencies and in genetically engineered cell lines suggest that the un-silencing of ERVs triggers an immune response primarily via RNA-sensing associated with the mitochondrial antiviral signaling protein (MAVS) and the Stimulator of Interferon Genes (STING) signaling pathways^8,32^. 

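By repeat name, 124 of 4127 names passed an adjusted p of 0.05 with edgeR, 123 raised and 1 lowered. DESeq2 gave 128 and voom-limma 119. With the total of all repeat counts in place of TMM, 222 passed, 100 raised and 122 lowered. Of the raised names, 91 were ERV2 names (of 586 tested), and 41 of 78 IAP names were raised. By locus, 7235 of 199238 passed, 6660 raised and 575 lowered. Raised loci were 4726 of 18483 in ERV2 (25.6%, median log2 fold change 2.33), 931 of 59467 in L1 (1.57%), 286 in ERVL-MaLR and 71 in ERV1. IAPEz-int had 318 ± 60.9 counts per 1000000 repeat counts in KO and 122 ± 6.75 in WT (SD, n = 6 each; log2 fold change 1.49, edgeR adjusted p = 2.7e-07). IAPLTR1_Mm had a log2 fold change of 1.63, IAPLTR1a_Mm of 1.26, IAP-d-int of 0.92 and MMERVK10C-int of 0.69, all past the adjustment. MuLV-int (0.10, adjusted p = 0.961) and ETnERV-int (-0.07) did not change by name. Fragments with a combined name, such as MuLV-int::RLTR4_Mm, are not counted under MuLV-int. The 5 largest increases by name were in names with few reads, 4 of them combined annotations, such as Lx2B::Lx2B2, with 32 to 64 reads in KO and 0 to 1 in WT, and ETnERV2-int::RLTR13D6, with 29 to 61 and 0 to 2. The largest changes by locus were in 1 MuLV-int::RLTR4_Mm element, of class ERV1, in A2 on chromosome 8. Its fragment from 123426327 to 123430885 had 1005 to 15192 reads in KO and 2 to 10 in WT (log2 fold change 10.20, adjusted p = 6.7e-20), and its fragment from 123430952 to 123434006 had 640 to 10375 and 1 to 5. As shares of the repeat counts, IAP names took 4.33% ± 0.75 in KO and 1.53% ± 0.05 in WT, 2.83-fold, and ERV2s without the IAP names 5.12% and 4.69%. L1 took 21.6% and 22.9% (two-sided exact permutation, n = 6 each, p = 0.0693), and ERV1 1.38% and 1.31% (the same permutation test, p = 0.279). By subcompartment, ERV1 counts in KO over WT were 2.18-fold in A2, where the element on chromosome 8 lies. They were 1.17-fold in B2, 0.943-fold in A1 and 0.947-fold in B1. ERVL took 1.87% and 2.00% (the same permutation test, p = 0.00216) and ERVL-MaLR 7.87% and 8.45% (p = 0.00649). Since shares sum to 100%, a rise of ERV2s lowers the others. Whether it accounts for the whole of these falls was not tested.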

We observed that in our *CamK-Cre*^*+*^, *Setdb1*^*2lox/2lox*^ mice with neuronal Setdb1 depleted, there was increased transcription specifically of ERV2s, in conjunction with significantly decreased H3K9me3 levels at ERV2 sequences in neuronal chromatin (*p* = 0.02366, Linear regression) (Figs. 6a and S18). In contrast, non-neuronal chromatin from *CamK-Cre*^*+*^*,Setdb1*^*2lox/2lox*^ mice showed complete preservation of ERV2-bound H3K9me3 (Fig. S19 and Data S19, S20). In addition to these RNA-seq based studies, we also observed increased transcription of IAP-gag in cortical neurons by RNA FISH (Fig. 6b). To assess the viral burden in our mouse model, we next monitored protein expression and found that mutant, but not control cortex showed robust neuronal expression of the IAP Gag protein critical for retroviral assembly (Fig. 6c, d). Electron microscopy confirmed dramatically increased numbers of mutant neurons with the presence of immature and mature IAP provirus in close proximity to cisterna-like membranous spaces compared to controls (*p* = 3.69 × 10^−5^, Student’s two-sided *t*-test). In addition, counts of IAP particles (within the subset of IAP + neurons in both genotypes) were much higher in mutants compared to controls (*p* = 0.008, Wilcoxon sum-rank testing) (Fig. 6e). Strikingly, a subset of neurons showed dramatic proviral proliferation with encroachment into neuronal somata, dendrites, and even spines in a subset of cortical neurons (Fig. 6f). We conclude that the rewiring and epigenomic reorganization of ERV2-enriched neuronal megadomain sequences upon *Setdb1* ablation results in IAP retrotransposon escape from silencing. In addition to the robust increase in IAP transcript and protein levels, we observed proviral assembly and potentially dramatic accumulation of such particles in susceptible neurons resulting in viral hijacking of endomembrane systems, an ER/EM stress response, and ultimately neuroinflammation.

**Fig. 6:**
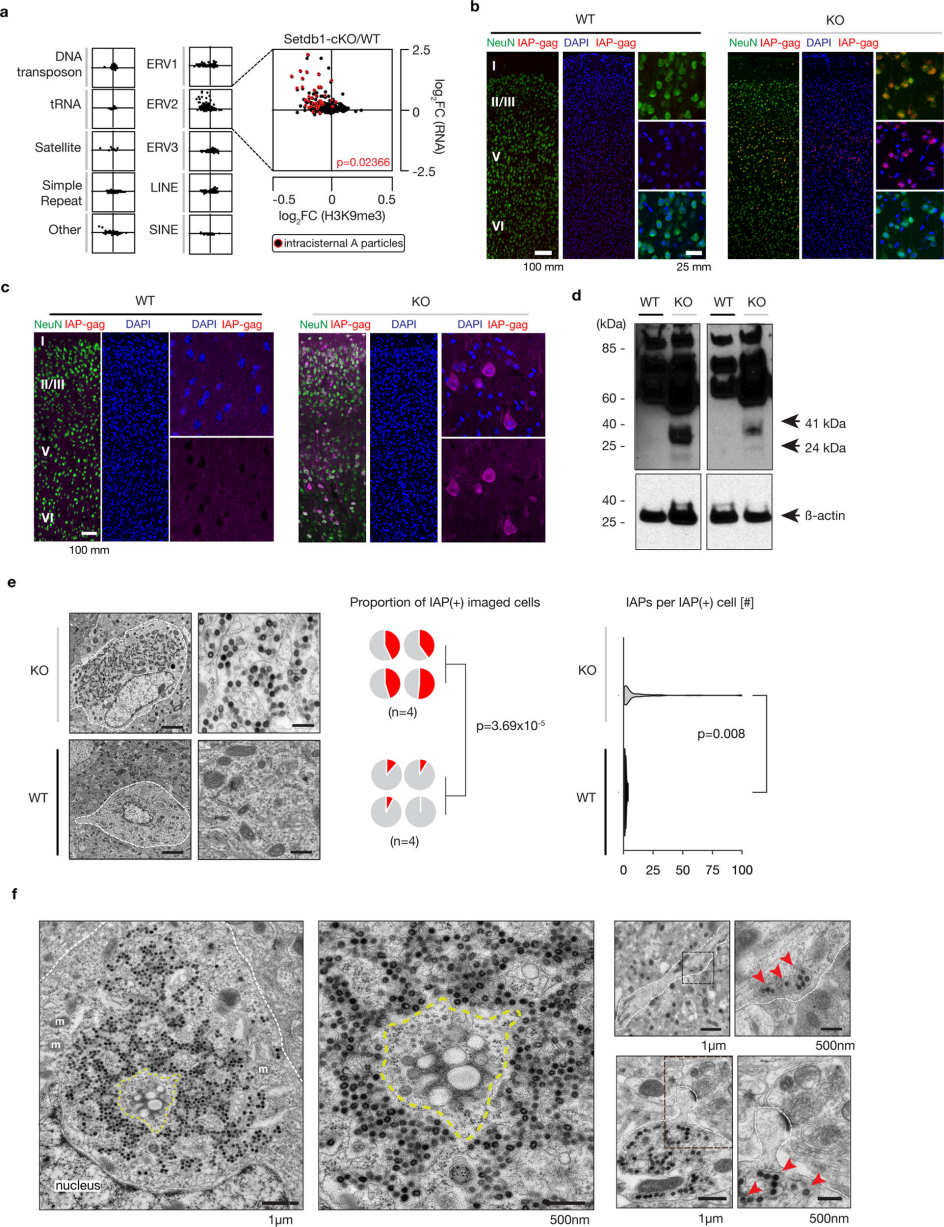
IAP proliferation in Setdb1-deficient neurons. **a** Scatterplots of log2FoldChange (H3K9me3 KO vs. WT, *x*-axis) vs. log2FoldChange (RNA KO vs. WT, *y*-axis) for each of ten repetitive element categories (Repbase) (*n* = 6/group). The intracisternal A particles (IAPs) are labeled in red and overlaid on the ERV2 plot. The significance of the linear regression is included (*p* = 0.02366). **b** IAP gag RNA FISH signal in coronal sections (30 μm) across multiple cortical layers in KO vs. WT. Counterstained with NeuN (green) and DAPI (blue). **c** Representative immunofluorescence of WT (left) and KO (right) cortical cross sections stained for IAP-gag (pink) and NeuN (green), and DAPI counterstain. Scale bar, 50 μm. Cortical layers, Roman numerals I–VI. **d** Western blotting using the anti-IAP-gag antibody for full-length Gag (73 kDa) and cleaved, processed mature forms (41 kDa and 24 kDa) in WT and KO mouse cortical tissue. b-actin included as loading control. **e** (Left) Cortical layers II/III electron microscopy (EM) images of KO (top) and WT (bottom) neurons imaged at 15 and 30k resolution. (Middle) Quantification of blinded counts of randomly imaged neurons (*n* = 50 or 35) with >1 IAP particle present (IAP + neurons) (*n* = 4 mice/genotype. (genotype [0 IAPs,1+ IAPs]: WT1 [31,4]; WT2 [32,3]; WT3 [47,4]; WT4 [51,0]; KO1 [20,15]; KO2 [21,14]; KO3 [28, 23]; KO4 [26,28]), Student’s two-sided *t*-test (*p* = 3.69 × 10^−5^). (Right) Number of IAPs imaged within the IAP + neurons, Wilcoxon sum-rank testing (*p* = 0.008). **f** (Left) Sample neuron at low- and high-resolution with intracisternal proviral packaging and assembly hub marked with yellow dashed line; m mitochondria, nucleus cell nucleus. (Right, top) neuronal dendrites at 15k, 30k resolution. (Right, bottom) Low- and high-resolution images of IAPs at synaptic spine. Red arrows mark individual proviral particles. Scale bars as indicated. Source data are provided as a Source Data file.

## Discussion

We report that megadomain organization in the adult brain involves a unique, neuron-specific signature, including a B-type subcompartment encompassing 104 Mb of neuronal chromatin (B_2_^NeuN+^) composed of comparatively ‘small’ (1–12 Mb) heterochromatic ‘islands’ engulfed by A_2_^Neuron^ and other A-compartment-associated megadomains. Comparison of cell-type specific *SPRET/EiJ* vs. *C57Bl6/J* Hi-C maps, including mice with neuronal *Kmt1e/Setdb1* ablation, strongly points to epigenomic regulation of (germline-fixed) ERV2 transposable element sequences as a major driver for the B_2_^NeuN+^-to-B_2_^NeuN+^ and B_2_^NeuN+^-to-A_2_^NeuN+^ contact patterning.

Importantly, despite widespread rewiring and disruption of compartment-specific chromosomal patterning, *Setdb1*-deficient neurons only show few changes in the topologically-associating domain (TAD) landscape, with the notable exception of the *clustered Protocadherin* locus and a few additional genomic sites^27^. Albeit speculative at this point, this apparent phenotypic dichotomy in the Setdb1 deficient mice, with widespread compartment alterations but much more limited changes in TAD landscapes, could reflect non-overlapping regulatory mechanisms governing these two types of chromosomal conformations. For example, phase separation, as a molecular force, shapes compartments, while actively driven loop extrusions present as TADs in ensemble Hi–C data^33^. Thus, the strong interconnectivity of B_2_^NeuN+^ megadomains, and their regulatory effects on the surrounding A_2_^NeuN+^ subcompartment, could depend on ‘bridges’ of heterochromatin-associated protein 1 (HP1) bound to H3K9me2/3-tagged nucleosomes^34^ and additional phase separation-promoting mechanisms^35^. To this end, it is notable that, according to the present study, genes showing upregulated expression after neuronal *Setdb1* ablation are primarily affected by loss of A_2_^NeuN+^–B_2_^NeuN+^ chromosomal contacts but do not show evidence for direct transcriptional regulation by Setdb1 at the site of the gene. These findings, taken together, suggest that in mature cortical neurons, the mechanisms of transcriptional inhibition include balanced interactions between open (A_2_^NeuN+^) and repressive (B_2_^NeuN+^) megadomains. Interestingly, long-range megadomain interactions of H3K9me3-tagged chromatin have recently been implicated in human neurodevelopmental disease associated with instability of short tandem repeats^36^.

Our study strongly suggests that the reorganization of higher order chromatin in adult cortical neurons tracks the dramatic expansion of IAPs and other ERV2 transposable elements in *Mus musculus-*derived inbred lines, as compared to the wild-derived SPRET/EiJ inbred strain harboring the 1.5 million year evolutionarily divergent *Mus spretus* genome^25^. Previous studies linked a small subset of these newly inserted ERV sequences to strain-specific differences in gene expression, pathogenic mutations and neomorphisms^37,38^, thereby providing ‘seeds’ for ongoing phylogenesis in line with the repurposing of even more ancient *Gag* and *Env* sequences into the *Arc* early response and synaptic plasticity gene^39^ and the placental S*yncytins*^40^. However, our findings point to much broader role of ERVs for cell-type specific adaptations in genome organization and function, including a partial remodeling of the chromosomal interaction map in mature cortical neurons. The functional importance of proper heterochromatic organization in neurons is underscored by the massive proliferation of IAP particles following the destruction of B_2_^NeuN+^ in susceptible *Kmt1e/Setdb1* mutant neurons. This, in turn, is likely to cause proteotoxic stress, with the two top ranking GO categories in the differential RNA-seq analysis *(*Fig. S16), ‘Endoplasmic Reticulum (ER) stress response’ and ‘cytosolic ribosomal protein’, reflecting the cell’s transcriptional response to excessive translational demand^41^. Furthermore, double-stranded viral IAP RNAs^42^ could trigger neuroinflammation, including astrocytosis and microglial activation of immune and interferon response genes (Fig. 5), followed by a more generalized hypermetabolic response in the inflamed brain^43,44^.

Importantly, we note that, according to the cell-type specific single DNA molecule sequencing of the present study, *Setdb1*-deficient neurons do not show a detectable increase in IAP/ERV2 de novo insertions (Supplemental Data S11), suggesting the dramatic observed ‘neuronal hijacking’ by the IAP proviral machinery is primarily driven by un-silencing of preexisting retrotransposon copies as opposed to excessive somatic retrotransposition events. The findings are also of interest from the viewpoint of the potential neurotoxic effects of ERV2-like transcripts and proteins in human and invertebrate neurons, including potential links to tau- and TDP-43 associated neurodegenerative disease^45–49^, and recent reports on increased HERV activation in the adolescent non-human primate brain exposed to maternal immune activation during prenatal development^50^. Interestingly, a subset HERVs and other repeat elements are reportedly overexpressed in Alzheimer’s brain^46,51^. Furthermore, Alzheimer-related neurodegenerative phenotypes are encountered in mouse models exposed to specific types of HERV-K RNAs^48^.

Moreover, HERV-Ks—which, like the murine ERV2s, are members of the betaretrovirus-like supergroup of LTR retrotransposons—have been linked to amyotrophic lateral sclerosis (ALS) or motor neuron disease^51–53^ (but see also Garson et al.^54^), including some cases infected with the Human Immunodeficiency Virus (HIV), an exogeneous LTR retrovirus^55^. In addition, the genetic risk architecture of ALS shows a modest association with genomic loci harboring HERV insertions^53^. Interestingly, we observed that genomic loci harboring HERV-Ks are significantly enriched in *trans* chromosomal Hi-C contacts in human neurons (*p* = 1.42 × 10^−16^, Fisher’s 2 × 2 exact testing), an effect driven primarily by sequences with strong synteny with murine B_2_ megadomains (Figs. S20 and S21). These findings, taken together, strongly suggest that compartment-specific enrichment of ERV2/HERV-K sequences occurs in parallel across different mammalian lineages, pointing to a type of heterochromatic organization highly adaptive to species- and strain-specific reconfiguration of the ERV retrotransposon landscape, thereby maintaining a defensive shield to protect neurons from the detrimental effects of LTR retrotransposons.

## Methods

### Mouse handling

All mouse work detailed below was approved by the Institutional Animal Care and Use Committee of the Icahn School of Medicine at Mount Sinai. Mice were held under specific pathogen-free conditions with food and water being supplied ad libitum in an animal facility with a reversed 12 h light-dark cycle (lights off at 7:00 a.m.) under constant conditions (21 ± 1C, 60% humidity). All mice were group-housed (2–5 mice per cage). For use in our experiments, mice were reared into adulthood (≥3 months) and were sacrificed by decapitation following isoflurane anesthetization according to IACUC guidelines. Following brain removal, cortical dissections were performed on ice aided by a dissection light microscope.

### Cell cultures

Male germ cells were isolated by the STA-PUT method^56^. A linear gradient was generated using 350 ml of 2% BSA and 350 ml of 4% BSA solutions in the corresponding chambers. Around 1 × 10^8^ male germ cells were resuspended in 20 ml of 0.5% BSA solution and loaded to the sedimentation chamber. After 3 h of sedimentation in the sedimentation chamber, 60 fractions were collected in 15 ml centrifuge tubes and numbered sequentially 1–60. Cells from each fraction were collected by centrifugation at 500 × *g* for 5 min and resuspended in 0.2 ml cold medium. An aliquot of each fraction was stained with Hoechst dye (Invitrogen, H3570) and examined thoroughly by eye under phase-contrast and fluorescence microscopes to assess cellular integrity and identify cell types. Fractions containing >80% cells of appropriate size and morphology were pooled as round spermatids.

### Cell-type specific Hi–C

#### Fluorescence activated nuclear sorting

Cortical tissue was prepped for fluorescence activated nuclear sorting (FANS) as follows. Briefly, the dissected tissue was homogenized in a hypotonic lysis solution and fixed in 1% formaldehyde for 10 min at room temperature. The cross-linking reaction was quenched with 125 mM glycine. The nuclei were then purified by centrifugation at 4000 × *g* and resuspended in a 1:1 solution of the hypotonic lysis solution and a 1.8 M sucrose solution prior to re-centrifugation at 4000 × *g* to isolate out cortical nuclei. The pellet was then resuspended in Dulbecco’s phosphate buffered saline (DPBS) containing 0.1% BSA and 1:1000 anti-NeuN antibody (clone A60, Alexa Fluor 488 conjugated; EMD Millipore Corp., MAB377X). Samples were incubated for 45 min while rotation and protected from light at 4C. DAPI (Invitrogen) was added immediately before sorting to label all nuclei. Sorting was performed at the Flow Cytometry CoRE at the Icahn School of Medicine at Mount Sinai. Nuclei were collected as NeuN+ and NeuN− populations following serial gating and pelleted for downstream experimental processing.

#### in situ Hi–C

Nuclei were digested with 100U MboI, and the restriction fragment ends were labeled using biotinylated nucleotides and re-ligated. After reversal of the cross-linking, ligated DNA was purified and sheared to a length of ~400 bp by sonication, and the biotin-tagged ligation junctions were subsequently pulled down with streptavidin beads (Invitrogen, Dynabeads MyOne Streptavidin T1, Catalog No. 65602) and prepared into libraries for next-generation Illumina sequencing (HiSeq 2500). ﻿For the SPRET/Eij and matched C57BL/6J studies, the Arima Hi-C kit (Arima Genomics, San Diego) was used according to the manufacturer’s instructions.

### Hi–C bioinformatics

#### HiC-Pro

The ‘pre-truncation method’ using HiC-Pro(v2.9) was used for quality control purposes. Libraries were mapped to the *Mus musculus* reference genome (GRCm38.p5_M13) using bowtie2.2. Artifacts and other common statistics are available as Supplementary Information. HiC-Pro results were piped to Juicer to produce.hic format files using the parser tool ‘*hicpro2juicebox*’. These files, which contain compressed contact matrices at varying resolutions, were then processed into final matrix-balanced normalized contact maps with Juicebox.

#### HOMER

Each read of the paired-end libraries was aligned independently using bwa-mem(v0.7.15), permitting split-mapping to the GRCm38.p5_M13 reference annotation. After mapping, forward and reverse reads were directly supplied to Homer(v4.8) for processing by first, merging the paired-end reads and later, filtering out self-ligation (spikes and continuous) artifacts. Files were normalized based on sequencing depth and distance between loci, creating a background model necessary for calculating significant pairwise interactions. Trans- interactions (1 Mb resolution) were similarly calculated, but for significant interactions for loci >200 Mbp apart (*-minDist* 200000000) to disregard intra-chromosomal interactions.

#### Subcompartment calling

We adapted a previously published k-means clustering algorithm^11^ to identify subcompartments within our datasets of interests. In short, a 250 kb autosomal resolution map was constructed from.validPairs.hic files generated with HiC-Pro(v2.9). The matrices were normalized with matrix-balancing and processed as observed/expected matrices. Specifically, a subset of interchromosomal contact data was extracted using.hic dump and stitched together, with 250 kb loci on odd-numbered chromosomes serially appearing as rows and 250 kb loci on even-numbered chromosomes serially appearing as columns. Odd chromosomal loci were first clustered using the *kmeans* function in R 3.6.0 and RStudio (v1.1.463)., and even chromosomal loci were similarly clustered after transposing the stitched matrix. Several values for the clustering parameter, “k”, were tested, ranging from *k* = 2 to *k* = 10 to forcibly organize the genomic loci across these chromosomes into *k* number of clusters. In NeuN+ and NeuN− (present study), for odd chromosomes, a cluster number of *k* = 6 was determined as the best fit by visual inspection with the generated Hi-C raw read contact matrices; similarly, for even chromosomes, a cluster number of *k* = 5 was determined as optimal. Within each of these cluster sets, clusters consisting of <5% of the genome were disregarded. This ultimately resulted four clusters for the odd and even chromosome sets, that were merged in order of size to represent four subcompartments for the entire genome. Clusters for the published Hi–C datasets^12–14^ were determined based on optimal overlap with the NeuN+ reference, with clusters consisting of <5% of the genome disregarded (Data S4–S7). Subcompartment designations for the independent datasets (‘A1’, ‘A2’, ‘B1’, ‘B2’) were assigned based on the value of the Chi-squared residual when compared to the reference NeuN+ subcompartments.

#### Subcompartment characterization

To appropriately classify these subcompartments as active (‘A’) or inactive (‘B’), we leveraged publicly accessible data from the mouse ENCODE project (led by the Mouse ENCODE Consortium). The database is a curation of numerous epigenetic profiles, including transcription factor and polymerase occupancy (http://chromosome.sdsc.edu/mouse/download.html), DnaseI hypersensitivity, histone modifications, and RNA transcription. Strikingly, our results showed a clear dichotomy with respect to overlap with lamina-associated domains^57^ wherein two subcompartments exhibited a majority overlap with LADs (‘B’), and two did not (‘A’). Euchromatin-associated epigenetic features, both active and facilitative (enhancers, CTCF, H3K4me3 *(ENCFF572BJO)*, H3K4me2 *(ENCFF647TKR)*, H3K9ac *(ENCFF540IHT)*, H3K4me1 *(ENCFF224LTF)*, H3K27ac *(ENCFF676TSV)*, RNAPolII, and H3K36me3 *(ENCFF999HGN)*), showed a near complete overlap with the ‘A’ subcompartments, while the smaller of the ‘B’ subcompartments showed moderate overlap with the repressive modification H3K9me3 *(ENCFF101VZW)*. Consequently, the derived subcompartments were delineated as ‘A’ (euchromatic) or ‘B’ (heterochromatic), and numbered in order of decreasing size, resulting in ‘A1’, ‘A2’, ‘B1’, and ‘B2’. Notably, blacklisted ENCODE coordinates (portions of the genome that consistently produce anomalous high signal/read counts) accounted for <0.01% of the genomic space encompassed within any of the determined subcompartments; this minimizes the possibility that the signal enrichments determined within these subcompartments are products of aberrant read mapping.

#### Hi–C *trans* and *cis* calculations

The aforementioned 250 kb autosomal, matrix-balanced resolution maps of observed/expected Hi–C interaction frequencies were used for downstream analyses; each locus along the axes of the matrix was then labeled according to its NeuN+ subcompartment identifier (A1, A2, B1, B2). For *trans*, Hi–C values from combinations of pairwise interactions involving loci of specific subcompartment designations on different chromosomes were extracted and populated into a vector; for *cis*, these values were extracted for loci on the same chromosome, excluding the diagonal.

#### SPRET/EiJ vs. C57BL/6J Hi–C comparison

Hi-C libraries were generated for sorted NeuN+ and NeuN− populations from SPRET/EiJ and C57BL/6J mice (age- and sex- matched) using the Hi–C Next Generation Sequencing Kit (Arima Genomics) according to the manufacturer’s protocol. Next, 250 kb autosomal resolution maps were constructed for using valid pairs generated from the HiC-Pro (v2.9) pipeline following alignment to the *mm10* reference genome. The matrices were normalized with matrix-balancing and processed as observed/expected matrices. Each locus along the axes of the matrix was then labeled according to its NeuN+ subcompartment identifier (A1, A2, B1, B2) and ERV2 count (as determined from UCSC Repeatmasker). A value of 101 was calculated to reflect a locus harboring the 99^th^ percentile of ERV2s as compared to the rest of the genome, and loci with >99^th^ percentile of ERV2s were retained for downstream analyses, generating a reduced Hi-C matrix of 101 × 101 loci for each sample. Samples were combined by cell type and strain, resulting in four final matrices representing SPRET/EiJ NeuN+ , C57BL/6J NeuN+ , SPRET/EiJ NeuN−, and C57BL/6J NeuN−. Statistical significance was performed using Wilcoxon sum-rank testing (paired, two-sided).

#### Differential *trans*- and *cis*- analysis

Raw in situ Hi–C matrices (20 kb resolution) were binned into 1 Mb segments genome-wide, and DESeq2 was used to determine windows of significant differential read scores in *trans* (*p*_adj_ < 0.05). Interaction anchors and targets were classified by subcompartment based on percentage of the bin that encompassed subcompartment loci; in the event of a tie, the assignment was made hierarchically in order of subcompartment size, smallest to largest. Expected values of interactions for subcompartment anchor-target combinations were determined from the relative sizes of the subcompartments of interests. Pearson’s residuals for differential were calculated by subtracting the residuals of decreased Hi–C interactions.

### Chromatin immunoprecipitation studies

#### Native ChIP-seq (NChIP-seq)

10^6^ NeuN+ and NeuN− nuclei were pelleted after FANS, resuspended in 300 µl of micrococcal nuclease digestion buffer (10 mM Tris pH 7.5, 4 mM MgCl, and 1 mM Ca^2+^), and digested with 2 µL of MNase (0.2 U/µl) for 5 min at 28 °C to obtain mononucleosomes. The reaction was quenched with 50 mM EDTA pH 8. Chromatin was released from nuclei with the addition of hypotonic buffer (0.2 mM EDTA pH 8, containing PMSF, DTT, and benzamidine). Chromatin was incubated with the appropriate antibodies (anti-H3K9me3 (Abcam, ab8898; 2 µg/3 × 10^6^ nuclei), anti-H3K27ac (Active Motif, #39133; 5 µg/3 × 10^6^ nuclei), or anti-H3K79me2 (Abcam, ab3594; 5 µg/3 × 10^6^ nuclei)) overnight at 4 °C. The DNA-protein-antibody complexes were captured by Protein A/G Magnetic Beads (Thermo Scientific 88803) by incubation at 4 °C for 2 h. Magnetic beads were sequentially washed with low-salt buffer, high-salt buffer, and TE buffer. DNA was eluted from the beads, treated with RNase A, and digested with Proteinase K prior to phenol-chloroform extraction and ethanol precipitation. For library preparation, ChIP DNA was end-repaired (End-it DNA Repair kit; Epicentre) and A-tailed (Klenow Exo-minus; Epicentre). Adapters (Illumina) were ligated to the ChIP DNA (Fast-Link kit; Epicentre) and PCR amplified using the Illumina TruSeq ChIP Library Prep Kit. Libraries with the expected size (~275 bp) were submitted to the New York Genomics Center for next-generation Illumina sequencing (HiSeq 2500, 75 bp, paired-end).

#### Bioinformatics

To perform these bioinformatics analyses, we first aligned the raw.fastq reads to the *Mus musculus* reference genome (mm10) using bowtie2. Only concordant reads were compressed into aligned.bam files then sorted and indexed using the *samtools/0.1.19* suite, and following PCR duplicate removal, were converted into.bed files for further processing.

#### Cell-type specific histone profiling

We performed diffReps^58^ differential analysis at a 1 kb resolution for each histone mark of interest at a statistical significance threshold of *p* < 0.001, with NeuN+ histone modification profiles as our treatment group, and NeuN− histone modification profiles as our control group. Significantly called regions (spanning a length of one kilobase of genome or greater) were labeled as NeuN+ enriched or NeuN− enriched according to their log2FoldChange values.

#### Genome association testing

The *Mus musculus* mouse (mm10) reference genome was divided into 250 kb bins using tileGenome() in the GenomicRanges R package. diffReps output files were overlapped with these bins using the sum(countOverlaps) function to retrieve the number of diffReps regions within each 250 kb bin. The two considered variables for the Fisher’s testing were (1) the subcompartment identifier of the 250 kb bin and (2) the classification of the 250 kb bin as ‘high’ or ‘low’ as it pertained to epigenetic feature enrichment. The threshold distinguishing ‘high’ and ‘low’ was set as the 99th percentile of diffReps loci (or repetitive elements) within a 250 kb bin across the autosomal reference genome. Fisher’s testing was performed using the *exact2x2* R package. For association with Hi–C interaction changes, bins involved as anchors or targets in the interactions were grouped as the reference genome set. For RNA association testing, no percentile threshold was used for filtering ‘high’ and ‘low’; instead, any bin with altered RNA (either increased or decreased, as indicated) was considered ‘high’, with bins harboring no altered RNA designated ‘low’.

### PacBio SMRT sequencing

#### Library preparation

SMRTbell libraries were constructed from IAPEz-int xGen Lockdown probe-captured DNA for sequencing using a PacBio Sequel II System. In short, genomic DNA was isolated from FACS-sorted NeuN+ or NeuN− nuclei of adult mouse cerebral cortex or round spermatids, using phenol chloroform extraction and was subsequently sheared to ~10 kb using g-Tube microcentrifuge tubes (*Covaris, 010145*). End-repair, A-tailing, adapter ligation (barcoding) and PCR amplification with the universal primer were performed according to protocol, and fragments were appropriately size-selected using AMPure SPRI Select beads. Samples were then pooled prior to hybridization with biotinylated xGen® Lockdown® designed against the consensus sequences (dfam.org) of IAPEzi or IAPEY3-int (control) (Integrated DNA Technologies). Streptavidin A1 beads were used to capture hybridized fragments, which were subsequently amplified prior to SMRTbell library preparation. Following AMPure purification and size selection, SMRTbell templates were annealed and bound to the barcoded libraries, which were submitted for PacBio Sequel II HiFi sequencing (Genewiz, 30 h movies). Oligonucleotides used for this preparation are included as Supplementary Tables.

#### Bioinformatics

Bioinformatics processing was performed with SMRT Link v5.1.0, run with default parameters, unless otherwise indicated. Files were first demultiplexed with *lima* and circular consensus sequences (CCS) were generated with *ccs* for filtered sequences with matching paired-end adapters. CCS reads were then mapped to an IAPEzi consensus sequence (*dfam.org*) using *pbalign*. Passing reads were subsequently mapped to the mouse reference genes using bwa split mapping and filtered based on mapping score (=60). Reads were then assigned as autosomal IAPEzi or autosomal non-IAPEzi IAP using the GenomicRanges subsetByOverlaps() function. The other reads, those not mapping to IAPs denoted in the reference genome, were then blasted against the IAPEzi consensus sequence and IAP masked reference genome in parallel using BLAST + ((v2.7.1); reads with higher bit scores for the IAPEzi blast than the reference genome were defined as de novo. Full-length de novo insertions were defined as fragments representing >5833 bp (0.9 × 6481 bp), with average full-length IAPEzi lengths being 6481 bp *(dfam.org)*.

### Cortical transcriptomics

#### RNA-seq

Total RNA was first extracted from the prefrontal mouse cortices (*n* = 12, 6WT/6KO), and prepared with RNeasy Lipid Tissue Mini kit (with on-column DNase1 treatment). The quantity and quality of RNA was checked using a bioanalyzer (Agilent RNA 6000 Nano Kit). In all, 1.5 µg of total RNA from each sample was submitted to the Genomics CoRE Facility at Mount Sinai for RNA-seq library generation with RiboZero treatment, and were subsequently sequenced on the Illumina HiSeq 2500, 100 bp, paired end.

#### Bioinformatics

Read pairs were aligned to the *Mus musculus* mouse reference genome (mm10) Tophat2 short-read aligner. Reads were counted using HTSeq against the Gencode vM4 Mouse annotation. Genes were filtered based on the criteria that all replicates in either condition must have at least five reads per gene. On the resulting filtered transcript, a pairwise differential analysis between Setdb1 conditional mutant vs control cortex was performed using the voomlimma R package8,9 which converts counts into precision weighted log2 counts per million and determines differentially expressed genes using a linear model. Significantly differentially expressed genes were identified using a cutoff of Benjamini–Hochberg adjusted *p*-value < 0.05. Discordant pairs were extracted from aligned.bam files using *samtools* with the following command: samtools view –b –F 2 and reads identifiable with specific flags were quantified and categorized.

#### Subcompartment neighbor testing

Subcompartment bins (250 kb) were first determined and reduced using GenomicRanges into contiguous segments of similar identity. The percent of all boundaries by different combinations of subcompartment boundaries were calculated as the observed values. For expected values, genomes were reconstructed using the 250 kb blocks and reduced as above. The percent of boundaries by different combinations of subcompartment boundaries were calculated × 100 permutations using regionER resampleRegions (mean + standard deviation).

#### GO enrichment

Gene ontologies for gene sets of interest were determined using the ClueGO (v2.5.1) application through Cytoscape (v3.6.1). All available ontologies/pathways (CORUM, Chromosomal-Location, GO, INTERPRO, KEGG, REACTOME, WikiPathways) were considered, and the chosen network specificity was ‘medium’, displaying only pathways with pV < 0.05. The statistical testing performed was an enrichment (right-sided hypergeometric test) analysis with Benjamini-Hochberg pV correction. All other parameters were left as default parameters, including GO Term Grouping.

### Microglial studies

#### Microglia isolation

Single-cell suspension from adult brain tissues was prepared using Miltenyi’s Adult Brain Dissociation Kit (Miltenyi Biotec, 130-107-677) and Debris Removal Solution Kit (Miltenyi Biotec, 130-109-398) according to manufacture instruction with minor modifications. In brief, total brain tissues, except olfactory bulb and cerebellum, were collected quickly and washed with ice cold 1x HBSS. After chopped into small pieces using sharp blade, the brain tissues were transferred into the C-tube containing 1950 μl of Enzyme mix 1 and 30 μl of Enzyme mix 2 from the kit and incubated on Miltenyi’s gentle MACS Octo Dissociator with Heaters using program 37 °C _ABDK_1 for 30 min. Afterwards, the digested tissue homogenate gently went through fire polished glass pippette 10 times, and then passed through a 70 μm cell strainer. Cells were collected via centrifuged at 300×*g* for 10 min at 4 °C and resuspended in ice cold 1x HBSS. Debris Removal Solution was then added and overlayed with ice cold 1x HBSS. After centrifugation, three phases in the tube were clearly visualized, from top to bottom: 1x HBSS solution, debris and myelin layer, and single-cell suspension. Discard the top two phases completely, wash the cells in 1x HBSS, centrifuge to collect the cells, and then resuspended the cell pellet in 1 ml of 1x HBSS containing 1% fetal bovine serum. In order to minimize the unwanted microglia activation, single cell suspension was incubated in Fc receptor blocking Reagent (Miltenyi Biotec, 130-092-575) for 10 min, and then the cell suspension was incubated with CD11b-microbeads (Miltenyi Biotec, 130-093-634) for 10 min at 4 °C in the dark, followed by positive selection with LS separation column (Miltenyi Biotec, 130-042-401). Flow cytometry analysis was performed to check the cell purity. The three different groups of cells (no enrichment, target and non-target cell population) were incubated in CD11b-FITC Monoclonal Antibody (M1/70) (eBioscience, 11-0112-81) at 1:2000 dilution for 30 min at 4 °C in the dark. Stained cells were examined using the Beckman flow cytometer.

#### Immunostaining

The coronal sections (30 μm) were washed with 1x PBS containing 0.5% Triton X-100 for 10 min, and then blocked with 1x PBS containing 0.5% Triton X-100 and 5% goat serum, followed by primary antibodies incubation for anti-Iba1 (Abcam, ab178846, 1:1000 dilution), anti-GFAP (Abcam, ab4674, 1:4000 dilution), anti-NeuN−Alexa555 (Sigma-Aldrich, MAB377A5, 1:2000 dilution), and Tomato-lectin (Vector, DL-1174, 1:100 dilution) at 4 °C overnight. Sections were incubated with fluorescence-labeled secondary antibodies (goat anti-chicken-Alexa488 (Jackson, 103-545-155, 1:1000 dilution); goat ani-rabbit-Alexa594 (Jackson, 111-585-003, 1:1000 dilution) at room temperature for 2 h in the dark. Images were captured with a fluorescence microscope (Olympus VS120). Analysis was performed using NIH Image J software.

#### RNA-seq

Total RNA was extracted by using Direct-zol RNA MicroPrep (Zymo research, R2060). Library was prepared using QIAseq FastSelect RNA Removal Kit (Qiagen, 333180-24) and QIAseq Stranded Total RNA Lib Kit (Qiagen, 180743) following manufacturer’s instruction. In brief, 200–500 ng total RNA was used for each reaction. 1ul rRNA removal reagent was added into 28 μl of RNA sample, plus 5 μl 5 × RT Buffer, followed by incubation for 3 min at 95 °C, and then went through stepwise annealing using PCR programing. After fragmentation and rRNA removal, reverse transcription, second-strand synthesis, end-repair, A-addition, and strand-specific ligation with selected adapter (1:25 dilution) were performed, followed by CleanStart library amplification. Library DNA was then purified and size selected for around 500 bp fragments, and checked with Qubit and Agilent 4200 Tapestation.

#### ATAC-seq

Cells were collected and nuclei were extracted by douncing directly in lysis buffer (0.32 M sucrose, 5 mM CaCl_2_, 3 mM Mg(Ace)2, 0.1 mM EDTA, 10 mM Tris-HCl pH = 8, 0.1% NP-40). In all, 50,000 nuclei were used for each reaction. Library was prepared using TruePrep DNA Library Prep Kit V2 for Illumina (Vazyme, TD501-02) following manufacturer’s instruction with minor modifications. In brief, nuclei were treated with Tn5 at 37 °C for 30 min, and then DNA was purified with MinElute Gel Extraction Kit (Qiagen, 28604), and elute in 25 μl of EB buffer. PCR was then setup by the mixture of 20 μl DNA sample, 10 μl TAB, 5 μl PPM, and selected adaptors (5 μl N5XX and 5 μl N7XX) (TD202), followed by PCR amplification. Library DNA was purified by using SPRIselect beads (Beckman, B23318) for 1:0.55 followed by 1:1.15 two steps size selection, and then checked with Qubit and Agilent 4200 Tapestation.

### Microglial data analysis

#### RNA-seq

Sequencing was performed on Illumina XTen (PE150). Before analyzed the data, FastQC was first used for quality control analysis, and Trim-galore was used to remove low-quality reads. Paired-end clean data was aligned to reference genome (*M. musculus*, UCSC mm10) using Tophat2 v2.1.1. Samtools v1.9 was used to sort and build the alignment files index. FeatureCounts v1.6.3 from subread package was used to get gene expression level counts by determining the number of reads mapped to gene exons, and differential analysis was generated by DESeq2. Significant genes (log_2_FoldChange > 0.5, *P*_adj_ < 0.05) were extracted for Gene Ontology Enrichment Analysis by using ShinyGO v0.61 (http://bioinformatics.sdstate.edu/go/). Deeptools was used to generate normalized bigwig and visualized on IGV.

#### ATAC-seq

Sequencing, FastQC, and data cleaning were performed as described above. Paired-end clean data was then aligned to reference genome (*M. musculus*, UCSC mm10) using Bowtie2 v2.3.4.3. Samtools v1.9 was used to sort and build the alignment files index after removing duplications. MACS2 was used for peak calling (--shift -100 --extsize 200 --nomodel). Diffbind was used to generated differential change peaks. R packages “ChIPseeker”, “clusterProfiler” “org.Mm.eg.db” and “TxDb.Mmusculus.UCSC.mm10.knownGene” were used for peak annotation. Significant differential peaks that are located on gene promoters were extracted to generate Gene Ontology Enrichment Analysis by ShinyGO v0.61 (http://bioinformatics.sdstate.edu/go/). Deeptools was used to generate normalized bigwig and visualized on IGV.

### RNA and DNA in situ hybridization of IAP-gag probes

Coronal mouse brain slices (10 μm) were collected using a freezing microtome and mounted onto Superfrost plus slides (Fisher). The slides were processed per the RNAscope Multiplex Fluorescent v2protocol (Advanced Cell Diagnostics). Briefly, the tissue sections were treated with protease, hydrogen peroxide, and incubated with either sense probes for DNA FISH, or anti-sense probes for RNA FISH, targeting 340 nt of the IAP-gag sequence (bp 1547-1914)^59^ for 2 hours at 40 °C. Amplifier sequences were polymerized to the probes and treated with Opal 570 dye. The slides were incubated in NeuN−AlexaFluor488 antibody (1:200 in 1xPBS; MAB377X; EMD Millipore) for 2 h at room temperature and cover-slipped with DAPI Fluoromount (Southern Biotech). Imaging was performed on a Zeiss LSM780 confocal microscope.

### Protein expression

#### Immunohistochemistry and western blotting

For GFAP IHC, coronal sections from perfusion-fixed (by phosphate-buffered 4% paraformaldehyde) adult mouse brains coronal sections from perfusion-fixed (by phosphate-buffered 4% paraformaldehyde) adult mouse brains were processed for anti-GFAP immunoactivity and detected with diaminobenzidine (DAB) using the ABC kit (VectorLabs) according to the manufacturer’s protocol.

For GFAP immunoblotting, protein was extracted from homogenized adult mouse cortical (Cx), hippocampal (Hipp), striatal (Str), and cerebellar (Cbl) tissue, and 100 μg total protein was loaded in each lane. The membrane was blotted with either anti-GFAP (Abcam, ab4674, 1:8000 dilution) or anti-actin (Sigma, A2066, 1:2000 dilution) and probed with either goat anti-chicken IgY H&L (Abcam, ab6877, 1:10,000 dilution) or HRP-conjugated Affinipure goat anti-rabbit IgG(H + L) (Proteintech, SA00001-2, 1:10,000 dilution) for 1 h at room temperature prior to detection.

For IAP immunohistochemistry, adult conditional *Setdb1* mutant and control mice - approximately 6 months old - were anesthetized with a terminal intraperitoneal injection of a ketamine/xylazine mixture (IP: 200 and 30 mg/kg, respectively). Transcardial perfusion was performed with 100 ml of 10% sucrose followed by 200 ml of 4% paraformaldehyde in PBS. Brains were removed and placed in 4% formaldehyde overnight at 4 °C, followed by incubation in 30% sucrose until isotonic. After embedding in OCT compound (Tissue-Tek), the brains were cut on a freezing microtome (Leica SM2010 R) into 30 µm coronal sections and placed in 1x PBS. Staining for IAP protein was performed as follows: coronal sections containing prefrontal cortex were blocked and permeabilized with 10% BSA and 0.05% Triton X-100 in 1x PBS for 1 h at room temperature, followed by incubation with the rabbit anti-IAP antibody (see paragraph above) (1:100 in 1x PBS; and 0.01% Triton X-100 overnight at room temperature. The sections were washed for 5 minutes in PBS followed by incubation in anti-rabbit Alexa Fluor 647 secondary antibody for 1 h at room temperature. Sections were washed briefly in PBS before being mounted on Superfrost Plus slides (Fisherbrand) with DAPI Fluoromount-G media (SouthernBiotech). Imaging was done using a Zeiss CLSM780 upright microscope.

For IAP immunoblotting, protein was extracted from homogenized adult mouse cortical tissue and 100 μg total protein was loaded in each lane. The membrane was blotted with rabbit anti-IAP antibody (a gift from Dr. Bryan R. Cullen, Duke University, 1:10,000 dilution) and probed with goat anti-rabbit HRP (Invitrogen, #31460; 1:5000 dilution) for 1 h at room temperature prior to detection.

### Electron microscopy

Adult mice (*N* = 4 conditional *Setdb1* mutants and *N* = 4 control animals) were anesthetized and perfused using a peristaltic pump at a flow rate of 35 mls/min with 1% paraformaldehyde/phosphate buffered saline (PBS), pH 7.2, and immediately followed with 2% paraformaldehyde and 2% glutaraldehyde/PBS, pH 7.2 at the same flow rate for an additional 10–12 min. The animal’s brain was removed, and placed in immersion fixation (same as above) to be post-fixed for a minimum of 1 week at 4 °C. Fixed brains were sectioned using a Leica VT1000S vibratome (Leica Biosystems Inc., Buffalo Grove, IL) and coronal slices (400 μms) containing the frontal cortex were removed and embedded in EPON resin (Electron microscopy Sciences [EMS], Hatfield, PA). Briefly, sections were rinsed in buffer, fixed with 1% osmium tetroxide followed with 2% uranyl acetate, dehydrated through ascending ethanol series and infiltrated with EPON resin (EMS). Sections were transferred to beem capsules, and heat polymerized at 60 °C for 48–72 h. Semithin sections (0.5 and 1 μm) were obtained using a Leica UC7 ultramicrotome, counterstained with 1% Toluidine Blue, cover slipped, and viewed under a light microscope to identify and secure the layers of interest (L11 – L1V). Ultra-thin sections (80nms) were collected on copper 300 mesh grids (EMS) using a Coat-Quick adhesive pen (EMS), and serial sections were collected on carbon-coated slot grids (EMS). Sections were counter-stained with 1% uranyl acetate followed with lead citrate and imaged on a Hitachi 7000 electron microscope (Hitachi High-Technologies, Tokyo, Japan) using an advantage CCD camera (Advanced Microscopy Techniques, Danvers, MA). Images were adjusted for brightness and contrast using Adobe Photoshop 11.0.

### Statistics

Statistical testing manually performed for the studies included in this manuscript are compiled here; statistics incorporated within bioinformatic processing algorithms are discussed in the relevant, aforementioned sections. For Fig. 1e, to analyze subcompartment associations of histone modification enrichments in NeuN+ vs. NeuN−, we used Fisher’s 2 × 2 testing. For Fig. 1g, to perform correlations among Hi-C *trans* interactions across replicates within and across cell types, we used Pearson’s correlation testing. For Fig. 2a, to analyze subcompartment association of genome repeats, we used Fisher’s 2 × 2 testing. For Fig. 2c, to compare observed/expected Hi–C frequencies among ERV2-rich loci in SPRET/EiJ vs. C57BL/6J, we used Wilcoxon sum-rank testing. For Fig. 3b, to analyze qPCR amplification of IAPEzi-biotinylated oligo capture products using select primers, we used Student’s *t* testing, paired. For Fig. 4b, to analyze differential Hi-C interactions in KO vs. WT neurons by subcompartment designations, we used Pearson’s residuals. For Fig. 4c, to analyze the relationship of differential Hi–C interactions in KO vs. WT with genome repeat hotspots, we used Fisher’s 2 × 2 testing. For Fig. 4d, to analyze subcompartment associations of upregulated genome repeats in KO vs. WT, we used Fisher’s 2 × 2 testing. For Fig. 4e, to analyze the spatial relationship of subcompartment megadomains genome-wide, we used permutation analysis testing. For Fig. 4f, to analyze subcompartment associations of DEGs in KO vs. WT, we used Fisher’s 2 × 2 testing. For Fig. 5c, to compare Iba-1(+) cell counts and intensities in mouse cortex and hippocampus, we used Student’s *t* testing, unpaired. For Fig. 6a, to study the association of H3K9me3 in KO vs. WT with RNA changes, we used linear regression analysis. For Fig. 6e, to study both the proportions of IAP(+) cells in WT vs. KO neurons and the proportions of IAPs per IAP(+) cell in WT vs. KO, we used Student’s *t*-testing, unpaired. For Fig. S5B, to analyze NeuN+ vs. NeuN− *trans* interactions per subcompartment (O/E distribution), we used Student’s *t*-testing, paired. For Fig. S19, to compare human subcompartments from Rao et. al. with syntenic murine NeuN+ subcompartment coordinates, we used Pearson’s residuals. For Fig. S20, to study the associations of genome repeats with syntenic human subcompartments, we used Fisher’s 2 × 2 testing.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of additional Supplementary File

Supplementary Data S1

Supplementary Data S2

Supplementary Data S3

Supplementary Data S4

Supplementary Data S5

Supplementary Data S6

Supplementary Data S7

Supplementary Data S8

Supplementary Data S9

Supplementary Data S10

Supplementary Data S11

Supplementary Data S12

Supplementary Data S13

Supplementary Data S14

Supplementary Data S15

Supplementary Data S16

Supplementary Data S17

Supplementary Data S18

Supplementary Data S19

Supplementary Data S20

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding authors upon reasonable request. The sequencing data for genome-scale analysis (Hi–C, ChiP-Seq, RNA-Seq, and PacBio SMRT-Seq) generated in this study have been deposited in NCBI’s Gene Expression Omnibus (GSE168524). Other publicly available datasets used in this paper are available at Mouse Encode Project (http://chromosome.sdsc.edu/mouse/download.html, SRP154319, GSE125068, GSE96107, and GSE99363. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Neuron-specific chromosomal megadomain organization is adaptive to recent retrotransposon expansions
**Source:** Nat Commun. 2021 Dec 13;12:7243. doi: 10.1038/s41467-021-26862-z
**Supplement:** Supplementary file 1 — Supplementary Information

NEURON-SPECIFIC CHROMOSOMAL MEGADOMAIN ORGANIZATION IS ADAPTIVE TO RECENT  
RETROTRANSPOSON EXPANSIONS

Sandhya Chandrasekaran, Sergio Espeso-Gil, Yong-Hwee Eddie Loh, Behnam Javidfar, Bibi Kassim, Yuhao Dong, Yueyan Zhu, Lucy K. Bicks, Haixin Li, Prashanth Rajarajan, Cyril J. Peter, Esperanza Agullo-Pascual, Marina Iskhakova, Molly Estill, Bluma J. Lesch, Li Shen, Yan Jiang\*, Schahram Akbarian\*

**This PDF file includes:**

Figures S1 to S21

|            |                                                                                                                     |
|------------|---------------------------------------------------------------------------------------------------------------------|
| Figure S1  | NeuN+ Hi-C clusters                                                                                                 |
| Figure S2  | NeuN- Hi-C clusters                                                                                                 |
| Figure S3  | Correspondence of NeuN+ subcompartment loci across replicates                                                       |
| Figure S4  | Subcompartment connectivity across independent studies reveals consistent patterning in adult forebrain neurons.    |
| Figure S5  | Trans interactions by subcompartment                                                                                |
| Figure S6  | Trans interactions among B2 chromosomal megadomains                                                                 |
| Figure S7  | Hi-C trans profiles in NeuN+ and NeuN-                                                                              |
| Figure S8  | Trans interactions occur less frequently among $B2^{NeuN+}$ loci in NeuN- as compared to NeuN+                      |
| Figure S9  | Gene clusters in $B2^{NeuN+}$                                                                                       |
| Figure S10 | CTCF binding motif enrichment                                                                                       |
| Figure S11 | Strain- and sex-specific heatmap of Hi-C subcompartment interactions                                                |
| Figure S12 | PacBio SMRT long-read sequencing of IAPeZi de novo integration sites in adult mouse cortex and round spermatids     |
| Figure S13 | IAP gag DNA FISH in NeuN+ and NeuN- nuclei                                                                          |
| Figure S14 | Hi-C circos plots from NeuN+ of Camk-Cre <sup>+</sup> , Setdb1 <sup>2lox/2lox</sup> mutant mice (adult cortex)      |
| Figure S15 | Histone methylation at Setdb1-sensitive genes.                                                                      |
| Figure S16 | GOs for elevated transcripts in Camk-Cre <sup>+</sup> , Setdb1 <sup>2lox/2lox</sup> mutant vs. control adult cortex |
| Figure S17 | Microglia RNA-Seq and ATAC-Seq                                                                                      |
| Figure S18 | NeuN+ and NeuN- H3K9me3 (KO/WT) for ERV classes (I, II, and III)                                                    |
| Figure S19 | NeuN+ and NeuN- H3K9me3 (KO/WT) for non-ERV repeat categories                                                       |
| Figure S20 | Mouse/human subcompartment comparisons                                                                              |
| Figure S21 | Inter-chromosomal contacts in human neurons are enriched with (H)ERV retroelements                                  |

Tables S1 to S5

|          |                                       |
|----------|---------------------------------------|
| Table S1 | ChIP-Seq metrics                      |
| Table S2 | PacBio qPCR primers                   |
| Table S3 | PacBio oligonucleotide capture probes |
| Table S4 | RNA-Seq metrics                       |
| Table S5 | Discordant + chimeric RNA-Seq         |

**Figure S1**

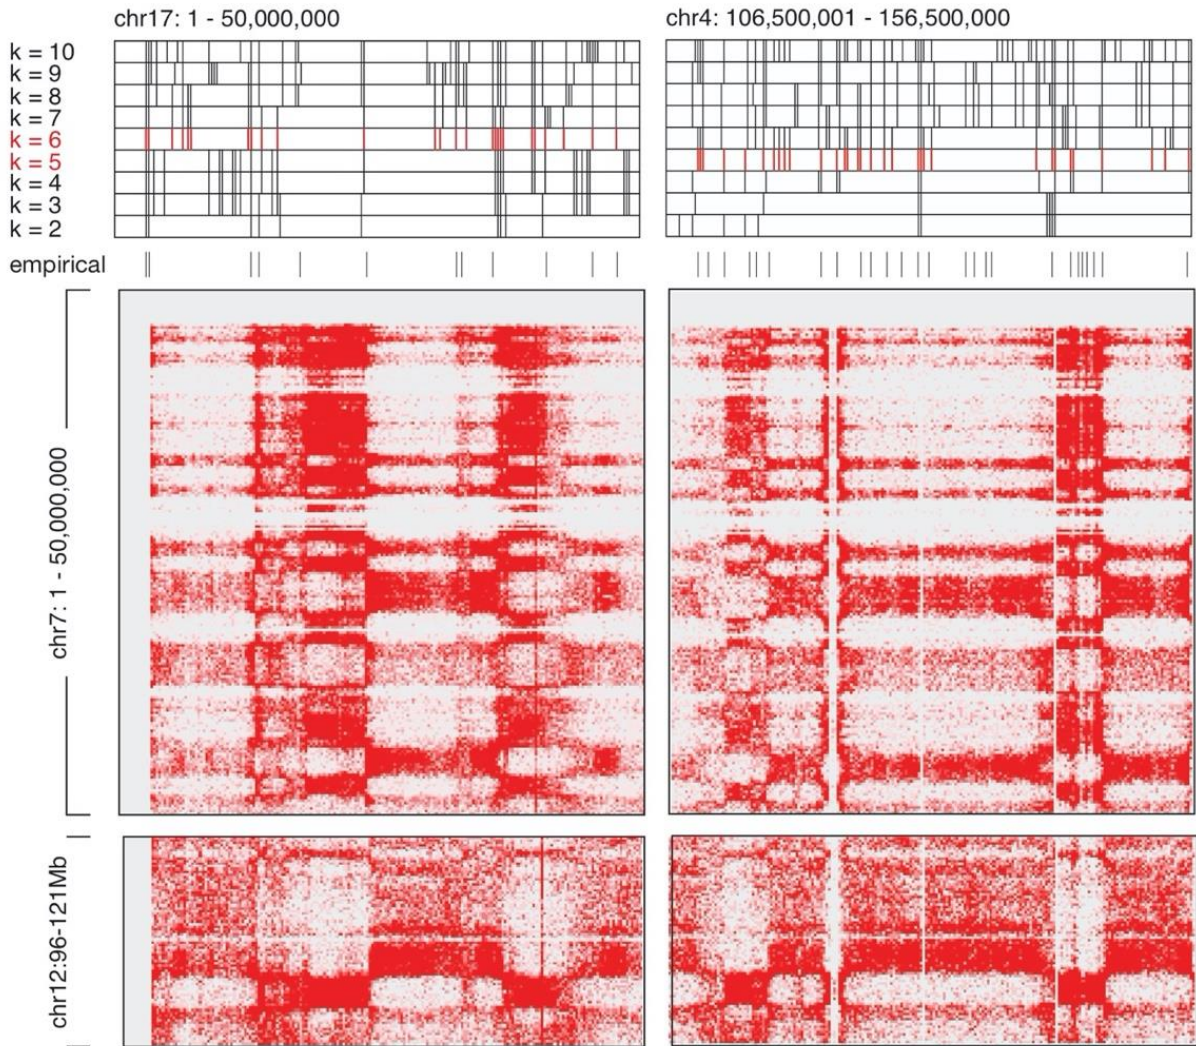

**Figure S1. NeuN+ Hi-C clusters.** Observed/expected HiC interaction matrices ( $n=4$ , 2F/2M) for NeuN+ chromatin were used to extract values using *hicdump*. K-means clustering was performed separately for odd and even chromosomes (see *Methods*). Multiple cluster numbers were tested, ranging from  $k=2$  (bottom) to  $k=10$  (top). Visual corroboration of cluster boundaries was performed against empirically determined boundaries (gray) based on the visual inspection of the HiC *trans* contact maps, as described in the k-means clustering strategy of Rao, et. al. (2014)<sup>11</sup>. Odd chromosomes (see chr17) were most concordant with  $k=6$  (red), while even chromosomes (see chr4) were most concordant with  $k=5$  (red). To match and collapse these clusters across all chromosomes, any cluster comprising  $<2\%$  of the loci within the genomic space were first removed, and the remaining clusters ( $n=4$  within odds, 4 within evens) were combined in order of size.

**Figure S2**

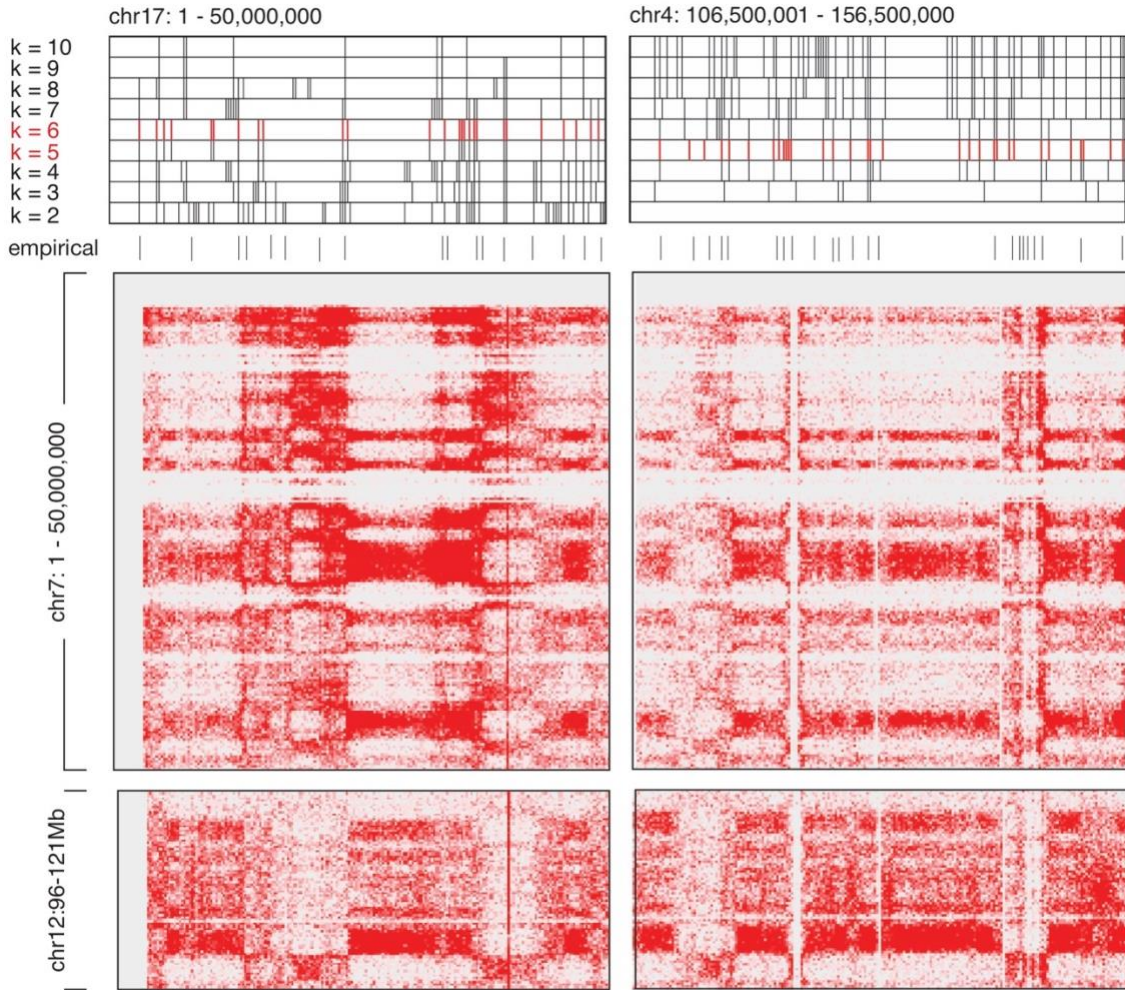

**Figure S2. NeuN- Hi-C clusters.** Observed/expected HiC interaction matrices (n=4, 2F/2M) for NeuN- chromatin were used to extract values using *hicdump*. K-means clustering was performed separately for odd and even chromosomes (see *Methods*). Multiple cluster numbers were tested, ranging from k=2 (bottom) to k=10 (top). Visual corroboration of cluster boundaries was performed against empirically determined boundaries (gray) based on the visual inspection of the HiC trans contact maps, as described in the k-means clustering strategy of Rao, et. al. (2014)<sup>11</sup>. Odd chromosomes (see chr17) were most concordant with k=6 (red), while even chromosomes (see chr4) were most concordant with k=5 (red). To match and collapse these clusters across all chromosomes, any cluster comprising <2% of the loci within the genomic space were first removed, and the remaining clusters (n=4 within odds, 4 within evens) were combined in order of size.

**Figure S3**

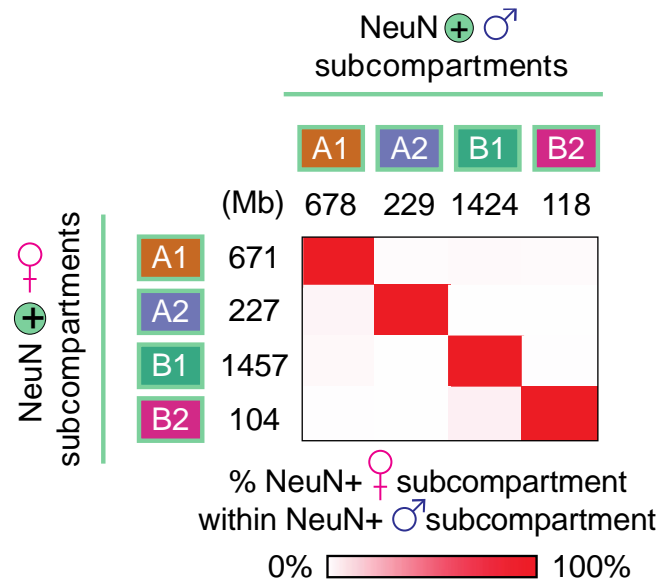

**Figure S3. Correspondence of NeuN+ subcompartment loci across replicates.** Percent overlap of shared genomic coordinates within each subcompartment combination between the female (n=2, rows) and male (n=2, columns) Hi-C files. Color scale indicates percent of 250kb bins within the female NeuN+ subcompartment shared within the denoted male NeuN+ subcompartment; 0% (white), 100% (red). NeuN+ subcompartments were independently called in female (n=2) and male (n=2) Hi-C files; the respective sizes of these subcompartments are denoted in Mb along the axes.

**Figure S4**

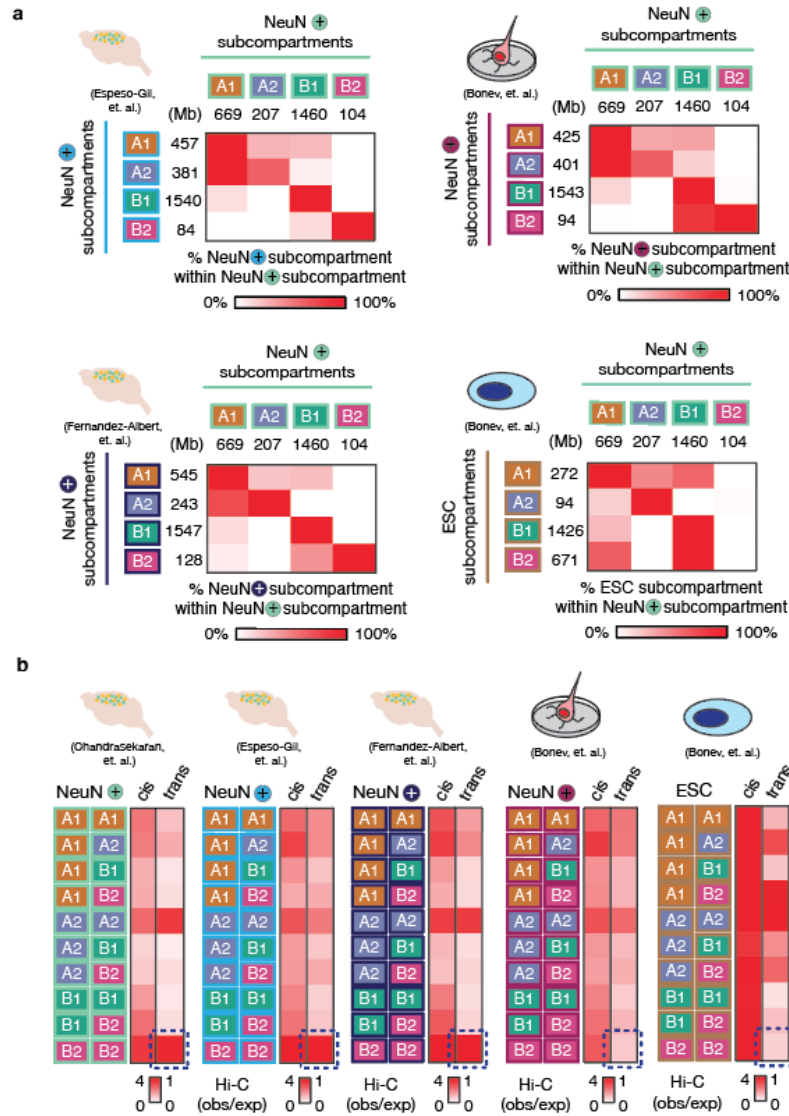

**Figure S4. Subcompartment connectivity across independent studies reveals consistent patterning in adult forebrain neurons.** (A) Neuronal subcompartments from independently published datasets largely correspond to the NeuN<sup>+</sup> subcompartments of the current study (shown as reference set, horizontal axis). Independent datasets: (*Top left*) Neurons from adult mouse cortex (n=2) [Espeso-Gil, et al. (2021)<sup>12</sup>]; (*bottom left*) Neurons from adult mouse hippocampus (n=2) [Fernandez-Albert, et al. (2019)<sup>13</sup>]; (*top right*) Immature neurons from neuronal culture (n=2) [Bonev, et al. (2017)<sup>14</sup>]; (*bottom right*) ESCs (n=4) from culture [Bonev, et al. (2017)<sup>14</sup>]. Genomic extents of each subcompartment as indicated. Percent overlap of coordinates from each subcompartment with each of the NeuN<sup>+</sup> reference subcompartments are represented on the indicated color scale. (B) Heatmap of mean Hi-C (observed/expected) between loci comprising the designated subcompartments in *cis* and *trans*, 250kb resolution. NeuN<sup>+</sup> Hi-C of present study (*Chandrasekaran, et al.*) is shown on the far left. Notice highly similar connectivity pattern, including B2-B2 contacts, among the three Hi-C datasets from adult mouse brain neurons (highlighted with the dashed boxes, blue).

**Figure S5**

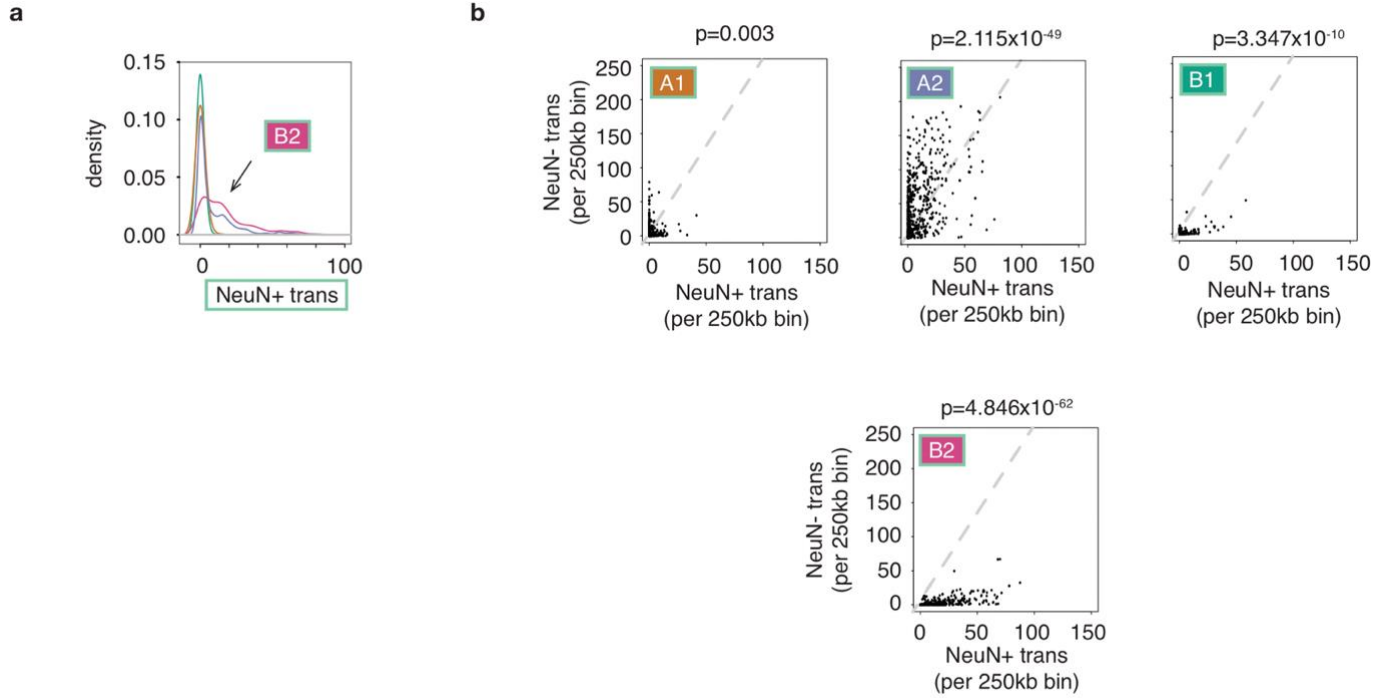

**Figure S5. Trans interactions by subcompartment.** (A) Density plot representing the NeuN+ *trans* interactions occurring in 250kb bins comprising each of the four subcompartments. Colors: A1 (orange), A2 (purple), B1 (green), B2 (pink). Note the dichotomy in *trans* interactions across subcompartments, with A1 and B1 plots narrowly peaking near 0, and A2 and B2 plots (highlighted with arrow), are flatter and more skewed towards higher *trans* interactions (x-axis). (B) Scatterplots of mean NeuN+ *trans* (x-axis) vs. NeuN- *trans* (y-axis) interactions (n=4/group) for loci comprising the NeuN+ subcompartments. Dotted line in gray is the genome-wide expected line calculated from the mean *trans*- interactions called in NeuN+ and NeuN-. P-values were calculated using paired Student's t-testing (two-sided) between the observed and expected NeuN- *trans* interactions per 250kb bin genome-wide based on the observed NeuN+ *trans* interactions at that bin.

**Figure S6**

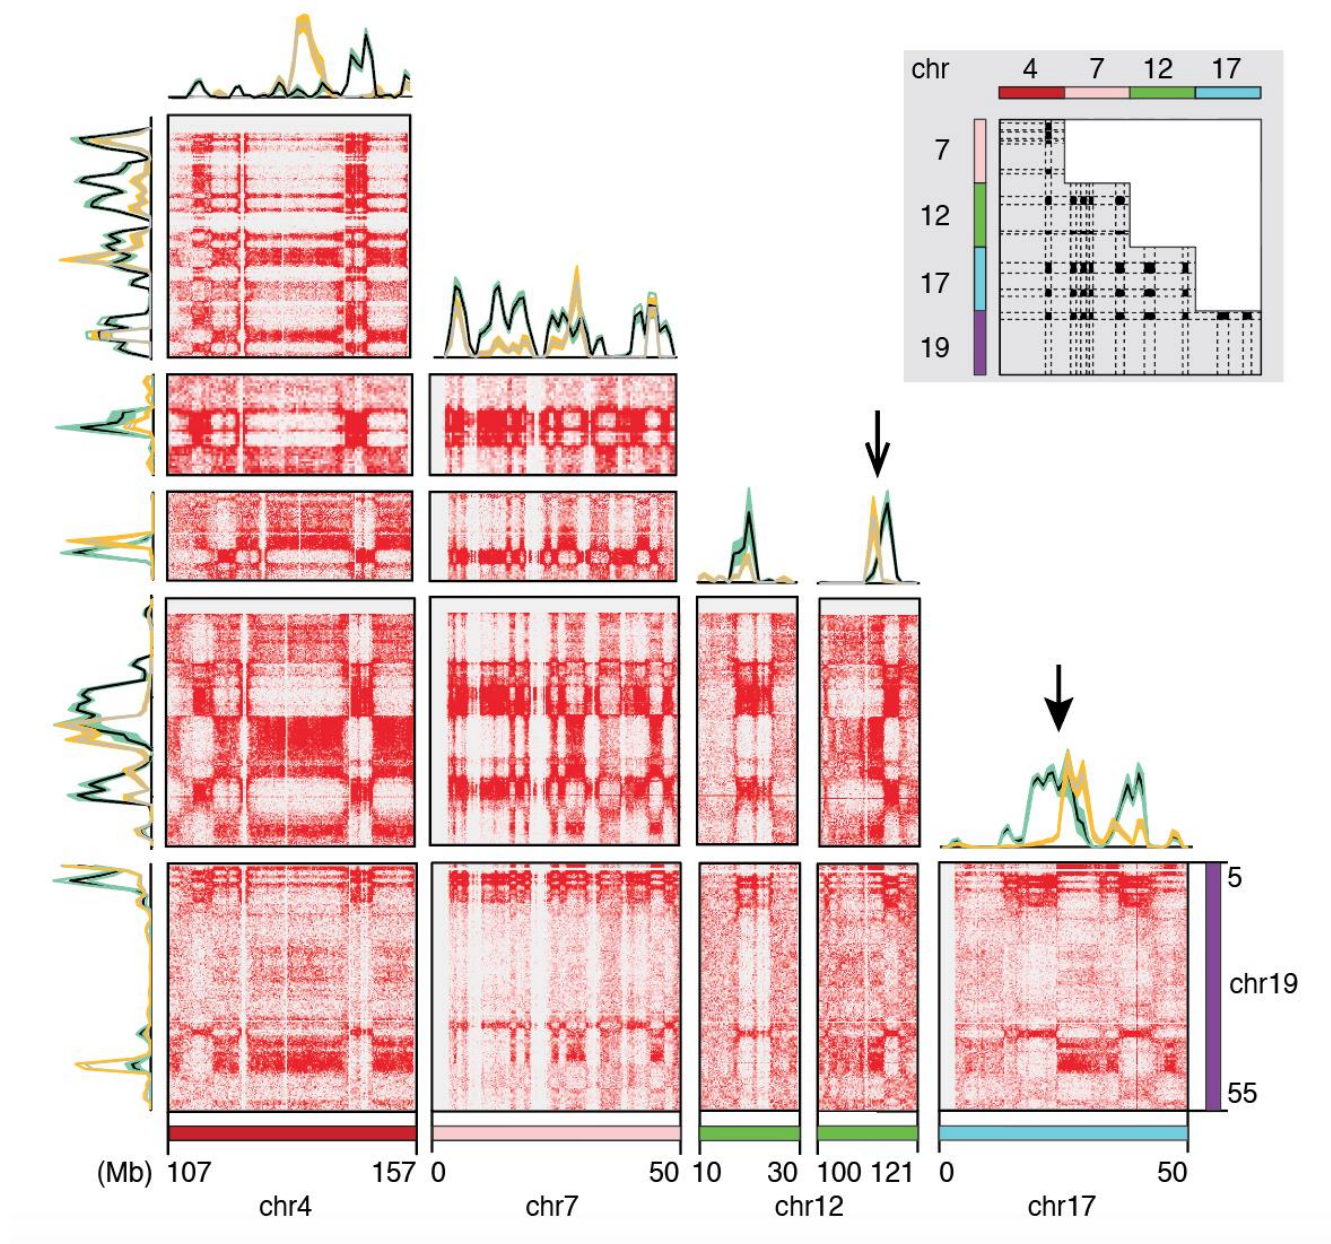

**Figure S6. *Trans* interactions among B2 chromosomal megadomains.** Select Hi-C pairwise matrices highlighting chromosomal megadomains of B2 subcompartment loci engaging in neuron-specific interactions in *trans*. Traces on the axes of these matrices indicate the number of significant HOMER interactions (threshold  $p < 1 \times 10^{-50}$ ) each locus along the chromosome participates in genome-wide; green line traces represent NeuN+, and orange line traces represent NeuN-. The schematic at the top right of figure highlights the portions of each chromosome that have been magnified and incorporated into the figure. Note sharp boundaries of Hi-C densities (red) coincident with boundaries of genome segments participating in *trans* interactions only in NeuN+ vs. in both NeuN+ and NeuN- (thin arrow on chr12; thick arrow on chr17).

**Figure S7**

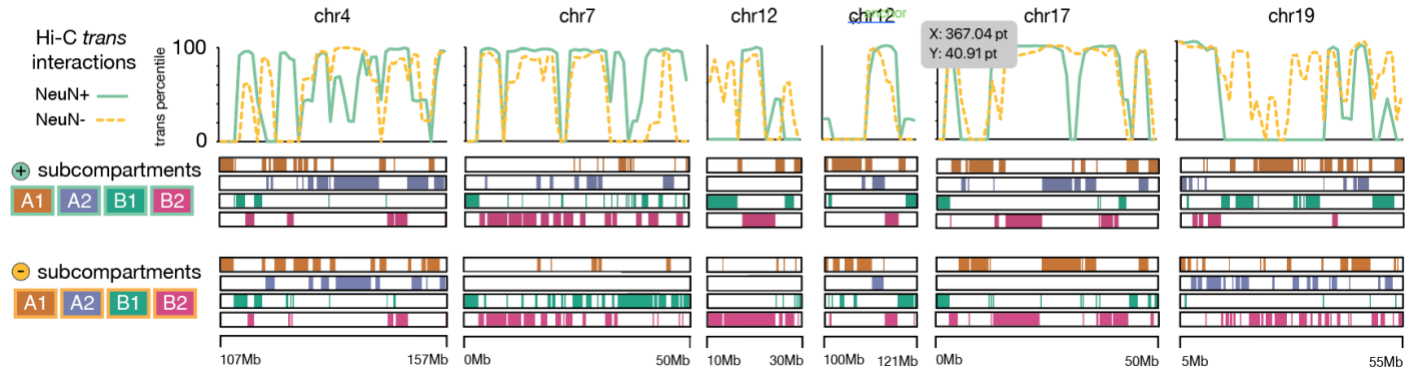

**Figure S7. Hi-C *trans* profiles in NeuN+ and NeuN-.** Hi-C pairwise *trans* contact maps for NeuN+ (green) and NeuN- (orange) across several chromosomes. X-axis denotes genomic coordinates in 1Mb increments; y-axis denotes the mean percentile ( $n=4/\text{group}$ ) of significant HOMER (threshold:  $p < 10^{-50}$ ) *trans* interactions called within each 1Mb bin along the represented chromosomal segment, by respective cell type. Subcompartment designations in NeuN+ (top) and NeuN- (bottom) included. Note this plot is identical to Figure 1H but has been converted into percentiles to superimpose data from both cell types onto the same axis.

**Figure S8**

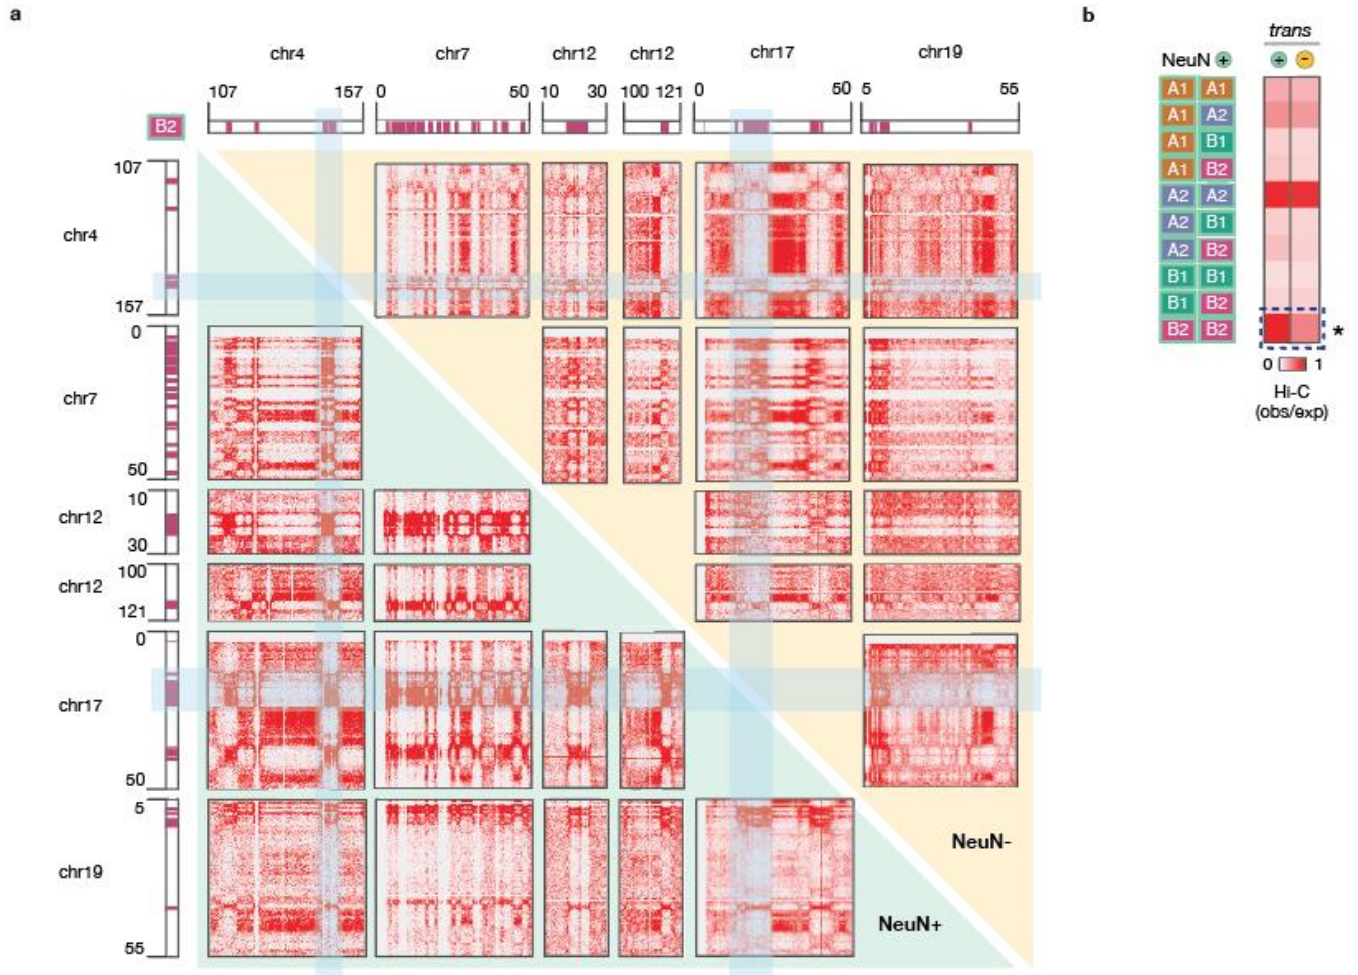

**Figure S8. *Trans* interactions occur less frequently among  $B_2^{NeuN+}$  loci in NeuN- as compared to NeuN+.** (A) Select Hi-C pairwise matrices highlighting interaction frequencies among chromosomal megadomains comprising  $B_2^{NeuN+}$  subcompartment loci engaging in neuron-specific interactions in *trans*.  $B_2^{NeuN+}$  chromosomal megadomains displayed as tracks (highlighted in pink) along the axes of the overall matrix. Matrices highlighted in green denote NeuN+ Hi-C interaction maps; matrices highlighted in orange denote NeuN- Hi-C interaction maps. Select interactions between  $B_2^{NeuN+}$  loci are highlighted in blue to denote contrasting interaction frequencies at the same coordinates in NeuN+ vs. NeuN-. (B) Heatmap of mean Hi-C (observed/expected) between loci comprising the designated NeuN+ subcompartments in *trans* (left) and *cis* (right) in NeuN+ (n=4) and NeuN- (n=4); 250kb resolution. Notice the reduced *trans* mean in NeuN- vs. NeuN+ (highlight with dashed box, blue) for interactions occurring between  $B_2^{NeuN+}$  loci; statistical significance determined using Student's t-test ( $p < 10^{-300}$ , two-sided, paired).

**Figure S9**

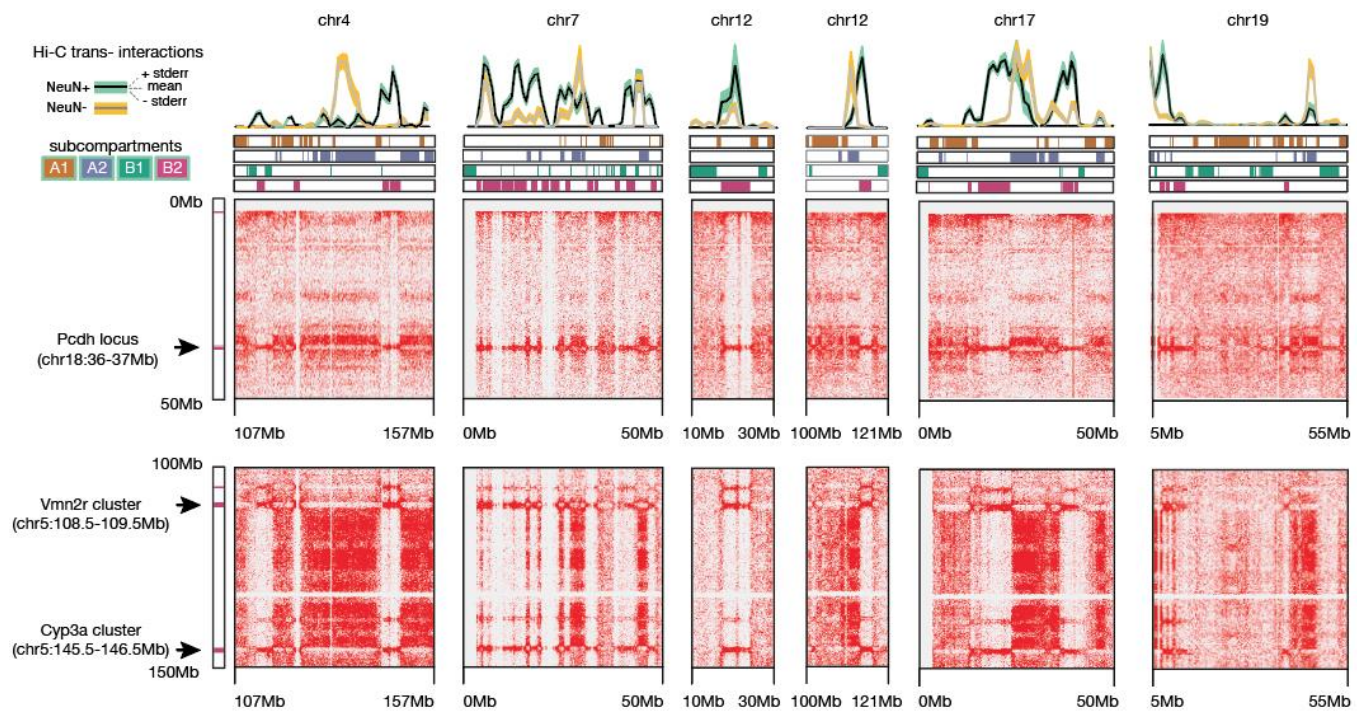

**Figure S9. Gene clusters in  $B2^{NeuN+}$ .** Hi-C pairwise contact maps encompassing multiple gene clusters (y-axis). Note the marked coincidence of observed Hi-C interactions corresponding to each gene cluster with the B2 subcompartment loci (pink).

**Figure S10**

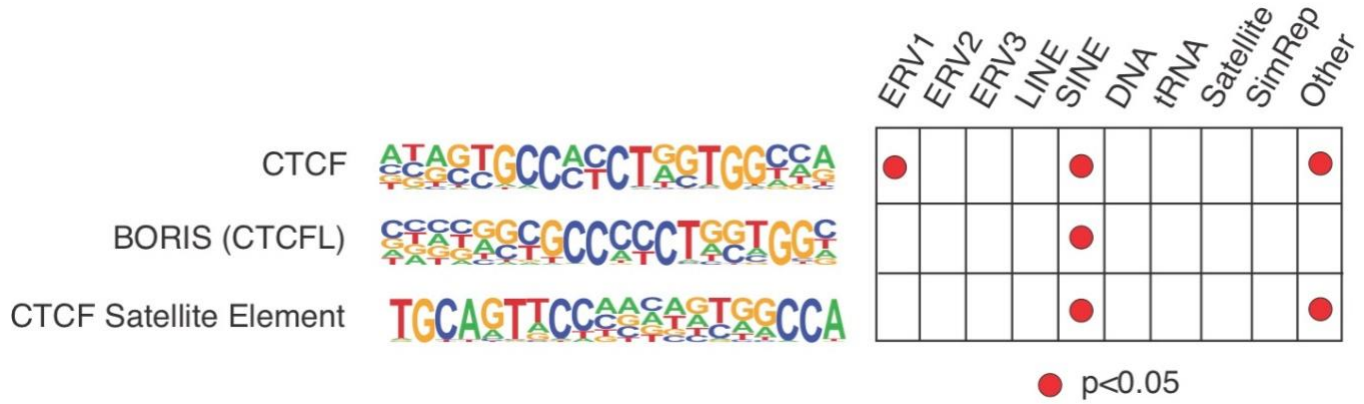

**Figure S10. CTCF binding motif enrichment.** Binding motif enrichment for CTCF and CTCF-related architectural proteins (BORIS and CTCF Satellite Element) across repetitive element categories using HOMER binomial testing (one-sided). Note that ERV2s do not collectively enrich for CTCF and CTCF-related binding proteins, in contrast to SINE elements which are significantly associated (as corroborated in the literature);  $-\log(p\text{-values})$  as depicted.

**Figure S11**

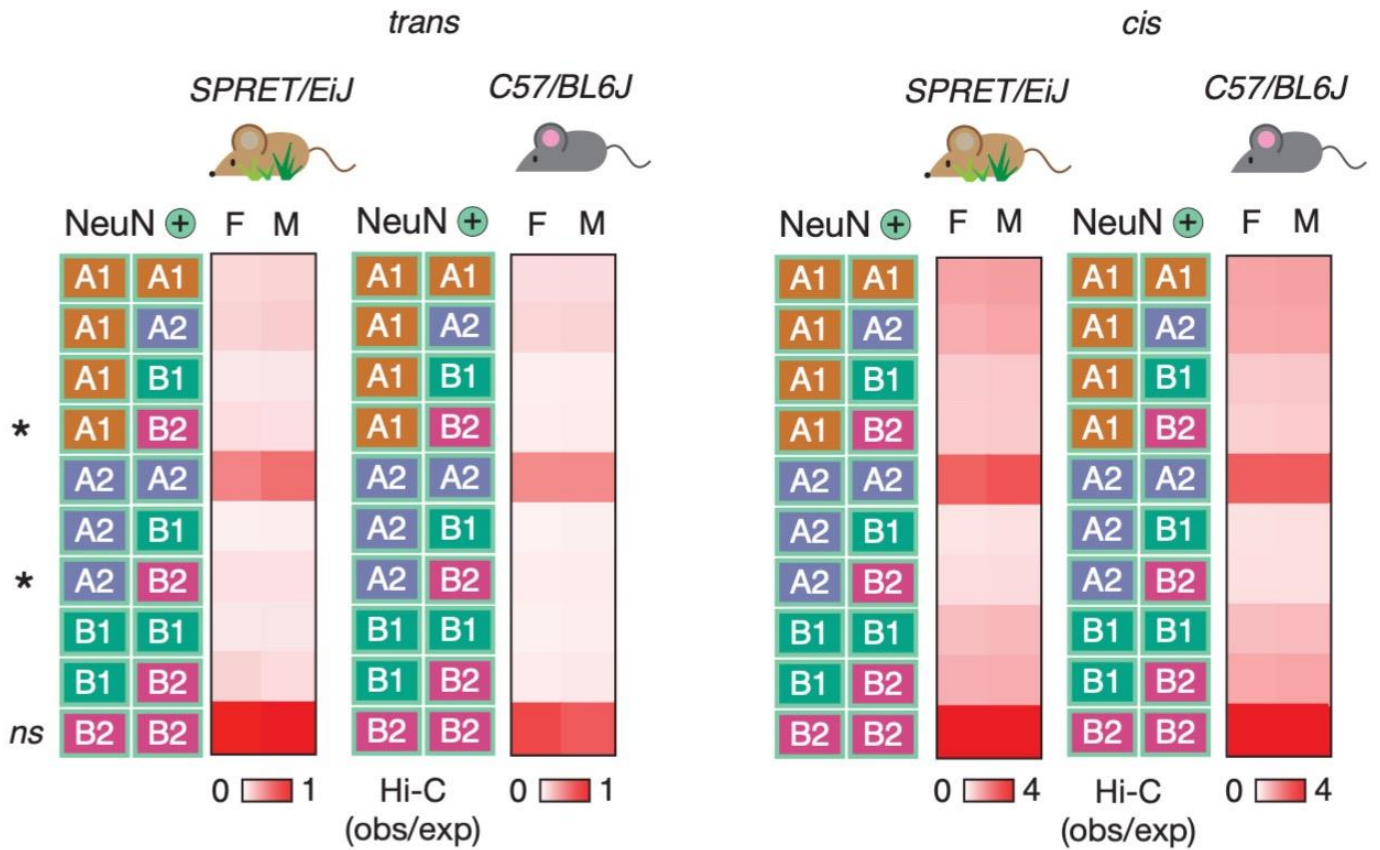

**Figure S11. Strain- and sex-specific heatmap of Hi-C subcompartment interactions.** Heatmap for mean Hi-C (observed/expected) between loci comprising the designated NeuN+ subcompartments (SPRET/EiJ or C57/BL6J) in *trans* (left) and *cis* (right); 250kb resolution. Asterisks (\*) indicate subcompartment interactions that differed significantly between SPRET/EiJ and C57/BL6J ((\*)  $p < 0.05$ ; Student's t-testing, paired by sex, two-sided); ns indicates not significant. (A1:B2  $p = 0.03379389$ ; A2:B2  $p = 0.04796373$ ). Notice the overall similar *cis* and *trans* interaction profiles among subcompartments in both strains; however, B2 loci demonstrate significantly increased *trans* frequencies of interactions with A1 and A2 subcompartments in SPRET/EiJ vs. C57/BL6J.

**Figure S12**

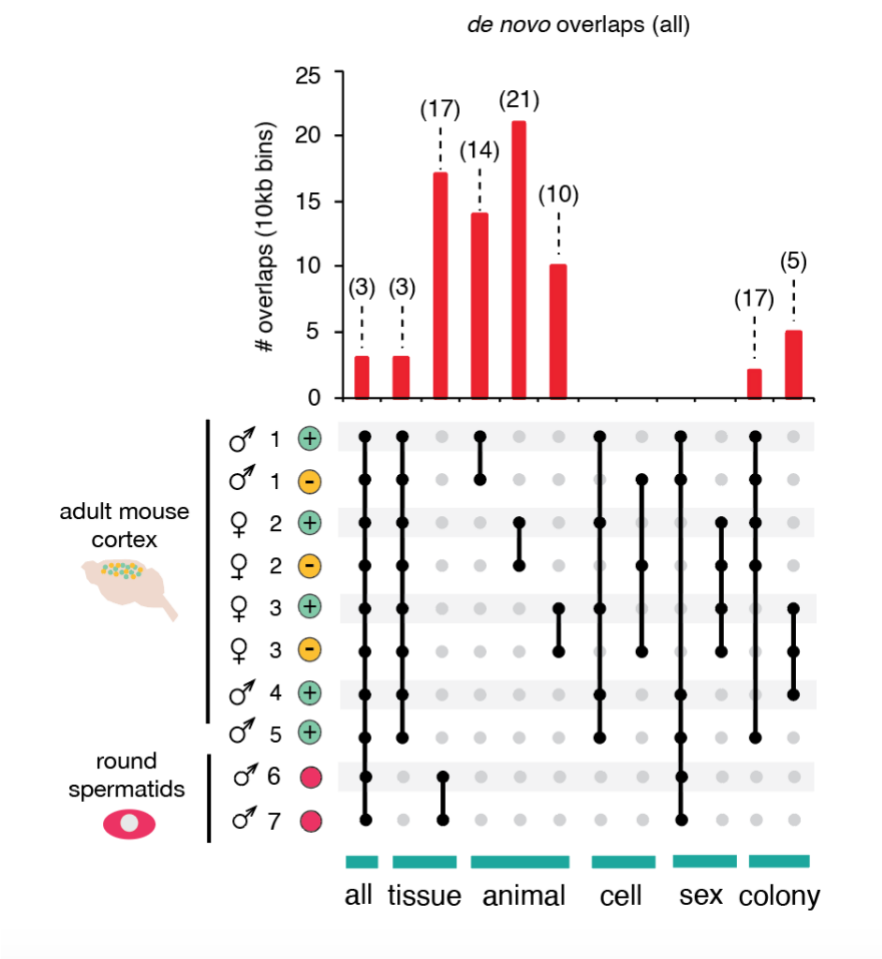

**Figure S12. PacBio SMRT long-read sequencing of IAPezi *de novo* integration sites in adult mouse cortex and round spermatids.** Number of *de novo* overlaps, including full-length (10kb resolution), shared among the different subsets of biological specimens tested (depicted as red bars). Samples are grouped by tissue, animal, cell type, sex, and colony, as indicated with the black connected dots.

**Figure S13**

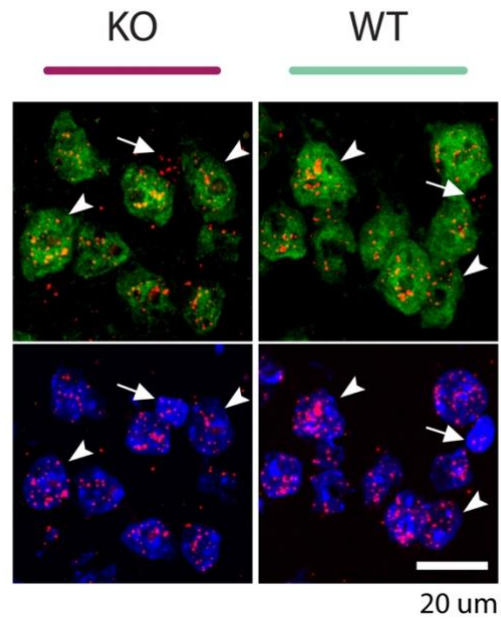

**Figure S13. IAP gag DNA FISH in NeuN+ and NeuN- nuclei.** IAP gag DNA FISH signal in coronal sections in *Setdb1* KO vs. WT adult cortex. Counterstained with NeuN (green) and DAPI (blue) as indicated. Arrows and arrowheads mark representative examples of NeuN+ and NeuN- nuclei, respectively.

**Figure S14**

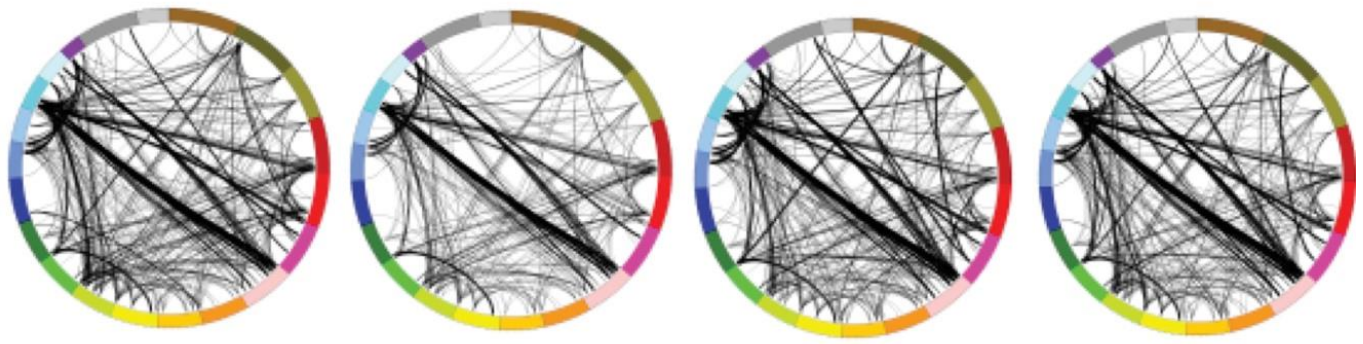

**Figure S14. Hi-C circos plots from NeuN+ of *Camk-Cre<sup>+</sup>*, *Setdb1<sup>lox/lox</sup>* mutant mice (adult cortex).** Circos plots depicting *Setdb1*-cKO *trans* chromosomal interactions determined by HOMER v4.8. Autosomes (chr1-19) and chrX/Y are depicted along the periphery of the circle in clockwise fashion, with chr 1 (brown, 12:00), Significance threshold:  $p < 1 \times 10^{-50}$ .

**Figure S15**

| mouse NeuN  >  |        | KO < WT   |        |
|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------|-----------|--------|
| (H3K9me3)                                                                                                                                                                        |        | (H3K9me3) |        |
| ↑ DEGs                                                                                                                                                                           | ↓ DEGs | ↑ DEGs    | ↓ DEGs |
| A1                                                                                                                                                                               | 4 1    | 1 0       |        |
| A2                                                                                                                                                                               | 3 0    | 1 0       |        |
| B1                                                                                                                                                                               | 4 3    | 0 0       |        |
| B2                                                                                                                                                                               | 36 0   | 2 0       |        |

**Figure S15. Histone methylation at Setdb1-sensitive genes.** DEGs between Setdb1-cKO and WT are minimally enriched with NeuN+ specific H3K9me3 at baseline and are minimally altered in H3K9me3 enrichments upon Setdb1 loss. Total upregulated DEGs (764); total downregulated DEGs (324). (Left) Each value in the table denotes the number of genes per category (upregulated or downregulated DEG) with significant H3K9me3 in NeuN+ > NeuN- in WT (diffReps,  $p < 0.001$ ) by subcompartment. (Right) Each value in the table denotes the number of genes per category (upregulated or downregulated DEG) with significant H3K9me3 changes in KO NeuN+ as compared to WT NeuN- (diffReps,  $p < 0.001$ ) by subcompartment.

**Figure S16**

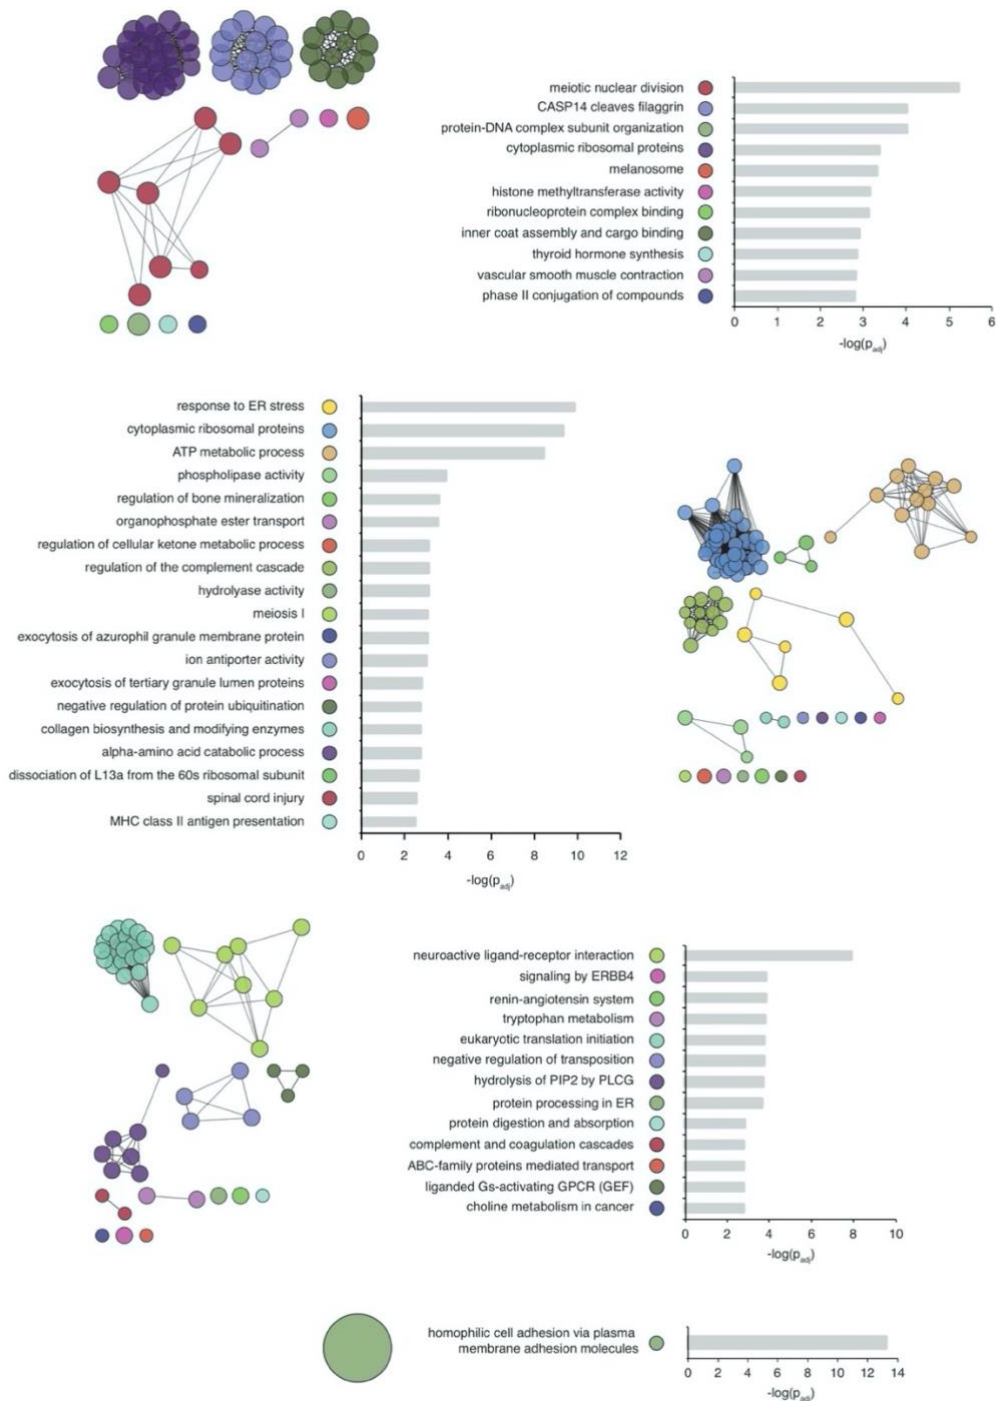

**Figure S16. GOs for elevated transcripts in *Camk-Cre<sup>+</sup>*, *Setdb1<sup>2lox/2lox</sup>* mutant vs. control adult cortex.** (n=6/group) Top ten categories displayed per subcompartment, with corresponding enrichment significance for each GO category ( $-\log(p_{adj})$ ) (ClueGO (v2.5.1) for Cytoscape (v3.6.1, right-sided hypergeometric test analysis with Benjamini-Hochberg p-value correction)). From top to bottom, modules and GO analyses correspond to A1, A2, B1, and B2. Gene modules are depicted with connected nodes.

**Figure S17**

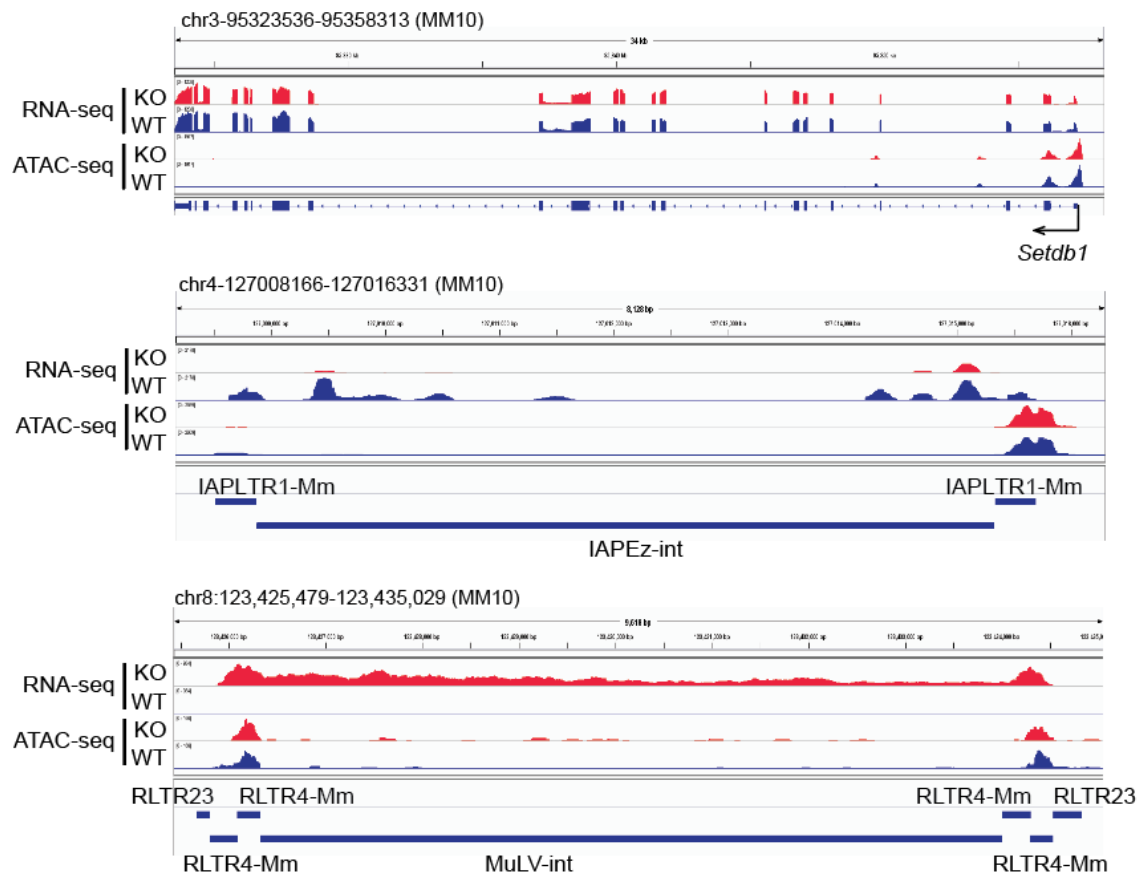

**Figure S17. Microglia RNA-Seq and ATAC-Seq.** Representative images show signal at (Top) *Setdb1* gene, (Middle) IAPEz-int, and (Bottom) ERV1-MuLV loci from microglia-specific RNA-seq and ATAC-seq in *Setdb1-CK-cKO* and controls. Notice no change for *Setdb1* transcription, especially exon III that was ablated in our neuronal knockout system. Similarly, note no change in the chromatin accessibility at the locus. Notice the decrease of IAPEz-int and increase of MuLV transcripts at these two specific loci.

**Figure S18**

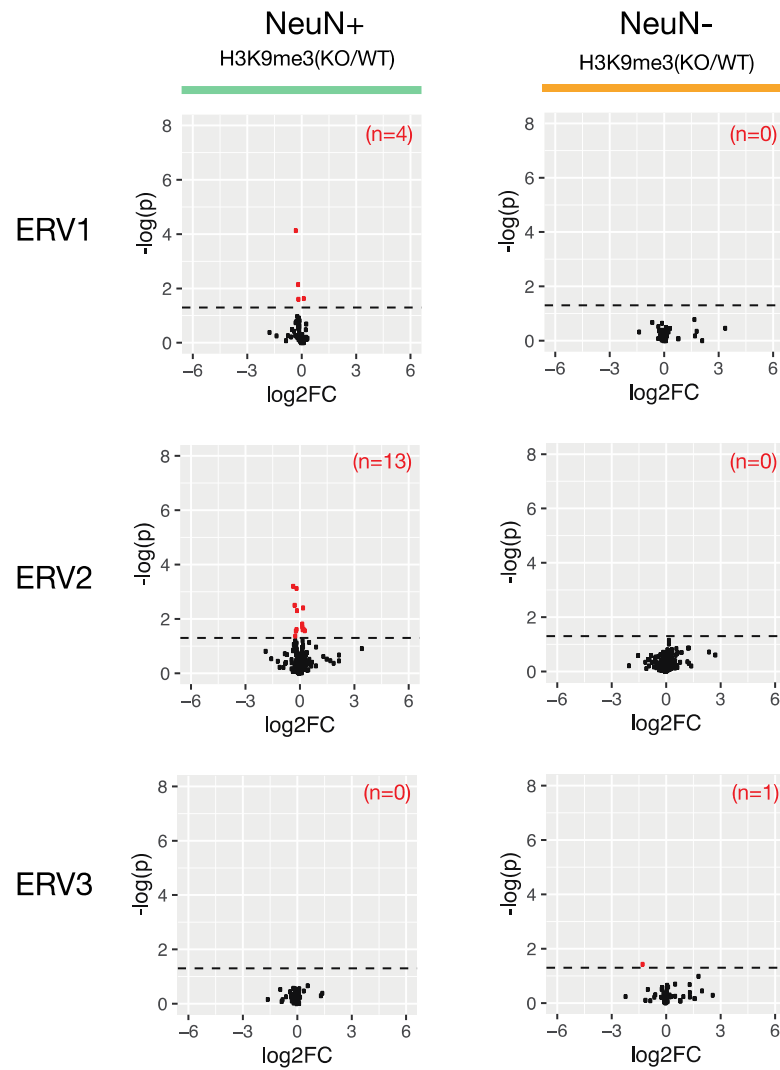

**Figure S18. NeuN+ and NeuN- H3K9me3 (KO/WT) for ERV classes (I, II, and III).** Scatterplot of H3K9me3 changes across NeuN+ in KO/WT and matched NeuN- for ERV1, ERV2, and ERV3. X-axis, log2FC H3K9me3 (KO/WT); y-axis -log(p-value) (n=3/group). Dashed lines indicate threshold for significance (two-sided, p-value = 0.05); all values higher than this line, highlighted in red, surpass this threshold. Total count of significant elements per ERV class noted in top right corner of each scatterplot.

**Figure S19**

**Figure S19. NeuN+ and NeuN- H3K9me3 (KO/WT) for non-ERV repeat categories.** Scatterplot of H3K9me3 changes across NeuN+ in KO/WT and matched NeuN- for repeat categories, as indicated. X-axis, log2FC H3K9me3 (KO/WT); y-axis -log(p-value) (n=3/group). Dashed lines indicate threshold for significance (two-sided, p-value = 0.05); all values higher than this line, highlighted in red, surpass this threshold. Total count of significant elements per repeat category noted in top right corner of each scatterplot.

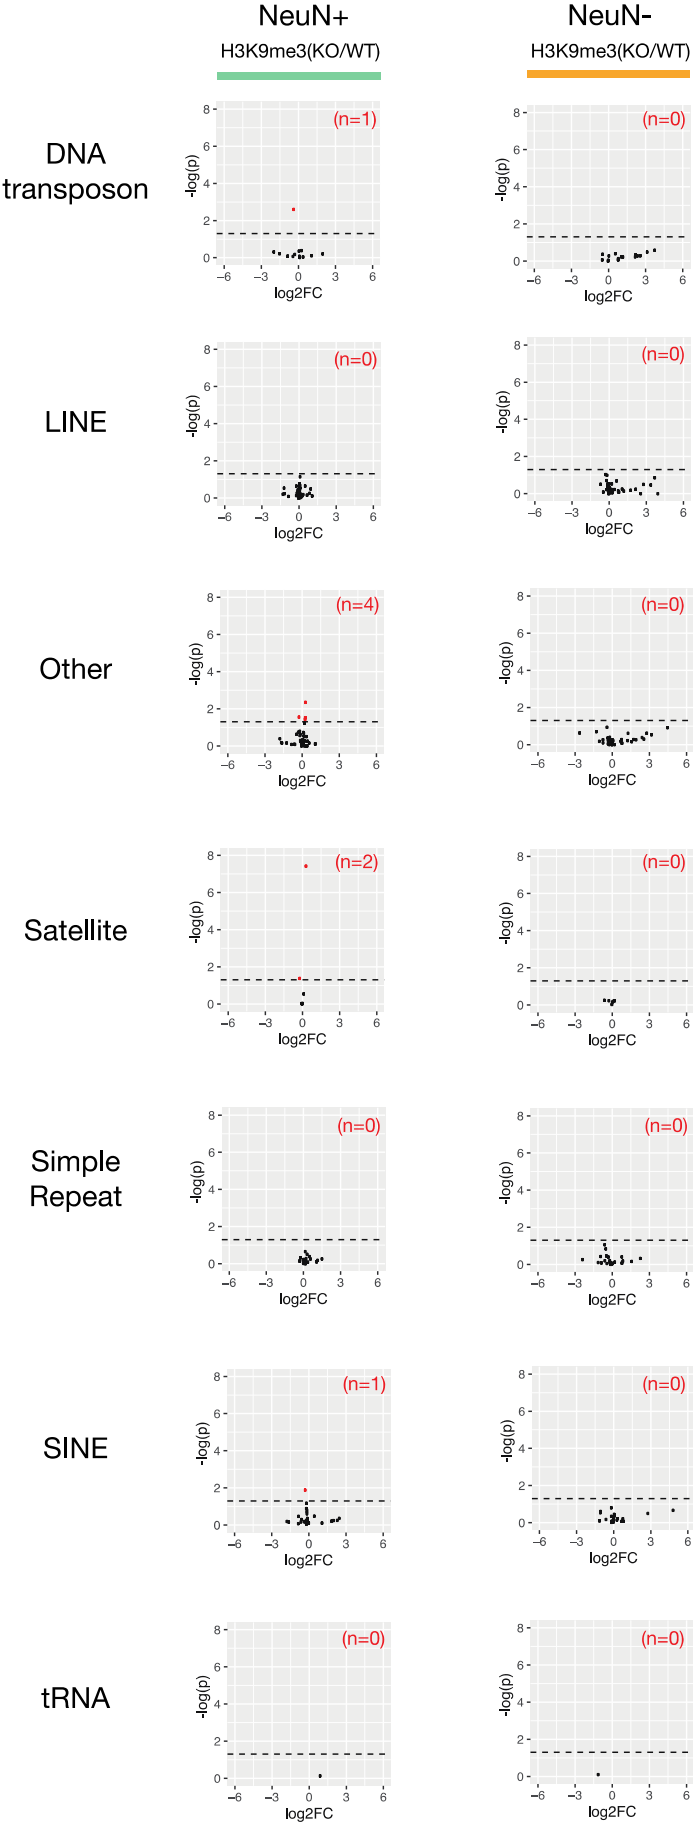

**Figure S20**

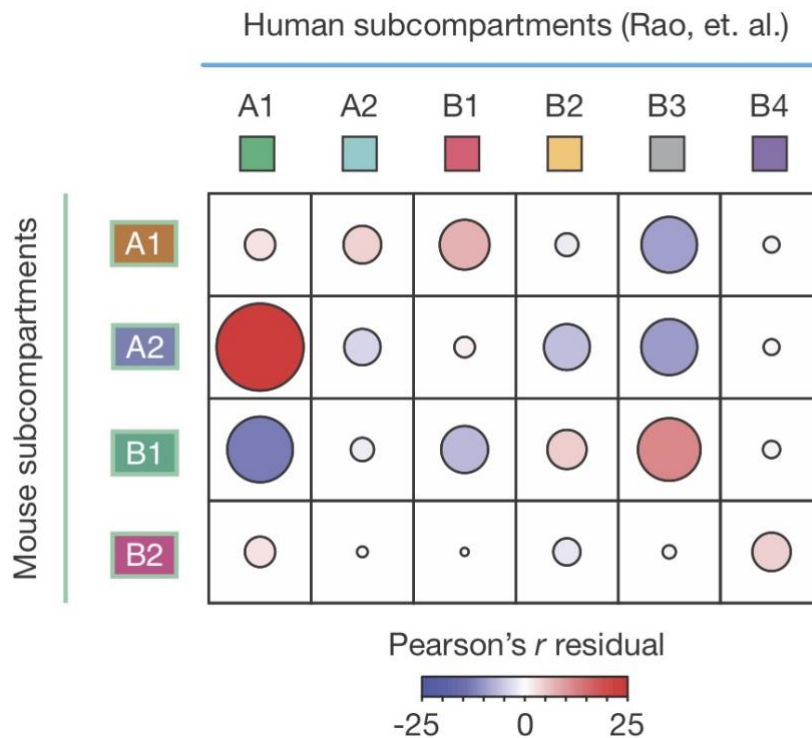

**Figure S20. Mouse/human subcompartment comparisons.** Observed/expected (Pearson's residual  $r$ ) length of overlaps for lifted over coordinates from the human subcompartments (Rao, et. al. (2014))<sup>11</sup> with the NeuN+ subcompartments. The area of each ellipse represents  $r_{\text{absolute}} (|r|)$ , and color of each ellipse represents  $r$ , with a big blue circle representing substantially lower overlap than expected and a big red circle representing more overlap than expected based on length of the subcompartments under comparison.

**Figure S21**

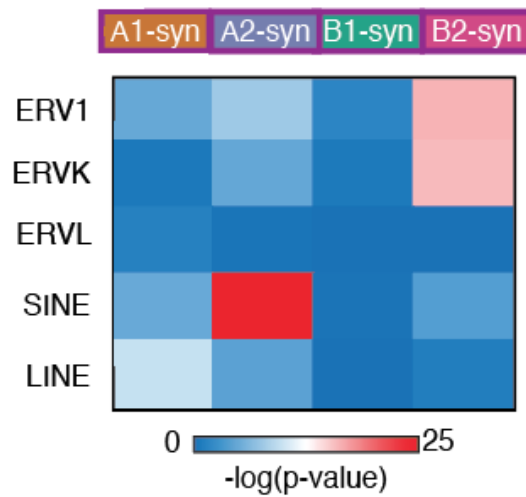

**Figure S21. Inter-chromosomal contacts in human neurons are enriched with (H)ERV retroelements.** Heatmap of significance of genome-wide associations (Fisher's 2x2 exact testing, one-sided) between syntenic genomic loci for each of the mouse subcompartments (denoted as "-syn") and repetitive element hotspots in humans (hg38). Notable associations include SINEs in A2-syn ( $p=2.93 \times 10^{-42}$ ), and ERVK ( $p=1.42 \times 10^{-16}$ ) and ERV1 ( $p=6.01 \times 10^{-17}$ ) with B2-syn.

**Supplementary Table S1. ChIP-Seq QC metrics**

| Histone PTM | Sex    | Nuclei Type | Sequencing Depth | Total Reads |
|-------------|--------|-------------|------------------|-------------|
| H3K9me3     | Male   | NeuN+       | 75bp, PE         | 80427273    |
|             | Male   | NeuN-       | 75bp, PE         | 73018376    |
|             | Male   | NeuN+       | 75bp, PE         | 85277944    |
|             | Male   | NeuN-       | 75bp, PE         | 83575179    |
|             | Female | NeuN+       | 75bp, PE         | 85338301    |
|             | Female | NeuN-       | 75bp, PE         | 90128938    |
|             | Female | NeuN+       | 75bp, PE         | 83110870    |
|             | Female | NeuN-       | 75bp, PE         | 77285867    |
| H3K27ac     | Male   | NeuN+       | 75bp, PE         | 93744420    |
|             | Male   | NeuN-       | 75bp, PE         | 90871628    |
|             | Male   | NeuN+       | 75bp, PE         | 94017026    |
|             | Male   | NeuN-       | 75bp, PE         | 92256496    |
|             | Male   | NeuN+       | 75bp, PE         | 100804952   |
|             | Male   | NeuN-       | 75bp, PE         | 91303905    |
| H3K79me2    | Female | NeuN+       | 50bp, SE         | 28708757    |
|             | Female | NeuN-       | 50bp, SE         | 23407149    |
|             | Female | NeuN+       | 50bp, SE         | 18113433    |
|             | Female | NeuN-       | 50bp, SE         | 25284447    |

**Supplementary Table S2. PacBio qPCR primers.**

| Name     | Sequence                         |
|----------|----------------------------------|
| IAPEzi-f | 5' CACGCTCCGGTAGAATACTTACAAAT 3' |
| IAPEzi-r | 5' CCTGTCTAACTGCACCAAGGTAAAAT 3' |
| IAPEY3-f | 5' ACAGAGGAGGACAACCTGCTC 3'      |
| IAPEY3-r | 5' AACCTTACACAGGCAAAAGC 3'       |

**Supplementary Table S3. PacBio oligonucleotide capture probes.**

| Sequence (5' to 3')                                                                                                                | GC (%) |
|------------------------------------------------------------------------------------------------------------------------------------|--------|
| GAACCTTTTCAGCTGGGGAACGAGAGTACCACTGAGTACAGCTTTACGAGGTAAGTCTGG<br>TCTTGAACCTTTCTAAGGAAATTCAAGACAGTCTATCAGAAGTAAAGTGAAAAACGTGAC<br>CG | 43.33  |
| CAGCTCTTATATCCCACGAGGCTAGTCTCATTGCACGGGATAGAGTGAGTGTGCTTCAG<br>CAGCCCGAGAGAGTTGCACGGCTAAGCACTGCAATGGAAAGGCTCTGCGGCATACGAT<br>GAG   | 54.17  |
| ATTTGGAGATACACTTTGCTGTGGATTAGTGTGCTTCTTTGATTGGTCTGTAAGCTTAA<br>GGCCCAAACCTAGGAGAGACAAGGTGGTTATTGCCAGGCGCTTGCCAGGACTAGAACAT<br>GG   | 45.83  |
| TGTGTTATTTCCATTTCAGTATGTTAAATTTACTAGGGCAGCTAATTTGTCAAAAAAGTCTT<br>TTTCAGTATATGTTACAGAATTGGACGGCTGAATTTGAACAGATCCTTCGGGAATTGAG<br>A | 34.17  |
| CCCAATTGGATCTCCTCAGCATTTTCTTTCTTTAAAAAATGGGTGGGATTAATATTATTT<br>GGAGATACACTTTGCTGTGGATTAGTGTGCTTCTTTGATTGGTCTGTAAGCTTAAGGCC        | 37.5   |
| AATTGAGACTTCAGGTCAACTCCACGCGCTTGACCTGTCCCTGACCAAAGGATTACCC<br>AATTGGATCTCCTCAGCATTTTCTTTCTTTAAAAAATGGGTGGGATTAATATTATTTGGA<br>G    | 41.67  |
| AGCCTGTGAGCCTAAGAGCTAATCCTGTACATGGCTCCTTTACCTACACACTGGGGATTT<br>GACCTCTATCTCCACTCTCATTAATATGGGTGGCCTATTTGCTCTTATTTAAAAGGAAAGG      | 44.17  |
| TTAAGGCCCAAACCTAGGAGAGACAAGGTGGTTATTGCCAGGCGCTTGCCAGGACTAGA<br>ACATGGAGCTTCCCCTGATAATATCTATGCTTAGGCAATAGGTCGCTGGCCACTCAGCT<br>CTT  | 50     |
| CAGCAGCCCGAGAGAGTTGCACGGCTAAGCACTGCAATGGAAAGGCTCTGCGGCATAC<br>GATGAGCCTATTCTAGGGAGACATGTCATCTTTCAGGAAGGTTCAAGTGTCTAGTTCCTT<br>TC   | 52.5   |
| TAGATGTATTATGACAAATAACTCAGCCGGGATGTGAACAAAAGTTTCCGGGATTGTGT<br>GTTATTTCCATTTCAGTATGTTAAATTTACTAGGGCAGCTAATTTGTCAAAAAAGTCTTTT<br>C  | 34.17  |
| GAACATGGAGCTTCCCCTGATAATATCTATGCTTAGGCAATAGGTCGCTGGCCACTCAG<br>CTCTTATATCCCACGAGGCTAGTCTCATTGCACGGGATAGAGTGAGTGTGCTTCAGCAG<br>CC   | 50.83  |
| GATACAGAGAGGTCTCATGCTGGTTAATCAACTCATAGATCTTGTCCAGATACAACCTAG<br>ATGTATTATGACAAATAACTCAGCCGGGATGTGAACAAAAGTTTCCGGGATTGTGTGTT<br>AT  | 39.17  |
| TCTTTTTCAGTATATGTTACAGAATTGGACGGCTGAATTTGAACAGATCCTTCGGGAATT<br>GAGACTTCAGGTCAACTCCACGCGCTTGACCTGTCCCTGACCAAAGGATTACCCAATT<br>G    | 45     |
| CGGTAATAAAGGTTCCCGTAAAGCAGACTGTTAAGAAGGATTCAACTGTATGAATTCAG<br>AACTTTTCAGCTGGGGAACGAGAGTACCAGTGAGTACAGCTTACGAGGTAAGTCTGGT<br>CT    | 43.33  |
| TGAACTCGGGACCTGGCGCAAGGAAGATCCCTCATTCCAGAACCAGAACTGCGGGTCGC<br>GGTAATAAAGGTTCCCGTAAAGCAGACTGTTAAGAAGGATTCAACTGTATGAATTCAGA<br>AC   | 48.33  |
| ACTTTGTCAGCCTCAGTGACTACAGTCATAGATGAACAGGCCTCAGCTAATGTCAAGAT<br>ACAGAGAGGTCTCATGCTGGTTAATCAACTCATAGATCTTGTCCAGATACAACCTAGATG<br>TA  | 41.67  |
| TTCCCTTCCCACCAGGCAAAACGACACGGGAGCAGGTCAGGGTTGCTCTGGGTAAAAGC<br>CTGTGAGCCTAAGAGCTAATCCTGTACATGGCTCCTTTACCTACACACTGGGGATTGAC<br>C    | 53.33  |
| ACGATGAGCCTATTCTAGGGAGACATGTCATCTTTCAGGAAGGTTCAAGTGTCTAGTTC<br>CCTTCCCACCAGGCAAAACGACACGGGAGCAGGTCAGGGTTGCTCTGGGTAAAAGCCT<br>GTG   | 52.5   |
| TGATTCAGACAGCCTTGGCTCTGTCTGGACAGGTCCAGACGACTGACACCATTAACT<br>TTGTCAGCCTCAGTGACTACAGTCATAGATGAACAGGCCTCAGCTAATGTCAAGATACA<br>GA     | 47.5   |

**Supplementary Table S4. RNA-Seq metrics**

| Sample ID | Sex    | Genotype | Sequencing Depth | Total Reads | Alignment (%) |
|-----------|--------|----------|------------------|-------------|---------------|
| 2345      | Male   | WT       | 100bp, PE        | 70349554    | 93.37559979   |
| 2368      | Male   | WT       | 100bp, PE        | 75987918    | 92.62084533   |
| 2379      | Male   | WT       | 100bp, PE        | 63396242    | 92.7409325    |
| 2082      | Female | WT       | 100bp, PE        | 62984976    | 91.8447472    |
| 2352      | Female | WT       | 100bp, PE        | 55095462    | 93.69331725   |
| 2391      | Female | WT       | 100bp, PE        | 60246206    | 93.9719059    |
| 2342      | Male   | KO       | 100bp, PE        | 71733102    | 93.39100936   |
| 2366      | Male   | KO       | 100bp, PE        | 72911448    | 92.97194866   |
| 2381      | Male   | KO       | 100bp, PE        | 76145870    | 92.17399184   |
| 2099      | Female | KO       | 100bp, PE        | 62902030    | 91.9199269    |
| 2358      | Female | KO       | 100bp, PE        | 65168926    | 91.45062787   |
| 2393      | Female | KO       | 100bp, PE        | 62565724    | 92.2157953    |

**Supplementary Table S5. Discordant + chimeric RNA-Seq**

|    |   | Total alignments | Discordant (%) | Chimeric alignment |
|----|---|------------------|----------------|--------------------|
| WT | 1 | 70179376         | 0.004576       | 0                  |
|    | 2 | 77686089         | 0.003794       | 0                  |
|    | 3 | 60975124         | 0.003593       | 0                  |
|    | 4 | 84265199         | 0.004033       | 0                  |
|    | 5 | 69994089         | 0.003909       | 0                  |
|    | 6 | 67080807         | 0.005256       | 0                  |
| KO | 1 | 71614047         | 0.004922       | 0                  |
|    | 2 | 81406241         | 0.003965       | 0                  |
|    | 3 | 74366605         | 0.003867       | 0                  |
|    | 4 | 82949120         | 0.004291       | 0                  |
|    | 5 | 85716155         | 0.004331       | 0                  |
|    | 6 | 71298531         | 0.005128       | 0                  |

# Supplementary material for: Neuron-specific chromosomal megadomain organization is adaptive to recent retrotransposon expansions
**Source:** Nat Commun. 2021 Dec 13;12:7243. doi: 10.1038/s41467-021-26862-z
**Supplement:** Supplementary file 3 — Description of additional Supplementary File

### Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: HiC QC metrics

File Name: Supplementary Data 2

Description: NeuN+ subcompartment genomic coordinates (GRCm38/mm10)

File Name: Supplementary Data 3

Description: NeuN- subcompartment genomic coordinates (GRCm38/mm10)

File Name: Supplementary Data 4

Description: Neuronal subcompartment genomic coordinates (GRCm38/mm10) [Espeso-Gil, et. al.]

File Name: Supplementary Data 5

Description: Neuronal subcompartment genomic coordinates (GRCm38/mm10) [Fernandez-Albert, et. al.]

File Name: Supplementary Data 6

Description: Neuronal subcompartment genomic coordinates (GRCm38/mm10) [Bonev, et. al.]

File Name: Supplementary Data 7

Description: ESC subcompartment genomic coordinates (GRCm38/mm10) [Bonev, et. al.]

File Name: Supplementary Data 8

Description: NeuN+ trans interactions

File Name: Supplementary Data 9

Description: NeuN- trans interactions

File Name: Supplementary Data 10

Description: Repeat Sequence Classification

File Name: Supplementary Data 11

Description: PacBio SMRT long-read sequencing QC metrics

File Name: Supplementary Data 12

Description: PacBio full-length coordinates (de novo)

File Name: Supplementary Data 13

Description: Differential trans interactions Setdb1-deficient and control neurons with wildtype Setdb1 levels (n=4/group, 1Mb resolution, padj < 0.05)

File Name: Supplementary Data 14

Description: Differential cis interactions Setdb1-deficient and control neurons with wildtype Setdb1 levels (1Mb resolution, padj < 0.05)

File Name: Supplementary Data 15

Description: Differentially expressed RNAs in Setdb1 mutant vs. control cortex (n=6/group, two-sided,  $p_{adj} < 0.05$ )

File Name: Supplementary Data 16

Description: Differential DNA repeats of RNA-Seq from Setdb1-deficient and control microglia (two-sided,  $p < 0.05$ )

File Name: Supplementary Data 17

Description: Differential genes list of RNA-Seq from Setdb1-deficient and control microglia (n=3/group, one-sided,  $p < 0.05$ )

File Name: Supplementary Data 18

Description: Differential peaks list of ATAC-seq from Setdb1-deficient and control microglia (n=3/group, two-sided,  $p < 0.05$ )

File Name: Supplementary Data 19

Description: Differential H3K9me3 enrichment across repetitive elements in NeuN+ from Setdb1-deficient and littermate controls (n=3/group, two-sided,  $p < 0.05$ )

File Name: Supplementary Data 20

Description: Differential H3K9me3 enrichment across repetitive elements in NeuN- from Setdb1-deficient and littermate controls (n=3/group, two-sided,  $p < 0.05$ )

# Supplementary material for: Neuron-specific chromosomal megadomain organization is adaptive to recent retrotransposon expansions
**Source:** Nat Commun. 2021 Dec 13;12:7243. doi: 10.1038/s41467-021-26862-z
**Supplement:** Supplementary file 24 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☐ ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Figures 1, 2, 3, 4: No software was used for data collection.

Figure 4: Images were acquired using the Olympus VS120 fluorescence microscope.

Figure 5: RNA FISH and immunohistochemistry images were acquired using a Zeiss LSM780 confocal microscope. Electron microscopy images were acquired using the Hitachi 7000 electron microscope.

Data analysis

Figure 1: Samples were sorted using the BD FACSDiva (v6.1) software. Hi-C datasets were analyzed using HiC-Pro(v2.9) after alignment with bowtie2.2, Juicer, and HOMER(v4.8) after alignment with bwa-mem(v0.7.15). Subcompartment calls were performed using packages available on R 3.6.0 and RStudio (v1.1.463). Statistical testing for genome-wide associations were performed using the fisher.exact() function on R. ChIP-Seq tracks were aligned using bowtie2.2, processed with samtools/0.1.19, and visualized using IGV(v2.3.90).

Figure 2: Hi-C datasets were processed using the tools indicated above.

Figure 3: PacBio long-read sequencing was analyzed using packages included with SMRT Link(v5.1.0) and blast+(v.2.7.1).

Figure 4: Transcriptomics were processed using Tophat2.1.1 and HTSeq (v0.11.2), as well as the voomlimma R package. GO enrichments were determined using the ClueGO(v2.5.1) application through Cytoscape(v3.6.1).

Figure 5: IHC images were analyzed using ImageJ (v1.49u) (NIH) and statistically interpreted using Prism 7. Transcriptomics were processed using Tophat2.1.1, samtools(v1.9), and featureCounts (v1.6.3). GO enrichments were determined using ShinyGO(v0.61). ATAC-Seq was analyzed using MACS2(2.2.7.1) (peak calling) and diffBind (v3.13) (differential analysis).

Figure 6: No software was used in data analysis; IAPs were visually quantified by a blinded observer during data collection for subsequent statistical interpretation.

Scripts used for bioinformatics analyses will be available at <https://github.com/sandchand5/hic-neuron-erv> (doi: 10.5281/zenodo.5549985).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Sequencing data for genome-scale analysis (Hi-C, ChIP-Seq, RNA-Seq, PacBio SMRT-Seq) have been deposited in NCBI's Gene Expression Omnibus (GSE168524) and will be made accessible prior to publication. Other publicly available datasets used in this paper include the following: Mouse Encode Project (<http://chromosome.sdsc.edu/mouse/download.html>), H3K27ac (GSE99363), H3K79me2 (<https://www.ncbi.nlm.nih.gov/sra/SRP154319>), Hi-C datasets (Espeso-Gil, et. al. (<https://www.ncbi.nlm.nih.gov/sra/SRP154319>), Fernandez-Albert, et. al. (GSE125068), and Bonev, et. al. (GSE96107)).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | <p>The number of animals needed was calculated based on the absolute minimum number of nuclei required to complete each experiment while balancing for sex, accounting for experimental costs, and minimizing technical variation.</p> <p>Figure 1: Hi-C (n=4 — 2F/2M); ChIP-Seq (H3K9me3 (n=4 — 2F/2M), H3K27ac* (n=3 — 3M), H3K79me2* (n=2 — 2F). *These datasets were used from previously published papers from our lab (PMID 28671686, <a href="https://doi.org/10.1101/2021.01.31.428988">https://doi.org/10.1101/2021.01.31.428988</a>).</p> <p>Figure 2: Hi-C (n=2 — 1F/1M [SPRET/Eij], n=2 — 1F/1M [C57/BL6J])</p> <p>Figure 3: PacBio (n=7 — 5M/2F).</p> <p>Figure 4: Hi-C (n=4 — 2F/2M [KO]); RNA-Seq (n=6 — 3F/3M).</p> <p>Figure 5: IHC (n=6 — 3F/3M [WT], n=6 — 3F/3M [KO]); RNA-Seq (n=3 — 2F/1M [WT], n=3 — 2F/1M [KO]); ATAC-Seq (n=3 — 2F/1M [WT], n=3 — 2F/1M [KO])</p> <p>Figure 6: WB (n=2 — 1F/1M [WT], n=2 — 1F/1M [KO]); EM (n=4 — 2F/2M [WT], n=4 — 2F/2M [KO])</p> |
| Data exclusions | No data was excluded from any of the studies included in this submission.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Replication     | <p>Experimental findings for next-generation sequencing data obtained from group analyses were additionally verified by observing individual sample files in each group to ascertain reproducibility of the conclusions across each replicate. All such attempts were deemed successful prior to inclusion in this submission.</p> <p>In addition to these validation measures, Hi-C experiments were performed in two batches (NeuN+/NeuN-) and two batches (SPRET/Eij/C57), and reproducible. ChIP-Seq H3K9me3 findings were reproducible across three different experiments, and RNA-Seq findings were reproducible across 3 different experiments. PacBio samples were processed in batches across three different experiments, with reproducible results. IHC experiments were reproducible across three independent experiments, Western blotting was reproducible across 3-5 experiments (Figure 6d, 5d respectively). EM experiments were reproducible across two batches.</p>       |
| Randomization   | Randomization was not relevant to our study as animal cohorts of specific genotypic/strain backgrounds were selected for predetermined purposes as described above.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Blinding        | All next-generation sequencing data, although unblinded, was processed using unbiased algorithms and scripts via the Unix and R platforms. Quantifications of IAPs in the electron microscopy images were done by a blinded experimenter during image acquisition. Blinding was not possible during data analysis (i.e., statistical testing) as group designation had to be known in order to appropriately assess significance across                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |

groups. For all other experiments, investigators were blinded during wet lab prep with alphanumerical designations used for all samples. Similarly, investigators were blinded during bioinformatics processing as all samples were directly fed into a pre-written algorithmic pipeline. All IHC images were also acquired by a blinded observer.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

- n/a ☐ Involved in the study
- ☐ ☒ Antibodies
- ☒ ☐ Eukaryotic cell lines
- ☒ ☐ Palaeontology and archaeology
- ☐ ☒ Animals and other organisms
- ☒ ☐ Human research participants
- ☒ ☐ Clinical data
- ☒ ☐ Dual use research of concern

### Methods

- n/a ☐ Involved in the study
- ☐ ☒ ChIP-seq
- ☐ ☒ Flow cytometry
- ☒ ☐ MRI-based neuroimaging

## Antibodies

### Antibodies used

Figure 1: anti-NeuN antibody (clone A60, Alexa Fluor 488 conjugated; EMD Millipore Corp., MAB377X (1:1000)); anti-H3K9me3 (Abcam, ab8898); anti-H3K27ac (Active Motif, #39133); anti-H3K79me2 (Abcam, ab3594).

Figure 5: anti-Iba1 (Abcam, ab178846, 1:1500); anti-GFAP (Abcam, ab4674, 1:1000); anti-actin (Sigma, A2066, 1:100); anti-NeuN-Alexa555 (Millipore, MAB377X) (1:200); Tomato-lectin (Vector, DL-1174, 1:100); CD11b-FITC Monoclonal Antibody (M1/70) (eBioscience, 11-0112-81) (1:2000).

Figure 6: anti-IAP-gag (a gift from Dr. Bryan R. Cullen, Duke University, developed in-house) (1:10000); goat anti-rabbit HRP (Invitrogen, #31460) (1:5000).

### Validation

The antibodies referenced in Figure 1 (anti-NeuN, anti-H3K9me3, anti-H3K27ac, anti-H3K79me2) and Figure 5 (anti-Iba1, anti-GFAP, anti-actin, anti-NeuN-Alexa555, Tomato-lectin, CD11b-FITC Monoclonal Antibody) have each been validated in several publications as noted on the respective manufacturer's websites. The anti-IAP gag antibody referenced in Figure 6 has been used and validated in several publications (PMID 22991445, 25457166, 26546670).

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

Figure 1: C57/BL6J mice (M&F, 3-9mos)

Figure 2: SPRET/EiJ mice (M&F, 3-9mos); C57/BL6J mice (M&F, 3-9mos)

Figure 3: C57/BL6J mice (M&F, 3-9mos), 129S1/C57 mice (M&F, 3-9mos)

Figures 4, 5, 6: WT & KO mice are C57/BL6J mice (M&F, 3-9mos); KO mice are CamK-Cre+, Setdb12lox/2lox mouse strain.

### Wild animals

The study did not involve wild animals.

### Field-collected samples

The study did not involve samples collected from the field.

### Ethics oversight

All mouse work detailed in this submission was approved by the Institutional Animal Care and Use Committee (IACUC) of the Icahn School of Medicine at Mount Sinai. Protocol LA12-00222.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|--------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | GEO for H3K27ac raw/processed data (GSE99363)<br>Other data (see below) (GSE168524)                                                                                                                                                                                                                                                                                                                                                         |
| Files in database submission                                       | H3K9me3 ChIP-Seq NeuN+ (pos) and NeuN- (neg):<br>FEM1-pos.R1.unimapped.rmdup.bam<br>FEM1-neg.R1.unimapped.rmdup.bam<br>FEM2-pos.R1.unimapped.rmdup.bam<br>FEM2-neg.R1.unimapped.rmdup.bam<br>WT2-pos.R1.unimapped.rmdup.bam<br>WT2-neg.R1.unimapped.rmdup.bam<br>WT3-pos.R1.unimapped.rmdup.bam<br>WT3-neg.R1.unimapped.rmdup.bam<br><br>diffReps files:<br>OV+-_1kb: H3K9me3<br>OVNG_1kb: H3K27ac<br>diffReps_Neurons_v_glia_1kb: H3K79me2 |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | See above.                                                                                                                                                                                                                                                                                                                                                                                                                                  |

## Methodology

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | H3K9me3 (n=4)<br>H3K27ac* (n=3)<br>H3K79me2* (n=2)<br><br>*These datasets were used from previously published papers from our lab (PMID 28671686, <a href="https://doi.org/10.1101/2021.01.31.428988">https://doi.org/10.1101/2021.01.31.428988</a> ).                                                                                                                                                                                        |
| Sequencing depth        | H3K9me3: HiSeq 2500, 75bp, paired-end<br>H3K27ac: HiSeq 2000, 75bp, paired-end<br>H3K79me2: HiSeq 2000, 75bp, paired-end                                                                                                                                                                                                                                                                                                                      |
| Antibodies              | anti-H3K9me3 (Abcam, ab8898)<br>anti-H3K27ac (Active Motif, #39133)<br>anti-H3K79me2 (Abcam, ab3594)                                                                                                                                                                                                                                                                                                                                          |
| Peak calling parameters | No peaks were called during these ChIP-Seq analyses. Instead, regions of significant difference between denoted treatment and control conditions (NeuN+ and NeuN-, respectively) samples were called using the program diffReps (1kb resolution, p<0.001).                                                                                                                                                                                    |
| Data quality            | diffReps implements a sliding scale binning strategy to identify regions of significant difference between treatment and control groups and does not identify discrete peaks. Instead, contiguous regions of the genome, 1kb or greater in length, with significant differences between the two groups are reported as discrete entries.<br><br>Treatment: NeuN+; Control: NeuN-<br><br>H3K9me3: 36137<br>H3K27ac: 146538<br>H3K79me2: 101147 |
| Software                | diffReps (PMID 23762400) was used for these analyses using default parameters (1 kb resolution, p<0.001).                                                                                                                                                                                                                                                                                                                                     |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

|                    |                                                                                                                                                                                                                                                   |
|--------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation | Cortical tissue was prepped for fluorescence activated nuclear sorting (FANS) as follows. Briefly, the dissected tissue was homogenized in a hypotonic lysis solution and fixed in 1% formaldehyde for 10 minutes at room temperature. The cross- |
|--------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

linking reaction was quenched with 125 mM glycine. The nuclei were then purified by centrifugation at 4000xg and resuspended in a 1:1 solution of the hypotonic lysis solution and a 1.8M sucrose solution prior to re-centrifugation at 4000xg to isolate out cortical nuclei. The pellet was then resuspended in Dulbecco's phosphate buffered saline (DPBS) containing 0.1% BSA and 1:1000 anti-NeuN antibody (clone A60, Alexa Fluor 488 conjugated; EMD Millipore Corp., MAB377X). Samples were incubated for 45 minutes while rotation and protected from light at 4C. DAPI (Invitrogen) was added immediately before sorting to label all nuclei.

Instrument

Sorting was performed at the Flow Cytometry CoRE at the Icahn School of Medicine at Mount Sinai using the BD FACSARIA III cell sorter.

Software

The BD FACSDiva (v6.1) software was used to collect and analyze the flow cytometry data.

Cell population abundance

NeuN+ and NeuN- population gating was determined empirically by visual inspection for each sorting experiment, resulting in an approximate ratio of 3:1 NeuN+ : NeuN- nuclei from mouse cortical tissue.

Gating strategy

Nuclei were collected as NeuN+ and NeuN- populations following serial gating (FSC, SSC, DAPI, NeuN) and pelleted for downstream experimental processing.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

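The samples were mouse cerebral cortex and forebrain: Hi-C of sorted NeuN+ and NeuN- nuclei (4 samples each), ChIP-seq of the same cell types (4 libraries per cell type for H3K9me3, 3 for H3K27ac and for H3K79me2), PacBio capture of IAPEzi (5 NeuN+ and 3 NeuN- libraries of 5 animals), cortex RNA-seq of 6 KO and 6 WT mice, and RNA-seq and ATAC-seq of microglia (3 KO and 3 WT samples each). Samples were grouped by the labels that the authors deposited and by the paper's legends. Hi-C of the KO neurons and of the SPRET/EiJ and C57/BL6J mice was not analysed here, since no processed values per sample were held.

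The units of the deposited files were read from their headers, the paper's methods and the values. For Hi-C, the authors deposited pairs of 1 Mb windows on different chromosomes with a significant interaction by Homer, as positions. For ChIP-seq they deposited diffReps regions of 1 kb windows with a log2 fold change (NeuN+ over NeuN-), a p-value and an adjusted p-value from the authors' comparison. For PacBio, the authors' files hold BLAST alignments with a bit score, a percent identity and an alignment length. For RNA-seq, the deposited tables hold raw counts without normalization, per repeat fragment in cortex and per gene and repeat locus in microglia. In microglia the authors counted with featureCounts, where reads that align to several places or overlap several features are not counted by default. For ATAC-seq, the deposited MACS2 peak lists hold each peak's pileup as signal, a ratio over the local background, and the −log10 of its p-value and q-value. The deposited table for H3K79me2 holds a header and 0 regions, so this mark was not analysed. Coordinates are those of GRCm38/mm10, with genes from the GENCODE vM21 annotation.

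The work was done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and with bedtools 2.31.1. The plots were drawn with matplotlib 3.10.9. Single values per sample were compared by exact permutation tests of the difference in means, two-sided. Benjamini-Hochberg adjustment was applied within each family, at a threshold of 0.05.

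Hi-C interactions were counted once per pair of windows, windows were compared with limma with a trend, and correlations were taken over the 1 Mb windows of the autosomes. ChIP-seq bins were 250 kb wide, and high bins lay above the 99th percentile of regions per bin. The map of NeuN+ subcompartments was built from the labels of the repeat fragments, and 1949 bins of the part of the paper's Data S2 that could be read carried the same label. Fisher's exact test on bins was joined by shifts of the labels along the autosomes, which keep neighbouring bins together. All distinct shifts were used once in place of the larger number of random shifts that was planned, since random shifts repeat the distinct ones and make the smallest p too small. PacBio reads were de novo when the IAPEzi bit score was the higher one, and full-length when the IAPEzi alignment was longer than 5833 bp, and reads within 10 kb were merged into sites. The expected share of a subcompartment was its share of the assigned bins. Cortex repeats were tested with edgeR's quasi-likelihood test with TMM, with at least 5 reads in every mouse of either genotype. Microglia genes and repeats were tested with the same test after filterByExpr. ATAC peaks were merged when they overlapped by at least 1 bp.

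Depth differs between the assays. Microglia repeat counts, 321593 to 774094 per sample, allow tests of 7380 loci, against 199238 loci in cortex. The deposited ChIP-seq tables give no depth, and the paper's Table S1 lists the total reads per library. PacBio shares have Wilson intervals at 95% confidence, which cover counting error only. The tools were tested on simulated data built from the spread of the real values. With 8-fold changes in 200 of 685 Hi-C windows, 98.5% were recovered and 4.37% of the calls were wrong. With 2-fold changes in cortex, 76.2% of 206 names and 79.4% of 9962 loci were recovered. With 4-fold changes in microglia, 91.1% of 718 genes and 65.6% of 369 loci were recovered. The rule for de novo reads called 77% of simulated insertions and 0% of reference reads. All 600 peaks planted in 1 genotype were found.

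The items named in the text were chosen by a rule set before the data were examined: every gene, repeat or region that the paper names for a comparison, and in each test across genes, repeats, loci or bins the 5 with the largest positive and the 5 with the largest negative change among those past the threshold without overlap between the groups, and for ATAC regions found in 1 genotype only the 5 with the highest summed score. The text gives only part of these where several are fragments of 1 element. The ChIP-seq bins with most regions, the PacBio sites found in all 5 animals, the 3 names with a change that differs between the sexes, the loci named for BC1_Mm and tRNA-Ser-TCA(m), and the neuron genes and Camk2a in microglia were chosen after values were seen.

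Alternatives to the tool, the scaling, the filters, the thresholds and the covariates were tried, and each replicate was left out in turn where groups were small. Hi-C samples of the same number come from 1 brain, and PacBio libraries of the same number from 1 animal, so paired tests were run for both, and the ratio for B2 was also tested on means per animal. Whether samples of the same number share a pattern was checked for Hi-C from the deviations of each window from its cell type's mean. These had a mean Pearson's r of -0.0864 across windows for samples of the same number and 0.0288 for other samples. In the part of the paper's Data S9 that could be read, the columns of NeuN- F1 and F2, and those of M1 and M2, hold each other's deposited interactions, so which NeuN- sample shares a brain with which NeuN+ sample is not certain. Microglia samples of the same number were also treated as a replicate block. The cortex counts are listed by mouse, without a number that pairs KO with WT mice. Supplementary tables that could be read only in part, Data S2 to S10, Data S14, Data S18 and the Source Data, were used for checks and not for tests. The interferon-induced genes are those of Fig. 5f, and the neuron genes are a list of 12 from general knowledge, made after the other results were seen.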

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

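The tests of explanations in this part, and the test of a difference between the sexes, were chosen after the results were seen, while the comparisons of genotypes and cell types were set before the data were examined. Chance flags about 1 in 20 groups, so single samples that stand apart from their group are expected among the groups examined.

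In the PacBio data, NeuN+ M2 stood far from the other NeuN+ libraries with 17002 candidate reads, where the other 4 held 2862 to 4380. Its number of circular consensus sequences, 470766 by the paper's Data S11, was close to the 425410 of NeuN+ F2, so the number of sequences does not account for it. The library groups of Data S11 set the libraries apart in other respects. The full-length share of de novo reads was 0.40% to 1.90% in group 1 and 6.68% to 12.6% in group 2, and de novo shares were 11.2% to 16.4% and 3.13% to 4.91%. Libraries of 1 animal are not independent. As means per animal, the difference in the full-length share was -7.90 points (two-sided exact permutation, 2 animals each, p = 0.333, the smallest possible), so library group and animal cannot be told apart. Differences in library preparation or capture between the groups may set how many reads of each kind are listed, but group 2 also holds NeuN+ F2 with 4380 candidate reads, so the group does not explain the number of M2 alone. The strain label of M2 is shared with the libraries of group 1 and with M3, and not with the other libraries of group 2. No biological explanation was tested.

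In cortex, 1 WT mouse stood apart from the other 5 with an IAP share of 1.63% of the repeat counts, where the others lay between 1.49% and 1.53%. The KO mice lay between 3.70% and 5.63%, so the mouse does not overlap with them, and a swapped label has no partner among the KO mice. The mouse is female, as are 2 other WT mice at 1.49% and 1.50%. The cause was not tested, and no biological explanation was tested.

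For 3 of 4127 cortex repeat names, the change with genotype differed between females and males in edgeR's test of the interaction. The difference (male minus female change, log2) was -0.70 for IAPEY2_LTR::IAPEY3-int (adjusted p = 0.0264), -0.75 for IAPLTR2b::IAPLTR3-int (adjusted p = 0.0345) and 0.89 for MMVL30-int::RLTR6B_Mm (adjusted p = 0.0264). At an unadjusted p under 0.05 there were 221 names. These names join a pair of annotations each, and reads shared between copies of a repeat were not excluded. For the ERV2 share as a whole, the increase was 3.04 points in males and 3.42 in females, and the difference of -0.37 was smaller than the spread (two-sided permutation within genotypes, 400 relabellings, p = 0.51). A biological difference between the sexes stays open and was not tested further.

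In cortex, 931 loci of the LINE class L1 were higher in KO. Transcripts that start in a raised ERV2 and run on may raise the counts of L1 fragments nearby. Of the 931 loci, 42.1% lay within 10 kb of a raised ERV2 locus, against 1.52% of L1 loci that were tested and not called. The rest lay farther away, so such transcripts could account for part of the loci and are not shown to account for all. The L1 names together had a median log2 fold change of -0.01 with TMM scaling and -0.10 with the total of all repeat counts, so the class as a whole was not raised under these scalings. Whether the other loci change through the loss of Setdb1 itself was not tested.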

How the results depend on the processing

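The results for the B2 share of Hi-C, the PacBio B2 ratio, the share of high bins in B2 by background or shifts, and the raised genes with a region, each with these alternatives, and those with interactions per trans read pairs, windows by midpoint, region p under 0.001, joined fragments, the sets of libraries that BC1_Mm parts, and DESeq2 at an unadjusted or one-sided p, were added after the results were seen, and the others were set before the data were examined. In all, 195 alternatives (161 set before, 34 added) were run for 25 results: 152 kept the direction and the side of the threshold or the size, 6 lost the threshold, 1 passed it, 28 moved a count by more than the limit of 1.5 times, and 8 reversed a direction.

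For Hi-C, treating the brain as a replicate block left the difference of the correlations at 0.527 and that of the B2 share at 48.4 points, with p = 0.125 in each of these paired exact permutation tests, the smallest that 4 pairs allow. Leaving out single samples moved the difference in the number of interactions between -3249 and -2012, and without NeuN- replicate 2 it reached p = 0.0286 by exact permutation, the smallest possible; the cause was not tested. The windows called stayed between 328 and 372 when a sample was left out, and without division by the sample's total 125 were higher in NeuN+ and 245 in NeuN-, where 182 and 194 were with it. Other splits of the 8 samples into 4 and 4 called 0 windows at most, so 1 of 35 splits gave as many and chance can be excluded.

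For ChIP-seq, stricter thresholds on the authors' regions left 20652 (p under 1e-05) or 14022 (an absolute log2 fold change of at least 1) of the H3K9me3 regions, and 95994 of the H3K27ac regions at that fold change. The high H3K9me3 bins numbered 470 at the 95th percentile and 24 with 1 Mb bins, and the share of them in B2 ranged from 32.3% to 71.7% over 5 alternatives. With regions counted at gene starts, 52 raised genes of the paper held one in place of 120. The smaller numbers of regions follow from the stricter thresholds. The other changes also come from the bin size, the measure or the overlap rule. The share of 71.7% was reached with covered base pairs in place of the number of regions.

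For PacBio, the difference in the de novo share between the cell types reversed to 1.38 points in the replicate block of the 3 animals that gave both and to 1.24 points within library groups, and ranged from -4.37 to 0.39 with libraries left out, as the full-length share did from -1.53 to 3.26. None of these differences exceeded the spread. The B2 ratio fell short of the threshold when measured against the other candidate reads (1.18) and for full-length reads only (2.79), where the reads are few; the cause was not tested. With means per animal it was 2.69 with p = 0.0625 (two-sided exact sign flips), the smallest that 5 animals allow, so the threshold cannot be reached. The full-length definition of the glossary of Data S11 also counts reads that are not de novo. Divided by the de novo reads, the reads under it differed between the cell types by 9.34 points (two-sided exact permutation, p = 0.554). This is not the same share as the one behind 0.44, where only de novo reads are counted.

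For cortex, other tools and filters gave 115 to 128 changed names, and with the total of all repeat counts in place of TMM 222, 45.0% of them raised in place of 99.2%. That scaling moved the median log2 fold change of all names by -0.09, and that of the 586 ERV2 names from 0.05 to -0.05. Under it, 36 of the 78 IAP names were raised and 0 were lowered, where 41 were raised with TMM. Changed loci ranged from 5048 to 10505, with 81.5% raised without TMM in place of 92.1%, and the differences in ERV2 share from 3.15 to 4.77 points. Of 100 splits of the mice, 2 changed at least as many names as the real one (itself included), and of 40 splits 1 changed as many loci. At the threshold of 0.05 chance can be excluded, but the other split changed more names, 145, than the 124 of the real one. That split puts all 4 libraries of the set that BC1_Mm parts into 1 group, with 3 KO mice and 5 females in that group. The set is all female, so the split follows both the sets and, in part, sex, and these were not separated. Genotype changed 148 names with the sets as a covariate and 134 with sex as a covariate. The replicate number as a block was set for cortex but not run. No paired analysis was possible because the mice of the count table carry no number that pairs KO with WT.

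For microglia, edgeR called 0 genes and DESeq2 called 3; without the filter on low counts edgeR called 185 (172 raised), and at an unadjusted p under 0.05 edgeR called 418, DESeq2 451 and DESeq2 one-sided 972. Repeat loci were 2 with edgeR, 1 with DESeq2, 171 and 1268 at an unadjusted p, 3285 one-sided, and 2 to 4 with samples left out (4 without KO replicate 3). Repeat names were 0 with edgeR and with DESeq2, 2 without the filter, 20 and 22 at an unadjusted p, and 43 one-sided. Since edgeR called 0 genes and 0 names, all 10 of 10 splits called as many and say nothing about them. For genes, the split with KO1, WT1 and WT2 in 1 group called 163, where the split by genotype called 0. What sets these samples apart was not tested. As many loci were called in 3 of 10 splits, and 10 splits cannot exclude chance. The mean of the interferon-induced genes stayed at 0.84 under fry, where p was 0.0554. In ATAC-seq, regions found in 1 genotype only were 498, and 766 with a reciprocal overlap of 50%; with the same number of peaks from each sample they were 399 (38.3% in KO in place of 8.23%), and 867 to 2541 with samples left out, where fewer samples make the condition easier to meet. As many were found in 4 of 10 splits, so chance cannot be excluded.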

Differences from the paper's values

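The overlaps of regions with genes, the B2 ratios, the tests of subcompartments and the DESeq2 settings in this part were chosen after the values were seen, while the edgeR comparisons of genotypes were set before the data were examined.

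The paper counts 46 raised genes with H3K9me3 enriched in NeuN+, and 120 of the paper's raised genes held such a region here. With the region required within 1 kb of the gene's start, the count was 52, which falls within 1.5 times the paper's value. With 5 kb added it was 150, which does not. No alternative to this count was set before the data were examined.

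The paper counts 840 changed transcripts in microglia, 629 raised and 211 lowered. At an unadjusted p under 0.05, edgeR gave 418, 305 and 113 here. DESeq2 at the same threshold gave 451, 350 and 101, which also differ, and DESeq2 with a one-sided p gave 972, 674 and 298, which fall within 1.5 times the paper's values. The paper's Data S17 is headed as one-sided, and 644 of its 840 genes passed the one-sided test here. At the adjusted threshold that was set before the data were examined, edgeR gave 0 and DESeq2 3.

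For the comparison of full-length with all de novo reads in B2, the paper's paired test has p = 0.0391. The exact signed-rank test over the 8 libraries gave p = 0.945 here, with a higher ratio for full-length reads in 5 of 8 libraries (mean difference 0.07). The paper also counts samples of round spermatids in Fig. 3c, which were not analysed here. No alternative to this test was set before the data were examined.

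In the direction of results, the paper places the increase of ERV2 expression primarily in B2, with little change elsewhere. Here ERV2 counts rose 1.73-fold in B2, 1.51-fold in B1 and 1.45-fold in A1, and in A2 from 6173 to 9893 per 1000000 repeat counts, each past the threshold, and 6.15% of the whole increase lay in B2. By the share of loci raised, B2 came first, at 40.1% of the loci tested there, and in the paper's test of bins B2 was enriched as well, at 37.3% of its bins (one-sided Fisher's exact test, p = 5.4e-16). The difference concerns the amount of the increase outside B2. The paper reports stronger enrichment in B2 for full-length than for all de novo sequences, and here the mean ratios were 2.79 and 2.72. Pooled over the libraries, the ratios were 3.50 and 2.58, which go in the paper's direction.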

Other observations

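The tests of explanations in this part were chosen after the results were seen.

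NeuN+ samples had fewer significant trans interactions than NeuN- samples, and fewer trans read pairs. A difference in depth may account for the number. Per 1000000 trans read pairs the difference was -41.1 (NeuN+ minus NeuN-, two-sided exact permutation, n = 4 each, p = 0.2), in the same direction as the raw numbers and within the spread. Homer's significance also depends on depth in a way that a division does not remove, so depth and cell type cannot be told apart for the number. Within NeuN+, the share of ends in B2 was 65.7% in M1 with 14333032 trans read pairs, 60.7% in F1 with 20238844, 48.1% in M2 with 26087574 and 37.8% in F2 with 35295966, while NeuN- M2 with 30256736 had 5.60%. The deposited lists hold no read counts, so the share at equal depth was not computed.

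High H3K9me3 bins of NeuN+ lay in windows with more NeuN+ trans interactions. At 1 Mb, 17 of 24 such bins (70.8%) were among the 182 windows higher in NeuN+, where 7.33% were found on average when the bins were shifted along the autosomes (one-sided permutation, 2472 shifts, p = 8.1e-04). Of the windows higher in NeuN-, 0 held such a bin.

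De novo reads exceeded the size of B2, and so did the candidate reads that were not de novo, with a ratio of 2.40 (exact sign flips, two-sided, 8 libraries, p = 0.00781, the smallest possible). As means per animal it was 2.35 and above 1 in 5 of 5 (exact sign flips, two-sided, p = 0.0625, the smallest that 5 animals allow). A candidate explanation is that captured reads of every kind lie in B2 more often than its size gives, because IAP sequence is frequent there. Against these reads the de novo ratio was 1.18 and above 1 in 6 of 8 libraries. Since the other candidate reads may hold insertions too, this ratio does not test a preference of insertions for B2. Such a preference stays open and is not shown at this number of animals.

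De novo sites were shared between animals more often than by random placement, at 11.7% of the sites. Insertions that the strains carry and the reference genome lacks may account for the shared sites. Sites found in 1 animal only could be inherited, somatic, or missed in the other libraries, and the depth does not separate these. Random placement ignores that insertions are unevenly spread, so part of the sharing could also come from preferred places.

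The MuLV-int locus of chromosome 8 had 1203, 767 and 229 reads in KO microglia and 0, 4 and 0 in WT microglia, and the same locus was raised in KO cortex. RNA of KO neurons in the microglia libraries could bring such reads, but it would bring reads of other repeats raised in cortex as well. The IAP share rose by 0.0669 points in KO microglia (two-sided exact permutation, n = 3 each, p = 0.3), which does not decide, since IAP reads that align to several places may be missing in the microglia counts. Raised loci of ERVL-MaLR, a class of old copies, were therefore used, on the assumption that their reads align to 1 place. Of 286 such loci in cortex, 284 are listed in the microglia files. Per percent of repeat counts on the MuLV-int locus they rose by at least 0.182 points in KO cortex, which would need a rise of 0.0311 points in microglia. The rise was 0.00112 points (two-sided exact permutation, n = 3 each, p = 0.7), with an SD of 0.00194 in WT, which argues against RNA of KO neurons with the repeat profile of KO cortex. The 12 neuron genes summed to 29.7 ± 8.74 counts per 1000000 in KO and 25.1 ± 9.35 in WT (exact permutation, n = 3 each, two-sided p = 0.6), with 9 of 12 higher in KO. Their most abundant members were Map2, at 11.0 and 10.7 counts per 1000000, and Camk2a, at 6.56 and 5.71. How many of these genes microglia express themselves was not tested. A strain variant inherited apart from Setdb1 would place high counts on mice of both genotypes, but in cortex all 6 KO mice had at least 1662 reads and no WT mouse more than 15 (two-sided exact permutation, p = 0.00216). A variant close to Setdb1 or to the Cre transgene, and a response of microglia to neuronal loss of Setdb1, stay open. The peaks of ATAC-seq at the ends of the locus gave no sign of opening in KO, with scores of 0 to 5.08 in KO samples and 0 to 9.11 in WT samples.

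The IAPEz-int locus of chromosome 4 was lower in KO microglia, at 0 to 1 reads against 27 to 47 in WT when the reads of its fragments were summed, and higher in KO cortex, with a log2 ratio of 1.32 (two-sided exact permutation, n = 6 each, p = 0.013). A strain variant inherited apart from Setdb1 may differ between the mice of the 2 experiments, but the cortex counts overlapped between genotypes, at 268 to 992 and 134 to 491 reads, and do not decide it. The explanations cannot be told apart, since 3 mice per genotype are too few to separate a variant from the genotype. One of the strongest ATAC regions found in WT only lies next to this locus, on chromosome 4 from 127008418 to 127008874.

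In the paper's Data S13, 642 pairs of 1 Mb bins changed between KO and WT neurons, 196 of them higher in KO. Of these, 5 join the bin that holds Camk2a, on chromosome 18 from 60 to 61 Mb, to chromosome 6 between 39 and 44 Mb, and they take places 1, 2, 4, 29 and 295 by adjusted p. The Cre transgene carries Camk2a sequence, and its insertion on chromosome 6 may give contacts that look like trans contacts of Camk2a. Extra copies of Camk2a sequence would raise the signal of microglia ATAC-seq over Camk2a if it is open there. The log2 ratio of the summed peak scores was 0.217 (KO over WT, two-sided exact permutation, n = 3 each, p = 0.4). Peak scores carry little information on copy number, so the explanation cannot be told apart from a change of contacts. These are the authors' deposited values, and the Hi-C reads of the KO neurons were not analysed here.

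The number of ATAC peaks rose with the reads kept, with a Pearson's r of 0.973 (exact permutation over 720 orders, two-sided p = 0.00417) and a Spearman's rho of 1.00 (p = 0.00278) over the 6 samples, and an r of 0.938 without the 2 samples farthest from the median depth. Depth may therefore set the peak number. WT samples held more reads on average, with overlap, at 7.53 to 12.3 in units of 1000000 against 6.09 to 9.33 in KO. For the regions found in 1 genotype only, whether depth or genotype sets their number stays open.

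Counts of BC1_Mm on chromosome 7 split the cortex libraries into a set of 4 at 682 to 1108 per 1000000 repeat counts and the others at 14.4 to 36.3, and counts of tRNA-Ser-TCA(m) on chromosome 1 split the same libraries at 1192 to 1398 and 161 to 210. The set of 4 holds 2 KO and 2 WT mice, all female. A difference between sets of libraries could add to the difference in ERV2 share. Compared within the sets, the difference was 3.15 points (two-sided permutation, 420 relabellings, p = 0.00476, the smallest possible), so the sets do not account for it.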
